# The AP-1 transcription factors c-Jun and JunB are essential for CD8α conventional dendritic cell identity

**DOI:** 10.1038/s41418-021-00765-4

**Published:** 2021-03-23

**Authors:** Philipp Novoszel, Barbara Drobits, Martin Holcmann, Cristiano De Sa Fernandes, Roland Tschismarov, Sophia Derdak, Thomas Decker, Erwin F. Wagner, Maria Sibilia

**Keywords:** Development, Antigen-presenting cells, Antimicrobial responses, Bone marrow transplantation, Immunogenetics

## Abstract

Dendritic cell (DC) development is orchestrated by lineage-determining transcription factors (TFs). Although, members of the activator-protein-1 (AP-1) family, including Batf3, have been implicated in conventional (c)DC specification, the role of Jun proteins is poorly understood. Here, we identified c-Jun and JunB as essential for cDC1 fate specification and function. In mice, Jun proteins regulate extrinsic and intrinsic pathways, which control CD8α cDC1 diversification, whereas CD103 cDC1 development is unaffected. The loss of c-Jun and JunB in DC progenitors diminishes the CD8α cDC1 pool and thus confers resistance to Listeria monocytogenes infection. Their absence in CD8α cDC1 results in impaired TLR triggering and antigen cross-presentation. Both TFs are required for the maintenance of the CD8α cDC1 subset and suppression of cDC2 identity on a transcriptional and phenotypic level. Taken together, these results demonstrate the essential role of c-Jun and JunB in CD8α cDC1 diversification, function, and maintenance of their identity.

## Introduction

Dendritic cells (DCs) are innate immune cells essential for the initiation of antigen-specific immune responses and maintenance of tolerance [1]. DCs originate from multipotent, hematopoietic precursors in the bone marrow (BM) and can be categorized into two distinct branches, conventional (cDCs) and plasmacytoid DCs (pDCs), characterized by their unique transcriptional, functional, and cell surface phenotypes [2–4]. cDCs can be sub-grouped in cDC1, specialized in cross-presentation and cDC2, critical for the induction of T_h_2 and T_h_17 immunity [5]. cDC1 can be identified by the expression of X-C motif chemokine receptor 1 (XCR1) and comprise a lymphoid-resident CD8α^+^ and a non-lymphoid CD103^+^ population [6, 7]. Over the last decade studies have shown that the differentiation into cDC1 is controlled by a network of specific, lineage-determining transcription factors (TF) [8, 9]. TFs like the interferon regulatory factor 8 (IRF8), inhibitor of DNA binding 2 (ID2), and nuclear factor interleukin 3-regulated (NFIL3) are required for the diversification of the common DC progenitor (CDP) to cDC1 [10–12]. Furthermore, the basic leucine zipper transcription factor, ATF-like 3 (Batf3), a member of the dimeric activator protein-1 (AP-1) TF family, has been shown to maintain IRF8 expression in pre-cDCs, the direct clonogenic precursor to cDCs, to safeguard cDC1 differentiation [13, 14].

AP-1 TFs comprise a group of homo- or heterodimers of basic leucine zipper proteins belonging to the Jun, Fos, MAF or ATF family with essential functions in development, cancer and immunity [15–17]. c-Jun and JunB are AP-1 family members with prominent roles in T cell development [18] and T_h_17 identity [19], respectively. Moreover, JunB inactivation in stem cells results in a myeloproliferative disorder characterized by increased numbers of granulocyte/macrophage progenitors (GMP) [20, 21]. Functionally, c-Jun and JunB can be antagonistic but also compensatory, emphasizing that expression of some target genes is regulated equally by c-Jun and JunB. The inducible epidermal deletion of both c-Jun and JunB, for example, causes a psoriasis-like skin phenotype in adult mice, whereas single deletion results in no phenotype [22–25].

The interaction between Batf and Jun was originally considered to inhibit AP-1 transcriptional activity [26, 27]. However, a transcriptional complex between Jun/Batf and IRF4 or IRF8 enables binding to AP-1–IRF composite elements (AICEs), which is critical for the development of cDC1s [28] and the differentiation of T_h_17 cells [29, 30]. Although deletion of Batf3 in a genetically engineered mouse model (GEMM) demonstrated its role in CD8α/CD103 development, the importance of Jun proteins, is poorly defined. In this study, we show that combined, immune cell-specific deletion of c-Jun and JunB leads to the selective loss of lymphoid CD8α cDC1, whereas non-lymphoid CD103 cDC1 differentiate normally. Importantly, c-Jun and JunB are required for cDC1-dependent immune responses, including activation upon TLR triggering and antigen cross-presentation. Mechanistically, our data reveal for the first time that c-Jun and JunB maintain cDC1 identity and suppress expression of cDC2 TF and surface markers.

## Methods

### Animal studies

*c-Jun*^fl/fl^ and *JunB*^fl/fl^ mice were crossed with *CD11c*-Cre, *Mx*-Cre or Tamoxifen (Tx) inducible *K5*-Cre^ER^ mice, [31–34]. *Mx*-Cre mice received one or two (indicated in Fig. legends) intraperitoneal injections of poly I: C (200 µg; VWR) and *K5*-Cre^ER^ mice five consecutive injections of Tx (1 mg; Sigma Aldrich) for deletion. A 5% cream formulation of Imiquimod (Aldara, Meda Pharma) was applied topically on shaved and waxed (Veet, Heidelberg, Germany) back skin for up to 7 days [35]. *C57Bl/6 CD45.1, CD45.2 or CD45.1/CD45.2* were bred in house. Female and male mice of a mixed background (129 Sv × C57BL/6) and 8–16 weeks of age were used for studies. Mice were kept in the animal facility of the Medical University of Vienna in accordance with institutional policies and federal guidelines. All mice had access to food and water ad libitum.

### Flow cytometry

Single cell suspensions of lymphoid organs and BM were prepared as follows. BM was flushed, spleen and lymph nodes were digested for 30 min (37 °C) with Liberase™ (50 µg/mL; Roche) and DNAse I (100 µg/mL; Sigma Aldrich), filtered through a 70 µm filter and washed. Red blood cells were lysed with ACK buffer. Single cell suspensions were blocked with anti-CD16/32 antibody (BioLegend) before addition of fluorescently labeled antibodies. Antibodies (see Supplementary Table 1) were diluted according to the manufacturer´s recommendation and samples incubated on 4 °C for 30 min. Absolute cell number was assessed with a CASY cell counter (Beckman Coulter) or by addition of 123count eBeads (Thermo Fisher Scientific). Cells were acquired on a LSR Fortessa cell analyzer (BD Biosciences) and analyzed with FlowJo software (Treestar).

### Intracellular cytokine staining

For intracellular staining of IL-12 p40 (C15.6; BioLegend) cells were stimulated with poly I: C (1 µg/mL; VWR) in the presence of Brefeldin A (BioLegend) for 5 h. Surface markers were stained before fixation and permeabilization with the BD Cytofix/Cytoperm Kit (BD Biosciences). IRF4 (3E4; eBioscience) and IRF8 (V3GYWCH; eBioscience) were stained intracellular in spleen and lymph-node using the Foxp3 /Transcription Factor Staining Buffer Set (eBioscience).

### Cell culture

BM cells were isolated from femur/tibia and red blood cells were lysed. 3 × 10^6^ cells/mL were cultured in RPMI supplemented with 10% FCS, 1% Pen/Strep, sodium pyruvate, nonessential amino acids and 0.1% β-mercaptoethanol. Recombinant mFLT3L (80 ng/mL, Peprotech) was added to induce cDC and pDC differentiation. For CD103^+^ cDC in vitro differentiation BM cells were depleted of lineage-positive cells using the lineage cell depletion kit (Miltenyi Biotec). Enriched cells were cultured in complete medium supplemented with recombinant mFLT3L (80 ng/mL, Peprotech) and recombinant mGM-CSF (10 ng/mL, Peprotech) for 12 days. On day 6 fresh culture media supplemented with recombinant mFLT3L and mGM-CSF was added.

### Generation of bone marrow chimeric mice

BM chimeric mice were generated by intravenous *(i.v.)* injection of CD3ε/CD90.1.-MACS-depleted BM cells (4 × 10^6^) into lethally irradiated mice (8.25–9 Gy). For mixed BM chimeras, BM cells of two different donors (CD45.1/2 wild-type and CD45.2 *c-Jun*/*JunB* deficient) were mixed in a ratio 1:1 before injection. Experiments were performed after a reconstitution period of at least 8 weeks. Poly I: C was injected into chimeric mice twice, 5 days apart, and mice were analyzed 14 days after Cre induction.

### In vivo α-G-CSF antibody treatment

Mice were treated with 50 μg of α-GCSF IgG (clone 67604, Sigma Aldrich), or matched isotype control (rat IgG, BioXCell) by intraperitoneal injection 2 and 4 days after poly I: C induced deletion of c-Jun/JunB in the *Mx*-Cre mouse model.

### Listeria infection model

An overnight culture of *L. monocytogenes* strain LO28 was re-cultured in BHI medium to late log phase, pelleted and diluted in PBS. The concentration of bacteria was quantified by optical density measurements at 600 nm and confirmed by plating serial dilutions on BHI agar plates and colony counting. 1 × 10^6^ cfu were injected into the peritoneum of 8- to 15-week-old mice. Animals were euthanized after 24 and 72 h, spleens and livers were isolated, weighed and homogenized, and serial dilutions were plated on BHI agar plates. Colonies were counted after ~30 h culture at 37 °C.

### In vitro cross-presentation

*c-Jun/JunB* cDC^FL^ were obtained by negative selection of B220^+^ pDC^FL^ by MACS on day 7 of FLT3L-supplemented BM cultures. cDC^FL^ were then loaded with Ovalbumin (250 µg/mL) or SIINFEKL (20 µg/mL) for 6 h, washed and re-plated at 2 × 10^4^ with CFSE labelled (1 µM, 10 min) OT-I T cells in a 1:100 cDC^FL^ to OT-I T cell ratio. OT I- T cells were enriched from lymphoid organs of OT-I mice by negative depletion of B (CD19^+^, B220^+^), NK (NK 1.1^+^), DC (CD11c^+^) and myeloid (CD11b^+^) cells. After 3 days of co-culture, proliferation of OT-I T cells was analyzed by CFSE dilution in TCRβ^+^CD8α^+^ cells.

### Quantitative PCR

Total RNA was isolated with TRIzol reagent (Invitrogen) and cDNA synthesis was done with SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific). Real-time PCR was performed with SYBR Green Master Mix (Applied Biosystems) on a CFX96 Touch System (BioRad). Differential expression is shown as fold change and was calculated with the ΔΔCt method. Expression was normalized to the house keeping gene *Tbp* (TATA-binding protein). Primers used for quantitative PCR are listed in Supplementary Table 2.

### RNA-sequencing

FLT3L-derived cDC1^FL^ (CD24^+^CD11c^+^B220^−^ CD115^−^ CD172a^−^) cells were sorted (FACSAria Fusion cell sorter; BD Biosciences) into TRIzol LS reagent (Invitrogen) and RNA was isolated with the miRNeasy Micro Cleanup Kit (Qiagen). Sequencing libraries were prepared using the NEBNext Poly (A) mRNA Magnetic Isolation Module and the NEBNext Ultra^™^ II Directional RNA Library Prep Kit for Illumina according to manufacturer’s protocols (New England Biolabs). Libraries were QC-checked on a Bioanalyzer 2100 (Agilent) using a High Sensitivity DNA Kit for correct insert size and quantified using Qubit dsDNA HS Assay (Invitrogen). Pooled libraries were sequenced on a NextSeq500 (Illumina) in 2 × 75 bp paired-end sequencing mode. Reads in fastq format were aligned to the murine reference genome version mm10 (https://www.ensembl.org) with Gencode vM19 annotations (https://www.gencodegenes.org/) using STAR aligner [36] version 2.6.1a in 2-pass mode. Reads per gene were counted by STAR, and differential gene expression was calculated using DESeq2 [37] version 1.20.0. Principal component analysis (PCA) and Euclidean distance plots were generated using R functions prcomp and dist, respectively. GO term enrichment analysis was performed with GOrilla [38] using as an input selections of differentially expressed genes (DEGs) and all mouse Ensemble gene ids as a background. Gene set enrichment analysis (GSEA) was performed using GSEA [39] version 3.0 using as an input regularized log-transformed count data from DESeq2 and selected gene sets from MSigDB [40] version 6.2 as well as custom gene sets.

### Venn diagram

To generate Venn diagrams we first made a list of probe sets derived from the published microarray data with the Transcriptome Analysis Software (Thermo Fisher Scientific). We then used the GSEA software (http://www.gsea-msigdb.org/gsea/index.jsp) to collapse the values of the probe sets to a single gene value by gene using the median probe mode. We considered only genes that were annotated on both, the microarray and RNA-Seq platform. We used the R function euler to generate a Venn diagram.

### Statistics

GraphPad Prism 8 was used for statistical analysis. Significance was analyzed on pooled data from independent experiments. Animals were randomly assigned to experimental groups. Data were analyzed by unpaired two-tailed Students *t* test or one-way ANOVA with Tukey post-test, or multiple *t*-tests with the Holm–Sidak method for grouped data and are shown as mean ± SEM. *t*-test with Welch´s correction was performed, if variance was significantly different between two sets of data. Outliers were identified by Grubb´s or ROUT method. A *P* value below 0.05 was considered statistically significant (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

## Results

### Combined deletion of c-Jun and JunB results in loss of resident CD8α cDC1, while migratory CD103 cDC1 remain unaffected

To study the role of Jun/AP-1 proteins during DC diversification, we first conducted an unbiased gene expression analysis of c-Jun and JunB across the immune cell compartment using IMMGEN datasets. We found prominent expression of c-Jun and JunB in cDCs, but not in pDCs (Supplementary Fig. 1a).

To confirm these results, FLT3L-derived cDCs (cDCs^FL^) were generated from BM to analyze the expression of c-Jun and JunB during DC development (Fig. 1a). RNA expression from sorted cell subpopulations revealed an increase in JunB expression from progenitors to cDCs^FL^, whereas levels remained low in pDCs^FL^. In contrast, c-Jun mRNA levels were highest in pre-cDCs^FL^ and cDC2^FL^, intermediate in cDC1^FL^ and low in pDC^FL^ (Fig. 1b). Analysis of c-Jun and JunB expression in cDCs, pre-cDCs and CDPs in vivo, using previously published microarray data [14], confirmed these results (Supplementary Fig. 1b).

**Fig. 1:**
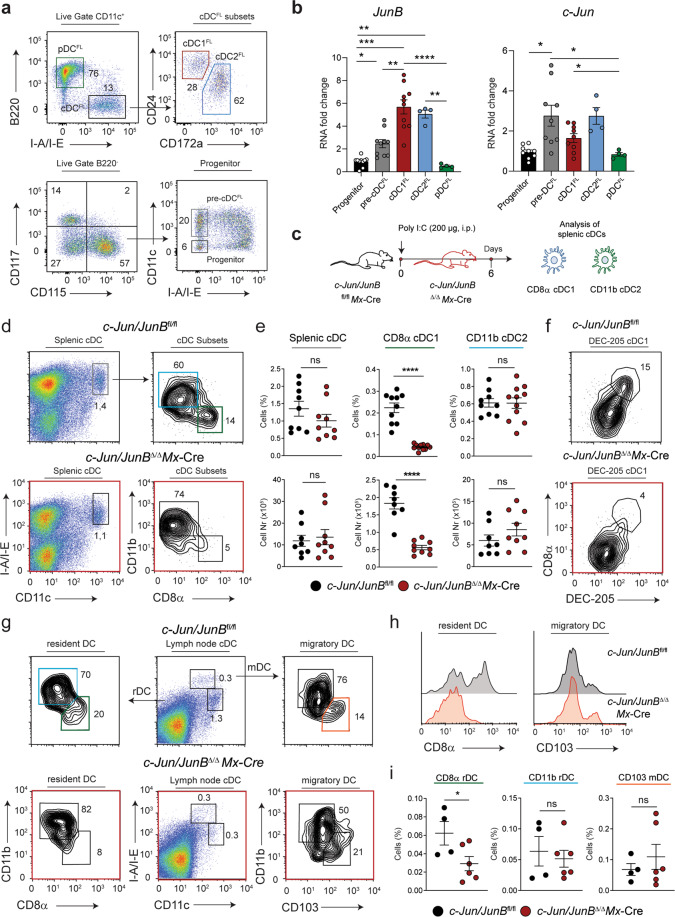
Combined deletion of c-Jun and JunB results in loss of resident CD8α cDC1, while migratory CD103 cDC1 remain unaffected. **a** Representative flow cytometry plots depict the sorting strategy for pDCs^FL^ (CD11c^+^ B220^+^), the cDC ^FL^ subsets (CD11c^+^ I-A/I-E^+^): cDC1^FL^ (CD24^+^ cDC^FL^), cDC2^FL^ (CD172a^+^ cDC^FL^), pre-cDCs^FL^ (B220^-^ CD117^low-int^ CD115^+^ CD11c^+^ I-A/I-E^-^), and progenitors (B220^-^ CD117^low-int^ CD115^+^ CD11c^-^ I-A/I-E^-^) generated from wild-type bone marrow supplemented with FLT3L for 8d. **b** RT-qPCR analysis of *c-Jun* and *JunB* mRNA expression in progenitors, pre-cDC^FL^, cDC1^FL^, cDC2^FL^, pDC^FL^. Subsets were obtained according to (**a**). RNA fold change is shown relative to the progenitor population. **c** Experimental design. Deletion of c-Jun and JunB in the *Mx*-Cre mouse model was induced by injection of poly I: C (i.p., 200 µg). Mice were analyzed 6 days after the first injection. **d** Representative flow cytometry plots show single, live splenic cDCs (CD11c^+^I-A/I-E^+^) and CD8α cDC1 (CD8α^+^ CD11b^-^ cDC) and CD11b cDC2 (CD8α^-^ CD11b^+^ cDC) subsets from indicated mice. **e** Frequency and number of splenic CD8α cDC1 and CD11b cDC2 as defined in (**d**) are shown. **f** Representative flow cytometry plots depict splenic cDC1 defined as DEC-205^+^CD11c^+^ cells in control *c-Jun/JunB* ^fl/fl^ and in *c-Jun/JunB* ^Δ/Δ^*Mx*-Cre mice. **g** Skin-draining lymph node (sd-LN) cDCs consisting of migratory DCs (mDCs; CD11c^+^I-A/I-E^high^) and resident DCs (rDCs; CD11c^+^I-A/I-E^int^) were analyzed by flow cytometry for the CD8α rDC and CD103 mDC subset in *c-Jun/JunB* ^fl/fl^ and *c-Jun/JunB* ^Δ/Δ^*Mx*-Cre mice. **h** Flow cytometric histograms show CD8α or CD103 expression on sd-LN cDCs (CD11c^+^I-A/I-E^int-high^) in the indicated mice. **i** rDCs and mDCs from (**g**) are shown as percentage of live, single cells. Data are representative of 2–5 independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by Brown–Forsythe and Welch ANOVA test (**b**) and unpaired two-tailed Student’s *t* test (**e**, **i**). ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05 and ns > 0.05.

To determine, whether these Jun/AP-1 factors are functionally involved in DC development, *c-Jun*^fl/fl^ and *JunB*^fl/fl^ mice were crossed with *Mx*-Cre mice allowing induction of Cre-recombinase in a diverse set of cells, including the hematopoietic stem cell compartment, by injection of poly I: C [31, 32, 34]. No differences in splenic cDC1 and cDC2 subsets, identified by CD8α and CD11b marker expression among cDCs, were observed in *c-Jun*^Δ/Δ^*Mx*-Cre and *JunB*^Δ/Δ^*Mx*-Cre mice (Supplementary Fig. 1c-f). Thus, although c-Jun and JunB are induced during cDC development, these Jun/AP-1 proteins individually are dispensable for cDC diversification.

Closely related AP-1 proteins can functionally substitute for the absence of a family member during development and proliferation [24]. We speculated that c-Jun and JunB might compensate for each other, so that only combined deletion of both AP-1 factors would affect DC diversification.

Loss of c-Jun/JunB in *c-Jun/JunB*^Δ/Δ^*Mx-*Cre mice (Fig. 1c) induced a dramatic reduction in the frequency and total cell number of splenic CD8α cDC1, whereas numbers of CD11b cDC2 were unchanged (Fig. 1d, e). DEC-205 expression correlates with CD8α on cDC1s [41]. The DEC-205^+^CD11c^+^ population in *c-Jun/JunB*^Δ/Δ^*Mx*-Cre mice was reduced, confirming that the observed phenotype in cDC1 cells was not caused by down-regulation of CD8α on cDCs (Fig. 1f). Moreover, changes in the splenic immune cell compartment, in particular myeloid cells (CD11b^+^Ly-6C/G^+^), could be observed. The frequency of splenic B and T cells was altered, the absolute number, however, was not affected (Supplementary Fig. 2a, b). Interestingly, these observed changes in the immune cell composition preceded a more severe phenotype that developed within 2–3 weeks of Cre recombinase induction and included an inflamed skin (Supplementary Fig. 2c), weight loss and increased mortality (data not shown).

We then examined cDC populations in skin-draining lymph-nodes (sd-LN) of *c-Jun/JunB*^Δ/Δ^*Mx*-Cre. Reduced populations of both lymphoid-resident (CD8α) and migratory (CD103) cDC1 have been reported in IRF8*-* and Batf3-deficient mice [42]. However, in *c-Jun/JunB*^Δ/Δ^*Mx*-Cre mice only the resident CD8α cDC1 population was significantly reduced (Fig. 1g–i).

In c-*Jun/JunB*^Δ/Δ^*Mx*-Cre mice deletion of c-Jun/JunB occurs already in hematopoietic stem cells and might affect the commitment of multipotent progenitors to a single fate. We detected a significant expansion of granulocyte-macrophage progenitors (GMPs) in the BM of *c-Jun/JunB*^Δ/Δ^*Mx-*Cre mice, whereas progenitors, precursors of cDCs and lymphocytes were unchanged (Supplementary Fig. 2d-f).

To better characterize cDC development from BM progenitors, we cultured c-Jun/JunB deficient BM cells supplemented with FLT3L. We observed prominent defects in cDC1^FL^ differentiation and maturation in c-Jun/JunB-deficient BM cells (Supplementary Fig. 2 g–j).

Taken together, these data imply that c-Jun and JunB have an overlapping function and are dispensable for early DC development, but crucial for the terminal differentiation to CD8α cDC1.

### Intrinsic and extrinsic factors determine the fate of CD8α cDC1 in* c-Jun/JunB*^Δ/Δ^*Mx*-Cre mice

To determine, if the diminished CD8α cDC1 population in *c-Jun/JunB*^Δ/Δ^*Mx-*Cre mice was due to cell-intrinsic effects of c-Jun/JunB in DCs or a consequence of extrinsic c-Jun/JunB dependent signals BM chimeras were generated. Loss of c-Jun/JunB only in hematopoietic cells partially rescued the splenic cDC1 phenotype after Cre recombinase activation, when compared to control mice (Fig. 2a, b). Thus, extrinsic and intrinsic factors are critical for CD8α cDC1 specification. In contrast, the increase in myeloid cells was rescued, if c-Jun/JunB was deleted only in BM cells (Fig. 2c).

**Fig. 2:**
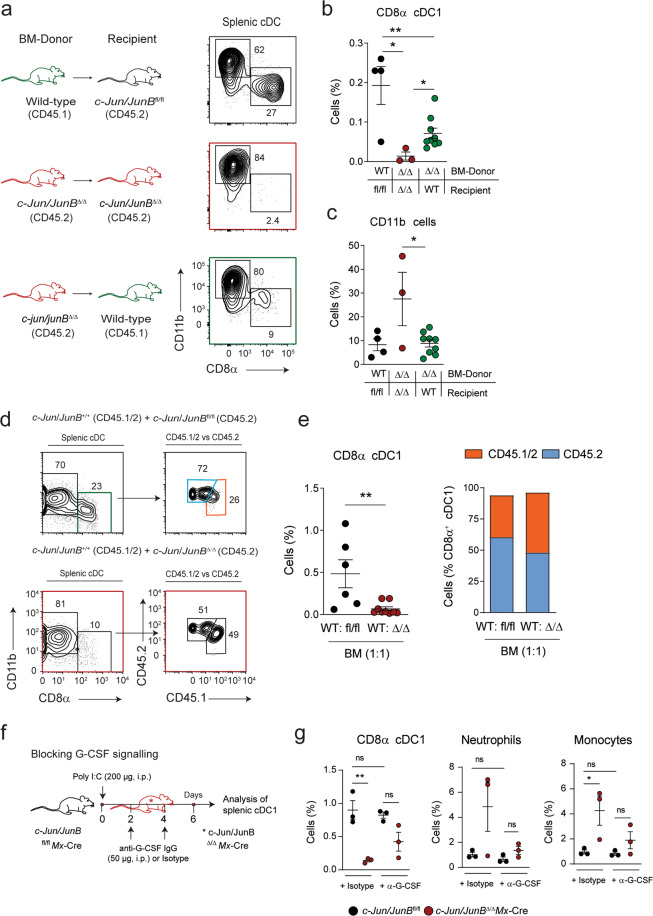
Intrinsic and extrinsic factors determine the fate of CD8α cDC1 in *c-Jun*/*JunB*^Δ/Δ^*Mx*-Cre mice. **a** Experimental design and representative flow cytometry plots of splenic cDCs (CD11c^+^I-A/I-E^+^) for the different BM chimeras are shown. Donor BM (2–4 × 10^6^) of the indicated genotypes was injected *i.v*. into lethally irradiated wild-type, *c-Jun*/*JunB*^fl/fl^ and *c-Jun*/*JunB*^fl/fl^*Mx*-Cre recipient mice. Deletion was induced by injection of poly I: C (2 times, 5 days apart) and mice were analyzed 14 days after. **b–c** Splenic CD8α cDC1 (CD11c^+^CD8α^+^) (**b**) and CD11b cells  (CD11b^+^) (**c**) were analyzed by flow cytometry in BM chimeras described in (**a**). **d** Representative flow cytometry plots show splenic cDCs generated from mixed BM chimeras. Wild-type, CD45.1 and CD45.2 expressing BM, was mixed in a 1:1 ratio with CD45.2 *c-Jun*/*JunB*^fl/fl^ or *c-Jun*/*JunB*^fl/fl^*Mx*-Cre BM. Deletion was induced by injection of poly I: C (2 times, 5 days apart) and mice were analyzed 14 days after. **e** Splenic cDCs from (**d**) were analyzed for the percentage of CD8α cDC1 (CD11c^+^CD8α^+^) (left)  and their  expression of CD45.1/2 or CD45.2 (right). **f** Scheme depicting the treatment to neutralize G-CSF signaling in *c-Jun*/*JunB*^Δ/Δ^*Mx*-Cre mice. Cre recombinase was induced by injection of poly I: C (200 µg, i.p.). Anti-G-CSF IgG antibodies (50 µg, i.p.) were injected 2 and 4 days after deletion of c-Jun/JunB. Isotype was injected in controls. Analysis of splenic cDC1 and myeloid cells was done on day 6 post poly I: C injection. **g** Splenic CD8α cDC1 (CD11c^+^MHCII^+^XCR1^+^CD8α^+^), monocytes (Ly6-C^+^CD11b^+^) and neutrophils (Ly6G^+^ CD11b^+^) were analyzed in mice of the indicated genotype treated as described in (**f**). Data are representative of 1–3 independent experiments. Flow cytometry plots shown are pre-gated on single, live cells. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by unpaired two-tailed Student’s *t* test (**b**, **c** and **e**) and one-way ANOVA with Tukey post-test (**g**). **P < 0.01, *P < 0.05 and ns > 0.05.

To specify, if extrinsic signals from hematopoietic cells determine CD8α cDC1 fate competitive, mixed BM chimeras were generated by giving wild-type (CD45.1/2) and *c-Jun*/*JunB*^fl/fl^ or *c-Jun*/*JunB*^fl/fl^*Mx*-Cre (CD45.2) BM cells in a ratio of 1:1 into *c-Jun*/*JunB*^fl/fl^ mice. After recombination by poly I: C, the overall frequency of CD8α cDC1 was significantly reduced in mice harboring wild-type and *c-Jun/JunB*^Δ/Δ^*Mx-*Cre BM (Fig. 2d, e, left panel). The few remaining CD8α cDC1 were equally derived from both, wild-type and c-Jun/JunB-deficient BM (Fig. 2e, right panel).

Among other organs *Mx*-Cre activation also results in genomic recombination in skin cells. To investigate, whether extrinsic factors influence CD8α cDC1 differentiation we used a mouse model with deletion of c-Jun/JunB restricted to keratinocytes (*c-Jun/JunB*^Δ/Δ^*K5-*Cre^ER^) that results in a psoriasis-like skin inflammation [25, 43]. Splenic CD8α cDC1 were diminished in *c-Jun/JunB*^Δ/Δ^*K5-*Cre^ER^ mice, although not to the extent as in *c-Jun*/*JunB*^Δ/Δ^*Mx*-Cre mice (Supplementary Fig. 3a-c). In contrast, we did not observe a reduction in the Imiquimod induced psoriasis-like skin inflammation model (Supplementary Fig. 3d, e).

G-CSF, a JunB target gene [44], has been shown to influence cDC1 development [45]. To test the role of G-CSF signaling in our observed phenotype, we treated *c-Jun/JunB*^Δ/Δ^*Mx-*Cre with anti-G-CSF neutralizing antibodies in vivo (Fig. 2f). We found that suppression of G-CSF signaling partially restored splenic cDC1 in *c-Jun/JunB*^Δ/Δ^*Mx-*Cre mice and normalized the frequency of monocytes and neutrophils (Fig. 2g).

In summary, these data show that extrinsic and intrinsic mechanisms controlled by c-Jun/JunB have synergistic effects and together cause a severe reduction of cDC1 in *c-Jun*/*JunB* ^Δ/Δ^*Mx*-Cre mice.

### c-Jun and JunB coordinate cDC1 subset differentiation under homeostatic conditions

To further investigate the cell-intrinsic function of c-Jun/JunB within committed cDCs, we conditionally inactivated c-Jun/JunB in all CD11c^+^ cells by crossing *c-Jun*/*JunB*^fl/fl^ into *Itgax* (CD11c)-Cre mice. Deletion of c-Jun/JunB in CD11c^+^ cells did not lead to any apparent inflammatory phenotype. Adult *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre mice (<8 weeks) showed normal frequencies of B cells, CD4 and CD8 T cells, myeloid cells, NK-cells and pDCs in the spleen (Supplementary Fig. 4a). However, loss of c-Jun/JunB at the pre-cDC stage induced a significant reduction of CD8α cDC1 (Fig. 3a, b) implying a phenotype similar to *c-Jun/JunB*^Δ/Δ^*Mx-*Cre mice. The overall reduction in CD8α cDC1 was less severe than in *c-Jun/JunB*^*Δ/Δ*^*Mx-*Cre mice and more comparable to WT + Δ/Δ BM chimeras (Fig. 2b). Other markers (XCR1, CD24 and DEC-205) [6] that identify the splenic cDC1 subset were diminished in the spleen, while the frequency of CD11b cDC2  was not altered (Fig. 3a, b, Supplementary Fig. 4b). Consistent to our data in the *Mx*-Cre mouse model, skin-draining LNs of *c-Jun/JunB*^Δ/Δ^*Itgax-*Cre mice showed a reduced number of CD8α rDC, whereas the CD103 mDC subset was not affected (Fig. 3c, d). Moreover, *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre mice showed normal development of cDC- and myeloid progenitors in the BM, including pre-cDC1 and pre-cDC2 subpopulations (Supplementary Fig. 4c-e). These results further support our hypothesis that c-Jun and JunB together promote the differentiation of pre-cDCs to cDC1s under homeostatic conditions.

**Fig. 3:**
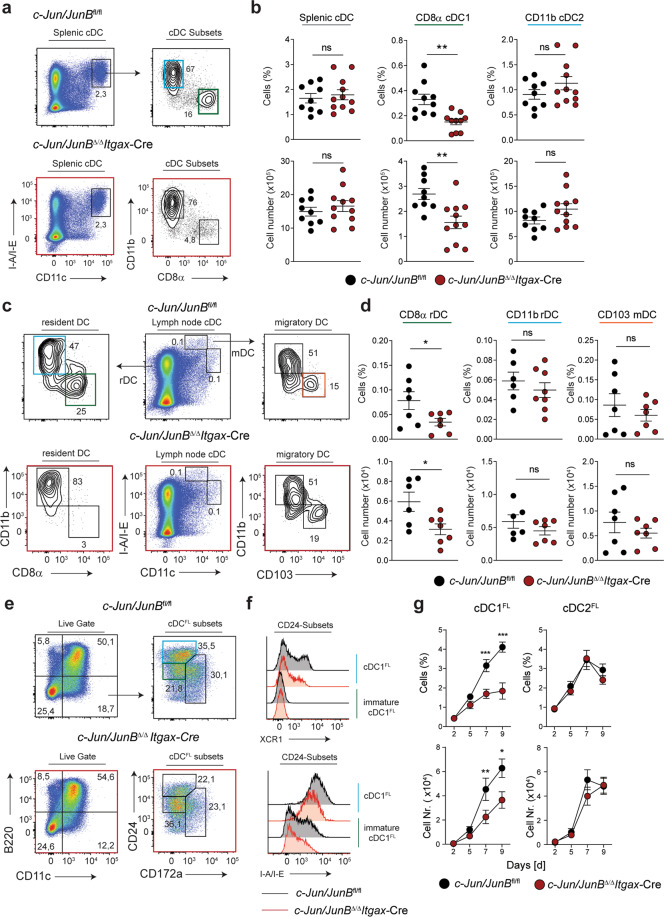
c-Jun and JunB coordinate cDC1 subset differentiation under homeostatic conditions. **a** Spleen from *c-Jun*/*JunB*^fl/fl^ and *c-Jun*/*JunB*^Δ/Δ^*Itgax*-Cre mice was analyzed by flow cytometry for cDCs (CD11c^+^I-A/I-E^+^), CD8α cDC1 (CD8α^+^ CD11b^−^ cDC), and CD11b cDC2 (CD8α^−^CD11b^+^ cDC). **b** Frequency and total numbers of splenic cDC subsets described in (**a**) are shown. **c** Representative flow cytometry plots of resident (CD11c^+^I-A/I-E^int^) and migratory DCs (CD11c^+^ I-A/I-E^high^) in skin-draining lymph nodes (sd-LN) of indicated mice are shown. **d** Frequency and total number of CD8α rDC, CD11b rDC and CD103 mDC sd-LN cDC subsets described in (**c**) are shown. **e** Representative flow cytometry plots of cDC1^FL^ (B220^−^CD11c^+^CD24^+^), immature cDC1^FL^ (B220^−^CD11c^+^CD24^int^) and cDC2^FL^ (B220^−^CD11c^+^CD172a^+^) in FLT3L-supplemented BM cultures of *c-Jun/JunB*^fl/fl^ and *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre mice on day 7. **f** Histograms show XCR1 and I-A/I-E expression on cDC1^FL^ and immature cDC1^FL^ as defined in (**e**). **g** Frequency and total number of cDC1^FL^ and cDC2^FL^ in FLT3L-supplemented BM cultures over time. (*n* = 6–12 per subgroup). Data are representative of 2–4 independent experiments. Flow cytometry plots shown are pre-gated on single, live cells. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by unpaired two-tailed Student’s *t* test (**b**, **d** and **g**). ***P < 0.001, **P < 0.01, *P < 0.05 and ns > 0.05.

In vitro, significantly less cDC1^FL^ developed from *c-Jun/JunB*^Δ/Δ^*Itgax-*Cre BM. However, a prominent CD24^int^ population was seen in *c-Jun/JunB*^Δ/Δ^*Itgax-*Cre FLT3L BM cultures that lacked expression of typical DC markers, like XCR1 or MHC-II, resembling an immature cDC1^FL^ population (Fig. 3e-f). In contrast, normal differentiation of cDC2^FL^, pDC^FL^ and CDP^FL^ populations was observed, whereas pre-cDCs^FL^ were reduced after one week of culture (Fig. 3e, g and Supplementary Fig. 4f, g). Thus, c-Jun/JunB are required cell-intrinsically to orchestrate the final step of cDC1 development, the transition of pre-cDCs to cDC1, both in vitro and in vivo.

### GM-CSF signaling secures development of c-Jun/JunB-deficient CD103 cDC1

Next, we analyzed cDCs in the skin, which contains two distinct cDC1 subsets with a CD103^−^ or CD103^+^ phenotype [46]. We found that cutaneous CD103^−^ cDC1 were reduced in *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre mice, whereas CD103^+^ cDC1, cDC2 and Langerhans cells (LCs) were unchanged (Fig. 4a, b). Next, we analyzed lung and colon, two non-lymphoid tissues that contain a prominent CD103 cDC1 population. We observed no difference in CD103 cDC1 cells in *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre compared to control mice (Supplementary Fig. 5a, b). GM-CSF controls non-lymphoid CD103 cDC1 development [47] and is used for the efficient generation of CD103 cDC1 from BM in vitro [48]. We therefore next analyzed CD103^−^ and CD103^+^ cDC1 generated from BM cultures supplemented with FLT3L alone or in combination with GM-CSF. cDCs deficient in c-Jun/JunB showed a decreased frequency in CD103^−^ cDC1^FL^, whereas CD103^+^ cDC1^FL^ and CD103^+^ cDC1^FL+G^ were comparable to the control (Fig. 4c, d). These data show that the GM-CSF-dependent CD103 cDC1 subset develops normally in *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre mice.

**Fig. 4:**
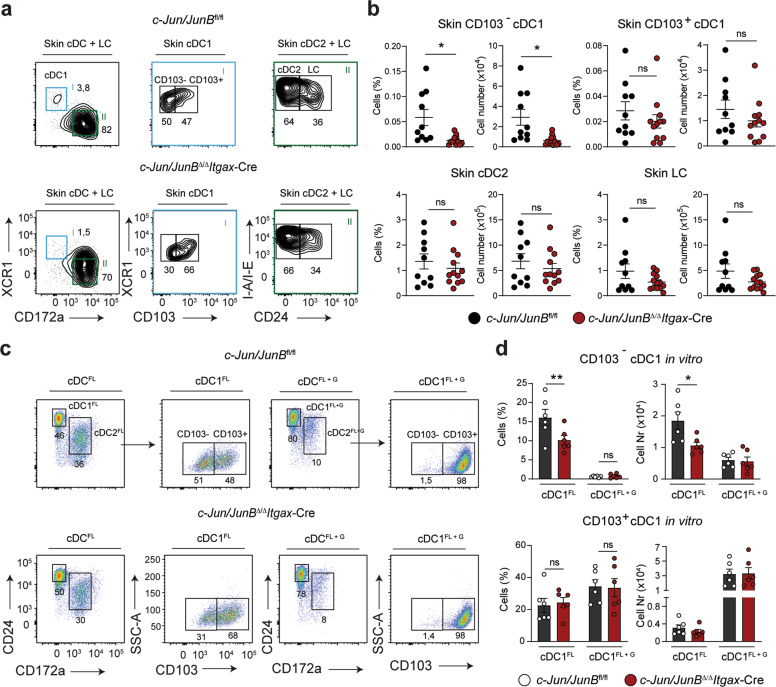
GM-CSF signaling secures development of c-Jun/JunB*-*deficient CD103 cDC1. **a** Skin from *c-Jun*/*JunB*^fl/fl^ and *c-Jun*/*JunB*^Δ/Δ^*Itgax*-Cre mice was analyzed by flow cytometry for cDCs (CD45^+^CD64^−^CD11c^+^I-A/I-E^+^), CD103^−^ cDC1 (XCR1^+^ CD103^−^ CD11b^−^ cDCs), CD103^+^ cDC1 (XCR1^+^ CD103^+^ CD11b^−^ cDCs), cDC2 (XCR1^−^ CD11b^+^ CD24^−^ cDCs) and LCs (XCR1^−^ CD11b^+^ CD24^+^ cDCs). Representative plots are shown and graphs are pre-gated on single, live cell populations. **b** Frequency and total numbers of cutaneous CD103^−^ and CD103^+^ cDC1, cDC2 and LCs as defined in (**a**) are shown. **c** Representative flow cytometry plots of cDCs (B220^−^ Gr-1^−^ CD11c^+^ MHC-II^+^) generated from FLT3L (cDC^FL^) or FLT3L + GM-CSF (cDC^FL + G^) supplemented BM cell cultures of the indicated genotypes. Gating for CD103^−^ and CD103^+^ cDC1 (CD24^+^CD172a^−^ cDCs) and cDC2 (CD24^−^CD172a^+^ cDCs) in vitro is shown. **d** Frequency and total numbers of in vitro generated CD103^−^ or CD103^+^ cDC1^FL^ or cDC1^FL+ G^ described in (**c**) are shown. Data are representative of 2–3 independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by unpaired two-tailed Student’s *t* test (**b**) and multiple *t*-test with the Holm–Šídák method (**d**). **P < 0.01, *P < 0.05 and ns > 0.05.

### Global transcriptional changes in c-Jun/JunB deficient cDC1

Next, we performed RNA sequencing to characterize the transcriptional profile in c-Jun/JunB deficient cDC1 in an unbiased manner. 

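cDC1s FL were grown from bone marrow with FLT3L, a cytokine that drives DC development in culture, and sorted as CD24-positive, CD11c-positive cells without B220, CD115 or CD172a. RNA was sequenced from 3 *c-Jun/JunB* fl/fl and 3 *c-Jun/JunB*Δ/Δ*Itgax*-Cre cultures (hereafter fl/fl 1, 2 and 3 and Δ/Δ 1, 2 and 3). In the Δ/Δ mice, Cre recombinase under control of the *Itgax* (CD11c) promoter deletes both floxed genes. The sample labels describe these 3 libraries by their floxed alleles and the Cre, and the paper by the deleted alleles. Poly(A) RNA was made into strand-specific libraries and read from both ends on a NextSeq500. The authors aligned the reads to mm10 with STAR 2.6.1a in 2-pass mode and Gencode vM19, and deposited the number of uniquely mapped reads on each gene without normalization. Reads counted on genes were 25860931, 26788296 and 23666519 in the fl/fl libraries (median 25860931) and 24429016, 21693217 and 22874838 in the Δ/Δ libraries (median 22874838). Which strand column of STAR's output was used is not given in the sources used here. Genes lying wholly inside exons of the other strand, 492 in all, held 18612 reads over the 6 libraries, as a strand-specific column would give. Counts were scaled with edgeR's TMM factors, which lay between 0.989 and 1.01, and are given as CPM, counts relative to library size, with the SD over 3 cultures. Genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12894 genes with enough reads. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the limits in the legend of Fig. 5a, with P there read as adjusted. Coordinates are those of mm10 (GRCm38), with gene models of GENCODE release M21. Counts of called genes, values of named genes and gene list medians were recomputed with 1 library left out, another normalization or filter, limma-voom, and a term for the replicate number, and the first 2 also with DESeq2.

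Of the deleted genes, *Jun*, which encodes c-Jun (ENSMUSG00000052684.4, chromosome 4, 95049034 to 95052222), had 70.9, 52.5 and 63.1 CPM in fl/fl 1, 2 and 3 and 48.2, 44.3 and 60.5 CPM in Δ/Δ 1, 2 and 3. Its mean fell from 62.2 ± 9.26 to 51.0 ± 8.46 CPM (log2 fold change −0.29, standard error 0.15, edgeR adjusted p = 0.345). *Junb* (ENSMUSG00000052837.6, chromosome 8, 84974484 to 84978718) had 315, 274 and 413 CPM in fl/fl 1, 2 and 3 and 110.4, 171 and 212 CPM in Δ/Δ 1, 2 and 3. Its mean fell from 334 ± 71.5 to 164 ± 50.9 CPM (log2 fold change −1.02, standard error 0.25, edgeR adjusted p = 0.0729). *Junb* was under the adjusted p of 0.05 by DESeq2 (0.0200), with no filter on low counts (0.0161), without Δ/Δ 1 (0.0359) and with a replicate block (0.0370), in a range of 0.00577 to 0.228 over all alternatives to the edgeR test. The log2 fold change of *Jun* stayed between −0.43 and −0.18 with 1 library left out. Which part of each gene the Cre removes is not given in the sources used here, so reads on the whole gene do not measure the share of cells with a deletion. By quantitative RT-PCR, the paper reports deletion of both genes in cDC1 sorted from spleen and lymph nodes.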

We compared in vitro generated cDC1s^FL^ from *c-Jun/JunB*^*Δ/Δ*^*Itgax*-Cre to *c-Jun/JunB*^fl/fl^ mice and found 432 genes to be differentially expressed (Supplementary Table 3). 

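Of the 12894 genes tested, 240 were called between *c-Jun/JunB*Δ/Δ*Itgax*-Cre and *c-Jun/JunB* fl/fl cDC1s FL libraries, 128 higher and 112 lower in Δ/Δ. An adjusted p under 0.05 alone was reached by 500 genes, and an unadjusted p under 0.05 by 2496 (edgeR's quasi-likelihood test). Among all tested genes, 3355 (26.0%) had every library of one genotype above every library of the other, which chance gives for 10%. All 240 called genes were among them, as a call for a difference in the same libraries favours. The biological coefficient of variation was 0.181. By number of genes, the alternative that moved the count most was an unadjusted p under 0.05 with the same fold change, with 594 genes, and by ratio it was glmTreat, a test against the fold change itself, with 65. DESeq2's Wald test on the same counts called 432 genes, 245 higher and 187 lower, with all 240 among them. The count also moved with single libraries left out, with 74, 80 and 154 genes called without fl/fl 1, 2 and 3, and 579, 370 and 192 without Δ/Δ 1, 2 and 3. Each fit without a fl/fl library has 1 library fewer in the genotype of smaller spread. Of 112 named genes, 42, 41 and 25 lost an adjusted p under 0.05 without fl/fl 1, 2 and 3, while 0, 1 and 0 changed direction. Supplementary Table 3 lists 239 of the 240 genes.

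The largest changes with at least 1 CPM in the higher genotype included 3 genes higher and 3 lower that the running text of the paper does not name. *Angptl7* (ENSMUSG00000028989.3, chromosome 4, 148495183 to 148500460) had no read in any fl/fl library and 2.68, 2.05 and 3.66 CPM in Δ/Δ 1, 2 and 3, at least 71.3-fold higher (edgeR adjusted p = 0.00687). Such folds are set against 3 reads pooled over the group without reads, which is 0.0392 CPM in fl/fl and 0.0436 CPM in Δ/Δ, and cover counting error only. *BC018473* (ENSMUSG00000056032.12, chromosome 11, 116752167 to 116759373), annotated as antisense and therefore uncertain, also had no fl/fl read and 4.88 ± 3.03 CPM in Δ/Δ, at least 124-fold higher (edgeR adjusted p = 0.0233). *BC018473* moved over an adjusted p of 0.05 without fl/fl 1 (0.0928), without fl/fl 2 (0.0904), without fl/fl 3 (0.0584) and without Δ/Δ 3 (0.0622), while all alternatives to the edgeR test spanned 9.56e-11 to 0.0928. *Rps13-ps1* (ENSMUSG00000066362.5, chromosome 8, 87047689 to 87048226) had 0.127 ± 0.0752 CPM in fl/fl and 68.1 ± 0.855 CPM in Δ/Δ libraries (log2 fold change 8.97, standard error 0.22, edgeR adjusted p = 1.03e-05). It is a processed pseudogene 99.6% identical to *Rps13*, which had 561 CPM in fl/fl libraries and a log2 fold change of −0.24, so its reads are uncertain. *Col4a2* (ENSMUSG00000031503.13, chromosome 8, 11312805 to 11449287) had 1.07 ± 0.477 CPM in fl/fl and no Δ/Δ read, at least 24.6-fold lower (edgeR adjusted p = 0.0252). *Col4a2* gave an adjusted p over 0.05 without fl/fl 1 (0.0874), without fl/fl 2 (0.129), without fl/fl 3 (0.0899) and with a replicate block (0.0657), and one of 2.80e-05 to 0.129 over all alternatives to the edgeR test. *Gm12551* (ENSMUSG00000081169.1, chromosome 4, 86627075 to 86631251), an unprocessed pseudogene whose reads are uncertain for that reason, had 4.22 ± 0.316 CPM in fl/fl and 0.0270 ± 0.0468 CPM in Δ/Δ libraries (log2 fold change −6.95, standard error 0.62, edgeR adjusted p = 0.00333). Its Δ/Δ reads were all in Δ/Δ 1, with a mean below 0.0436 CPM. Its log2 fold change ran from −9.67 to −6.45 with 1 library left out. *Gm45540* (ENSMUSG00000110397.1, chromosome 8, 56311304 to 56314909) lies inside *Hpgd* on the same strand and is uncertain, with 1.77 ± 0.583 CPM in fl/fl and no Δ/Δ read, at least 40.5-fold lower (edgeR adjusted p = 0.0125). *Gm45540* was over the adjusted p of 0.05 without fl/fl 1 (0.0837) and without fl/fl 2 (0.0737), in a range of 2.98e-07 to 0.0837 over all alternatives to the edgeR test.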

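5 gene lists were tested for a common change between *c-Jun/JunB*Δ/Δ*Itgax*-Cre and *c-Jun/JunB* fl/fl cDC1s FL, with camera at a preset correlation between genes of 0.01 and adjustment over 8 lists. They were written from the names of GO terms without the term annotation, which was not used here, and the paper chose the terms on the same libraries. Their counts adjusted over the list alone are therefore not independent evidence. The 8 tested genes of the OAS family, 2′-5′-oligoadenylate synthetases that respond to double-stranded RNA, were all lower in Δ/Δ, with a median log2 fold change of −2.58 (limma's camera, adjusted p = 2.60e-16). An adjusted p under 0.05 was reached by 7 of them, over all genes and adjusted over the list alone, and all 7 were called. The 33 sensors of double-stranded RNA include these 8 genes, so the results overlap. Of the 33, 27 were lower and the median was −0.21 (limma's camera, adjusted p = 1.40e-11), with −0.33 without Δ/Δ 1 and −0.39 with no filter on low counts. There, 12 genes were past the threshold over all genes and 16 adjusted over the list alone, with 9 called lower, 7 of them OAS genes. *Oas1g* is also among the 75 interferon-induced genes, so their result is not separate from that of the OAS family. These 75 genes had a median of −0.82 and 70 of them were lower (limma's camera, adjusted p = 2.09e-37). Among them, 34 were past the threshold over all genes and 53 adjusted over the list alone, with 24 called lower and 1 called higher. The latter, named after its values were seen, was *Ms4a4c* (ENSMUSG00000024675.19, chromosome 19, 11404770 to 11427246, log2 fold change 1.51, standard error 0.18, edgeR adjusted p = 0.00783). This list did not hold *Ifi44l*, which the paper relates to interferon signaling and which was called higher (at least 1394-fold, edgeR adjusted p = 0.00201). Interferon-related genes outside the list were not counted in either direction. Carbohydrate-binding genes, 49 in all, were higher in 36 cases with a median of 0.32 (limma's camera, adjusted p = 2.23e-04), 11 of them past the threshold over all genes and 16 adjusted over the list alone. Their median ran from 0.19 without Δ/Δ 3 to 0.45 without Δ/Δ 1, and was 0.13 with a covariate for an immediate early response, chosen after the data were seen (limma's camera, adjusted p = 0.00533, 8.76e-06 and 0.0172). The median was the same to 2 decimals with *Itln1*, which had no fl/fl read, at its lower bound. The 36 microbial sensing genes had a median of 0.14, with 20 higher (limma's camera, adjusted p = 0.0862), and 8 and 14 were past the threshold over all genes and adjusted over the list alone. Under fry, a rotation test that takes the correlation from the data, the adjusted p was 0.00550 for the OAS family and for the sensors, 0.00799 for the interferon-induced genes, 0.107 for the carbohydrate-binding genes and 0.180 for the microbial sensing genes. With camera's correlation estimated from these libraries, no adjusted p of the 8 lists was under 0.0585. The directions of the 5 medians were the same under DESeq2's size factors. By size, the alternative that moved a median most was leaving out the genes of Supplementary Table 3, which took that of the interferon-induced genes to −0.40 (limma's camera, adjusted p = 2.16e-13) and that of the carbohydrate-binding genes to 0.15 (limma's camera, adjusted p = 0.722). By ratio it was the replicate block, with which the microbial sensing genes had a median of 0.02 (limma's camera, adjusted p = 0.0527). The microbial sensing genes passed the threshold without fl/fl 2, fl/fl 3 or Δ/Δ 1 and with no filter on low counts (limma's camera, adjusted p = 0.0383, 0.0163, 0.00610 and 0.0123).

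Of the OAS genes, 6 lie side by side on chromosome 5 and were all called lower. *Oas2* (ENSMUSG00000032690.16, chromosome 5, 120730333 to 120749853, log2 fold change −2.76, standard error 0.33, edgeR adjusted p = 0.00793) stayed called with any 1 library left out. *Oas3* (ENSMUSG00000032661.9, chromosome 5, 120753098 to 120777661) had 46.3 ± 12.2 CPM in fl/fl and 8.75 ± 4.27 CPM in Δ/Δ libraries (log2 fold change −2.40, standard error 0.40, edgeR adjusted p = 0.0237). *Oas3* moved over an adjusted p of 0.05 without fl/fl 1 (0.122), without fl/fl 2 (0.120), without fl/fl 3 (0.0500) and with a replicate block (0.0512), while all alternatives to the edgeR test spanned 0.000110 to 0.122. *Oas1g* (ENSMUSG00000066861.14, chromosome 5, 120876142 to 120887613) had 2.10 ± 0.497 CPM in fl/fl and 0.0294 ± 0.0509 CPM in Δ/Δ libraries (log2 fold change −5.94, standard error 0.74, edgeR adjusted p = 0.00879). Its Δ/Δ reads were all in Δ/Δ 3, and its log2 fold change ran from −8.69 to −5.38 with 1 library left out. *Oas1g* gave an adjusted p over 0.05 without fl/fl 1 (0.0617) and without fl/fl 2 (0.0645), and one of 4.71e-06 to 0.0645 over all alternatives to the edgeR test. The log2 fold changes of *Oas1a*, *Oas1b* and *Oas1c* were −2.81, −3.56 and −2.39 (edgeR adjusted p = 0.0189, 0.0208 and 0.0412). *Oas1a* was over the adjusted p of 0.05 without fl/fl 1 (0.107), without fl/fl 2 (0.103) and with a replicate block (0.0508), in a range of 7.40e-12 to 0.107 over all alternatives to the edgeR test. *Oas1b* moved over an adjusted p of 0.05 without fl/fl 1 (0.107), without fl/fl 2 (0.110) and without fl/fl 3 (0.0763), while all alternatives to the edgeR test spanned 4.55e-07 to 0.110. *Oas1c* gave an adjusted p over 0.05 without fl/fl 1 (0.197), without fl/fl 2 (0.182), without fl/fl 3 (0.0937), without Δ/Δ 2 (0.0561), without Δ/Δ 3 (0.0838) and with a replicate block (0.0870), and one of 0.00948 to 0.197 over all alternatives to the edgeR test. The *Oas1* genes are paralogs and *Oas1b* is annotated as a polymorphic pseudogene, so the split of reads among them is uncertain. *Oasl2*, outside this row (ENSMUSG00000029561.17, chromosome 5, 114896936 to 114912234), was called as well (log2 fold change −2.06, standard error 0.39, edgeR adjusted p = 0.0347). *Oasl2* was over the adjusted p of 0.05 without fl/fl 1 (0.158), without fl/fl 2 (0.150), without fl/fl 3 (0.0533) and with a replicate block (0.0676), in a range of 1.76e-06 to 0.158 over all alternatives to the edgeR test. *Oasl1* was not past the threshold (log2 fold change −0.79, edgeR adjusted p = 0.677).

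Called carbohydrate-binding genes were 6 higher and 2 lower in Δ/Δ. *Cd209e* (ENSMUSG00000040197.4, chromosome 8, 3847965 to 3854309) rose from 6.54 ± 3.78 to 132 ± 44.7 CPM (log2 fold change 4.35, standard error 0.44, edgeR adjusted p = 0.00426). With *Cd209a* and *Cd209c* it is among 5 genes called higher between 3743397 and 4531680 on chromosome 8. Its neighbour *Cd209c* (ENSMUSG00000040165.14, chromosome 8, 3940222 to 3954746) is a paralog with which it can share reads (log2 fold change 2.82, standard error 0.32, edgeR adjusted p = 0.00657). *Cd209c* moved over an adjusted p of 0.05 without fl/fl 1 (0.0520) and without fl/fl 2 (0.0590), while all alternatives to the edgeR test spanned 2.05e-10 to 0.0590. *Itln1* (ENSMUSG00000038209.12, chromosome 1, 171518122 to 171535294) reached 2.15 ± 1.14 CPM in Δ/Δ, at least 54.9-fold higher (edgeR adjusted p = 0.0211). *Itln1* gave an adjusted p over 0.05 without fl/fl 1 (0.0837), without fl/fl 2 (0.0811) and without fl/fl 3 (0.0533), and one of 7.21e-08 to 0.0837 over all alternatives to the edgeR test. *Lgals9* (ENSMUSG00000001123.15, chromosome 11, 78962974 to 78984946) fell (log2 fold change −1.24, standard error 0.20, edgeR adjusted p = 0.0202). *Lgals9* was over the adjusted p of 0.05 without fl/fl 1 (0.109), without fl/fl 2 (0.105) and without Δ/Δ 3 (0.0518), in a range of 6.75e-09 to 0.109 over all alternatives to the edgeR test. Further called members were *Cd209a* and *Clec4a1*, higher, and *Clec12a*, lower.

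Among microbial sensing genes, *Pglyrp1* (ENSMUSG00000030413.7, chromosome 7, 18871331 to 18890459) had 6.94 ± 1.40 CPM in fl/fl and 26.5 ± 6.89 CPM in Δ/Δ libraries (log2 fold change 1.93, standard error 0.23, edgeR adjusted p = 0.00751). *Pglyrp1* moved over an adjusted p of 0.05 without fl/fl 1 (0.0579) and without fl/fl 2 (0.0590), while all alternatives to the edgeR test spanned 5.72e-15 to 0.0590. *Nod2* (ENSMUSG00000055994.15, chromosome 8, 88647315 to 88688474) had 20.5 ± 1.53 CPM in fl/fl and 75.7 ± 25.6 CPM in Δ/Δ libraries (log2 fold change 1.88, standard error 0.23, edgeR adjusted p = 0.00879). *Nod2* gave an adjusted p over 0.05 without fl/fl 1 (0.0737) and without fl/fl 2 (0.0737), and one of 2.76e-16 to 0.0737 over all alternatives to the edgeR test. *Nlrc4* (ENSMUSG00000039193.8, chromosome 17, 74425438 to 74459142) was also called higher (log2 fold change 1.25, standard error 0.16, edgeR adjusted p = 0.00980). *Nlrc4* was over the adjusted p of 0.05 without fl/fl 1 (0.0520) and without fl/fl 2 (0.0622), in a range of 1.11e-09 to 0.0622 over all alternatives to the edgeR test. *Naip5* (ENSMUSG00000071203.6, chromosome 13, 100211739 to 100246323), which has paralogs beside it and is uncertain for that reason, had 42.9 ± 1.96 CPM in fl/fl and 11.8 ± 2.92 CPM in Δ/Δ libraries (log2 fold change −1.87, standard error 0.17, edgeR adjusted p = 0.00346). *Tlr1* was the remaining called member and was higher.

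**Figure D1:**
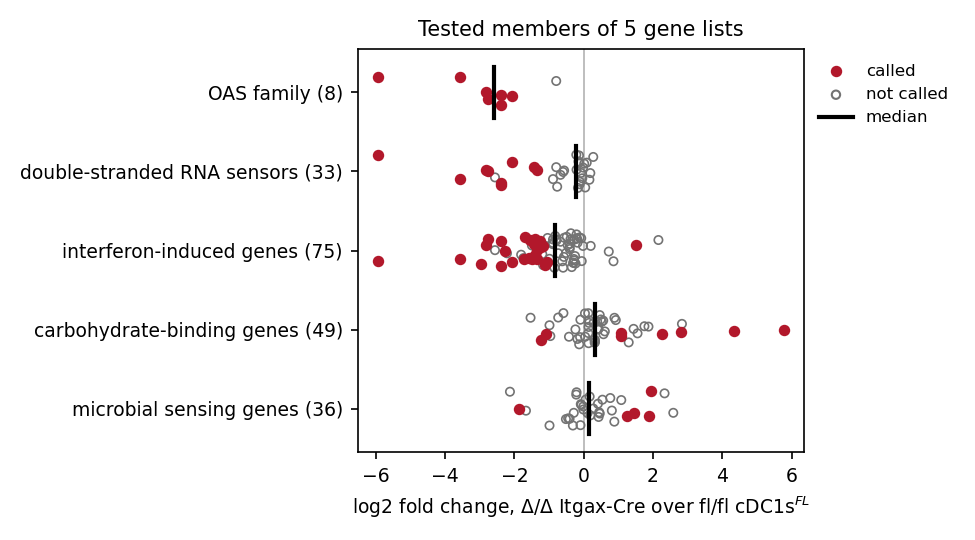
Log2 fold change (Δ/Δ *Itgax*-Cre over fl/fl) of each tested member of 5 gene lists, with called genes filled in red, other genes open in grey and the median as a black bar. The medians of the OAS family (−2.58), the double-stranded RNA sensors (−0.21) and the interferon-induced genes (−0.82) lie below 0, and those of the carbohydrate-binding (0.32) and microbial sensing genes (0.14) above.

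**Figure D2:**
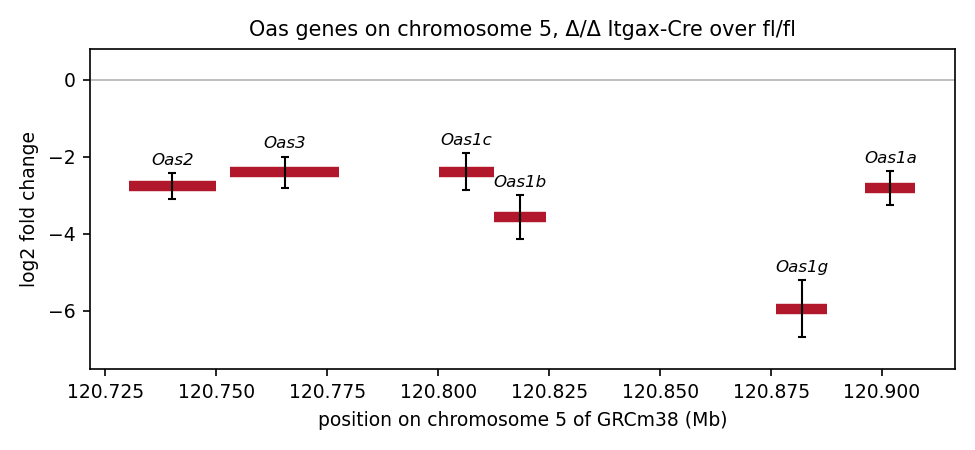
Log2 fold change (Δ/Δ *Itgax*-Cre over fl/fl) of the 6 tested *Oas* genes that lie together on chromosome 5 of GRCm38, drawn as bars at their positions in Mb with standard errors. All 6 bars lie below 0, from −2.39 for *Oas1c* to −5.94 for *Oas1g*. The value of *Oas1g*, whose Δ/Δ reads were all in Δ/Δ 3, ran from −8.69 to −5.38 with 1 library left out.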

Gene ontology (GO) term analysis of the DEGs revealed down-regulation of genes linked to antiviral responses, like double-stranded RNA binding and 2′-5′-oligoadenylatesynthetase in c-Jun/JunB-deficient cDC1s^FL^, whereas genes linked to cell surface expression, enabling carbohydrate binding or detection of external stimuli, were up-regulated (Fig. 5a). 

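Principal components were computed from log2 CPM of the tested genes, centred and not scaled, with a prior count of 2. The component that best separated *c-Jun/JunB*Δ/Δ*Itgax*-Cre from *c-Jun/JunB* fl/fl cDC1s FL was the first, with 48.2% of the variance. Its scores were −37.9, −33.9 and −27.0 in the fl/fl libraries and 27.7, 29.8 and 41.3 in the Δ/Δ libraries. The exact permutation test of the difference in mean score gave p = 0.1, two-sided, the smallest p that 3 libraries against 3 allow. The second component (25.0%) parted Δ/Δ 1 (−42.9) from Δ/Δ 2 (39.4), while the 3 fl/fl libraries lay between −4.52 and 6.61. Without a filter on low counts the share of the separating component was 34.3%, the largest move among the alternatives, and it lay between 44.7 and 58.2% with 1 library left out.

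The gene set behind Fig. 5c was not used here, and a list of cDC1 genes was tested in its place. Its 36 tested members had a median log2 fold change of −0.09 and a mean of −0.20 in Δ/Δ, with 20 lower and 16 higher (limma's camera, adjusted p = 8.04e-04). Fry gave an adjusted p of 0.107. Only *Xcr1* and *Plpp1* were called. An adjusted p under 0.05 was reached by 9 members over all genes, 8 of them lower and *Fuca1*, named after its values were seen, higher (log2 fold change 0.38, standard error 0.05, edgeR adjusted p = 0.0154), and by 14 adjusted over the list alone. Without Δ/Δ 1 the median turned to 0.05 (limma's camera, adjusted p = 0.119), and with *Xcr1* and *Plpp1* left out it was −0.05 (limma's camera, adjusted p = 0.0586). Over these and the other alternatives the adjusted p ran from 1.79e-07 to 0.119, and it was 0.344 with camera's correlation estimated from these libraries.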

Principal component analysis (PCA) further confirmed a clear segregation of c-Jun/JunB-deficient cDC1s^FL^ from control cDCs (Fig. 5b) and GSEA showed significant enrichment of cDC1 specific gene sets in the control only (Fig. 5c). Moreover, previously identified cDC1-specific genes (e.g., *Ifi205*, *Rab7b, Snx22, Tlr3, Wdfy4* and *Xcr1*) [49, 50] were all reduced in c-Jun/JunB-deficient cDC1s^FL^ (Fig. 5d). 

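All 6 genes had a lower mean in *c-Jun/JunB*Δ/Δ*Itgax*-Cre than in *c-Jun/JunB* fl/fl cDC1s FL, by a median log2 fold change of −0.68, and 1 of them, *Xcr1*, was called. *Xcr1*, a chemokine receptor gene (ENSMUSG00000060509.4, chromosome 9, 123852315 to 123862029), had 446 ± 27.1 CPM in fl/fl and 167 ± 40.7 CPM in Δ/Δ libraries (log2 fold change −1.42, standard error 0.17, edgeR adjusted p = 0.00812). *Snx22* (ENSMUSG00000039452.6, chromosome 9, 66065176 to 66069719) had 427 ± 30.3 CPM in fl/fl and 235 ± 59.6 CPM in Δ/Δ libraries (log2 fold change −0.86, standard error 0.17, edgeR adjusted p = 0.0375). *Tlr3*, whose product senses double-stranded RNA (ENSMUSG00000031639.12, chromosome 8, 45395665 to 45411080), had 469 ± 13.3 CPM in fl/fl and 276 ± 48.8 CPM in Δ/Δ libraries (log2 fold change −0.77, standard error 0.13, edgeR adjusted p = 0.0226). Expression of *Ifi205* (ENSMUSG00000054203.7, chromosome 1, 174011998 to 174031810) was 309 ± 26.0 CPM in fl/fl and 203 ± 26.2 CPM in Δ/Δ libraries (log2 fold change −0.60, standard error 0.11, edgeR adjusted p = 0.0279). As one of several paralogs side by side on chromosome 1, *Ifi205* is uncertain. *Rab7b* (ENSMUSG00000052688.12, chromosome 1, 131688695 to 131715439) had 887 ± 36.4 CPM in fl/fl and 675 ± 47.3 CPM in Δ/Δ libraries (log2 fold change −0.39, standard error 0.07, edgeR adjusted p = 0.0253). *Wdfy4* (ENSMUSG00000051506.17, chromosome 14, 32959547 to 33185508) had 3692 ± 84.6 CPM in fl/fl and 3051 ± 255 CPM in Δ/Δ libraries and was not past the threshold (log2 fold change −0.28, standard error 0.07, edgeR adjusted p = 0.0876). By DESeq2's Wald test its adjusted p was 0.0255. Over the alternatives to the edgeR test it ran from 0.0255 to 0.303. 5 of the 6 genes were past the threshold over all genes and all 6 adjusted over the list alone, which is not independent evidence because the paper shows them from the same libraries. *Xcr1* moved over an adjusted p of 0.05 without fl/fl 1 (0.0569) and without fl/fl 2 (0.0501), while all alternatives to the edgeR test spanned 4.25e-16 to 0.0569. *Snx22* gave an adjusted p over 0.05 without fl/fl 1 (0.147), without fl/fl 2 (0.149), without fl/fl 3 (0.130) and without Δ/Δ 2 (0.0602), and one of 2.71e-06 to 0.149 over all alternatives to the edgeR test. *Tlr3* was over the adjusted p of 0.05 without fl/fl 1 (0.108), without fl/fl 2 (0.107) and without fl/fl 3 (0.0885), in a range of 1.64e-07 to 0.108 over all alternatives to the edgeR test. *Ifi205* moved over an adjusted p of 0.05 without fl/fl 1 (0.149), without fl/fl 2 (0.148), without fl/fl 3 (0.0563) and without Δ/Δ 3 (0.0580), while all alternatives to the edgeR test spanned 2.03e-05 to 0.149. *Rab7b* gave an adjusted p over 0.05 without fl/fl 1 (0.137), without fl/fl 2 (0.107), without fl/fl 3 (0.0906) and without Δ/Δ 3 (0.0567), and one of 0.000126 to 0.137 over all alternatives to the edgeR test.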

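10 genes that the paper names for their high rank in the text and Fig. 5e were all called in *c-Jun/JunB*Δ/Δ*Itgax*-Cre against *c-Jun/JunB* fl/fl cDC1s FL, 6 higher and 4 lower. *Hpgd*, which encodes a dehydrogenase that inactivates prostaglandins (ENSMUSG00000031613.9, chromosome 8, 56294585 to 56321043), had 40.6 ± 4.11 CPM in fl/fl and 0.130 ± 0.160 CPM in Δ/Δ libraries (log2 fold change −8.22, standard error 0.45, edgeR adjusted p = 0.000410). *Ctse*, encoding cathepsin E (ENSMUSG00000004552.16, chromosome 1, 131638306 to 131675505), had 22.2 ± 2.67 CPM in fl/fl and 196 ± 21.9 CPM in Δ/Δ libraries (log2 fold change 3.15, standard error 0.12, edgeR adjusted p = 6.27e-05). *Eno1b* (ENSMUSG00000059040.4, chromosome 18, 48045335 to 48048412) had 0.939 ± 0.311 CPM in fl/fl and 25.9 ± 8.46 CPM in Δ/Δ libraries (log2 fold change 4.79, standard error 0.35, edgeR adjusted p = 0.00154). Its reads are uncertain because its paralog *Eno1* is more abundant, with 226 and 147 CPM in fl/fl and Δ/Δ (log2 fold change −0.62, edgeR adjusted p = 0.0879). *Ifi44l* (ENSMUSG00000039146.5, chromosome 3, 151758737 to 151762892) had no read in any fl/fl library and 75.8, 44.9 and 43.3 CPM in Δ/Δ 1, 2 and 3, at least 1394-fold higher (edgeR adjusted p = 0.00201). *Zfp990* (ENSMUSG00000078503.9, chromosome 4, 145510759 to 145539188) had no read in any fl/fl library and 20.4, 36.3 and 40.7 CPM in Δ/Δ 1, 2 and 3, at least 828-fold higher (edgeR adjusted p = 0.00309). *Zfp990* has many zinc finger paralogs and is uncertain. Of the other genes labelled in Fig. 5e, *Kcnk10* (ENSMUSG00000033854.10, chromosome 12, 98429437 to 98578310) had 2.69 ± 0.461 CPM in fl/fl and 44.6 ± 4.09 CPM in Δ/Δ libraries (log2 fold change 4.05, standard error 0.16, edgeR adjusted p = 6.27e-05). *Gm10036* (ENSMUSG00000058064.5, chromosome 18, 15832794 to 15833327) had 0.985 ± 0.388 CPM in fl/fl and 26.4 ± 1.83 CPM in Δ/Δ libraries (log2 fold change 4.75, standard error 0.26, edgeR adjusted p = 0.000410). It is a processed pseudogene 99.3% identical to *Rpl11*, which had 669 CPM in fl/fl, and is uncertain. *Pianp* (ENSMUSG00000030329.11, chromosome 6, 124996694 to 125003096) had 75.4 ± 7.17 CPM in fl/fl and 11.9 ± 1.61 CPM in Δ/Δ libraries (log2 fold change −2.66, standard error 0.13, edgeR adjusted p = 0.000214), and *Fzd1* (ENSMUSG00000044674.6, chromosome 5, 4753839 to 4758035) had 41.5 ± 2.29 CPM in fl/fl and 6.28 ± 1.74 CPM in Δ/Δ libraries (log2 fold change −2.72, standard error 0.19, edgeR adjusted p = 0.00142). *Cltrn* (ENSMUSG00000015401.12, chromosome X, 164088830 to 164118860) had 2.58 ± 0.910 CPM in fl/fl and no Δ/Δ read, at least 59.1-fold lower (edgeR adjusted p = 0.0101). *Cltrn* was over the adjusted p of 0.05 without fl/fl 1 (0.0730), in a range of 1.08e-08 to 0.0730 over all alternatives to the edgeR test. Neighbours were counted after the results had been seen. Genes whose symbols open with the same letters counted as the same family, and each predicted gene as its own. *Hpgd* and *Gm45540*, which lies inside it, therefore counted as neighbours of different families. Of the 69 genes called with at least an 8-fold change, 18 lay within 1 Mb of another such gene of another family, against a median of 8 in 10000 random draws of tested genes (permutation test, adjusted over 5 such counts p = 0.0295). Among the 170 called genes with smaller changes it was 51 against 41 (permutation test, adjusted p = 0.168), and among all 239 called genes with a position 85 against 75 (permutation test, adjusted p = 0.192).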

Among the top-ranked DEGs we found genes that are involved in functional processes, like the prostaglandin inactivating enzyme *Hpgd*, or a protease, *Ctse*, involved in antigen processing, a gene related to glycolysis (*Eno1b*), to interferon-signaling (*Ifi44l*) and an uncharacterized zinc finger transcription factor (*Zfp990*) (Fig. 5e).

**Fig. 5:**
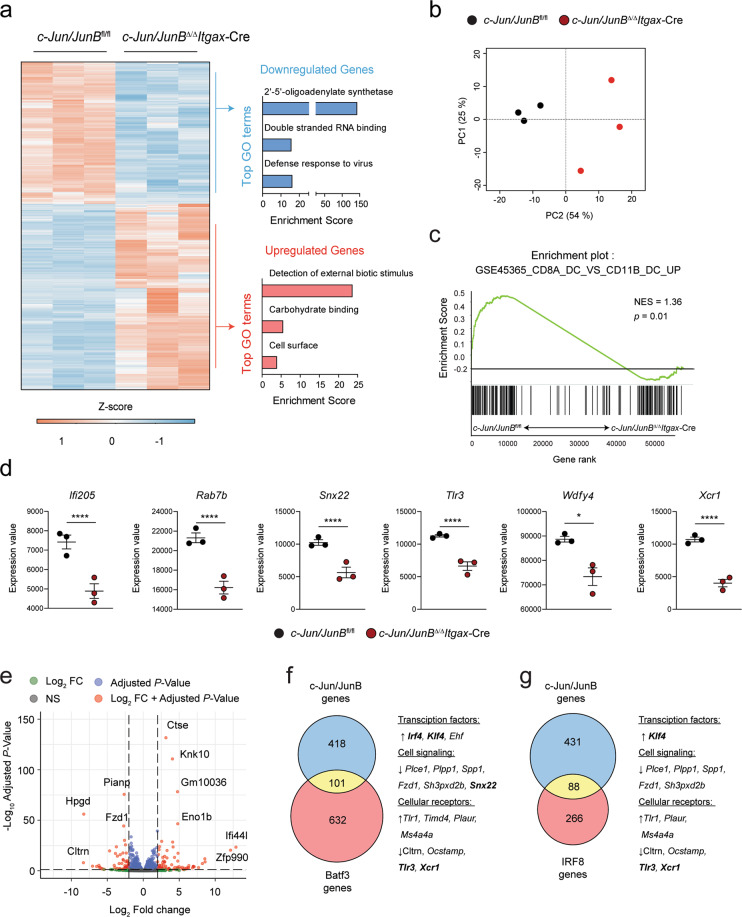
Global transcriptional changes in c-Jun/JunB deficient cDC1. **a** RNA Seq was performed on FACS sorted cDC1^FL^ (CD24^+^CD11c^+^B220^−^ CD115^−^ CD172a^−^) from indicated genotypes on day 8 of FTL3L supplemented BM cultures. Heat map shows differentially expressed genes (DEG) (*P* < 0.05, log_2_ FC ≥ 1.0). Gene ontology (GO) analysis was performed on differentially expressed genes and selected, enriched GO terms are shown (*P* < 0.05). **b** Principal component analysis (PCA) of control and c-Jun/JunB deficient cDC1^FL^ from RNA-Seq data generated as described in (**a**). **c** Gene set enrichment analysis (GSEA) for genes up-regulated in CD8α^+^ DC to CD11b^+^ DCs (MSigDb v 6.2; Gene set: GSE45365_CD8A_DC_VS_CD11B_DC_UP) comparing control to c-Jun/JunB deficient cDC1^FL^. **d** Graphs show RNA expression of cDC1-specific transcripts in *c-Jun/JunB*^fl/fl^ and *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre cDC1^FL^ RNA-Seq samples. **e** Volcano plot depicting DEG in c-Jun/JunB deficient cDC1^FL^ cells. **f–g** Venn diagrams show the overlap of deregulated genes in *c-Jun/JunB* deficient cDC1^FL^ (abs (log_2_ FC ≥ 0.5); c-Jun/JunB genes) to *Batf3*^−/−^ splenic cDC1 (abs (log_2_ FC ≥ 1); Batf3 genes) [GSE40647] (**f**) or to *Irf4*^−/−^*Irf8*^−/−^cDC1^FL^ expressing low versus high IRF8 (abs(log_2_ FC ≥ 1); IRF8 genes) [GSE140451] (**g**). Selected genes of interest which are deregulated in both experiments are listed on the side. Data are from an RNA-Seq experiment with *n* = 3 per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by unpaired two-tailed Student’s *t* test (**d**). ****P < 0.0001, *P < 0.05.

To define genes that are common or unique to c-Jun/JunB, we compared our RNA-Seq data to published microarray data of *Batf3*^*−/−*^ cDC1 (Batf3 genes) and *Irf4*^−/−^*Irf8*^*−/−*^ cDC1^FL^ with restored IRF8 expression (IRF8 genes) [28, 49]. 

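Supplementary Table 4 lists 101 genes with a change both in *c-Jun/JunB*Δ/Δ*Itgax*-Cre cDC1s FL and in the paper's comparison with *Batf3*-deficient cDC1, whose microarray values were not used here. All 101 were tested in the counts, 46 were higher and 55 lower in Δ/Δ, and all had the direction that the table gives. The table was drawn from the same libraries, so this is no independent check. An adjusted p under 0.05 was reached by 56 of them, and 97 had groups that did not overlap. *Irf4* (ENSMUSG00000021356.10, chromosome 13, 30749226 to 30766976) had 34.5 ± 8.52 CPM in fl/fl and 82.5 ± 33.5 CPM in Δ/Δ libraries and was not past the threshold (log2 fold change 1.26, standard error 0.30, edgeR adjusted p = 0.0699). *Irf4* moved under an adjusted p of 0.05 by DESeq2 (0.0237), with no filter on low counts (0.0152), without Δ/Δ 1 (0.0150) and with a replicate block (0.00951), while all alternatives to the edgeR test spanned 0.00951 to 0.270. *Klf4* (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466) had 82.7 ± 14.0 CPM in fl/fl and 163 ± 36.4 CPM in Δ/Δ libraries (log2 fold change 0.97, standard error 0.18, edgeR adjusted p = 0.0321). *Klf4* gave an adjusted p over 0.05 without fl/fl 1 (0.158), without fl/fl 2 (0.166), without fl/fl 3 (0.0558) and without Δ/Δ 3 (0.0502), and one of 6.89e-07 to 0.166 over all alternatives to the edgeR test. *Ehf* (ENSMUSG00000012350.15, chromosome 2, 103263433 to 103303278) had 1.57 ± 0.518 CPM in fl/fl and 4.90 ± 0.660 CPM in Δ/Δ libraries (log2 fold change 1.63, standard error 0.29, edgeR adjusted p = 0.0277). *Ehf* was over the adjusted p of 0.05 without fl/fl 1 (0.114), without fl/fl 2 (0.0659), without fl/fl 3 (0.111) and without Δ/Δ 3 (0.0767), in a range of 8.47e-05 to 0.114 over all alternatives to the edgeR test. Lower in Δ/Δ were *Plce1* (ENSMUSG00000024998.17, chromosome 19, 38481109 to 38785030), with 9.94 ± 2.44 CPM in fl/fl and 2.14 ± 0.778 CPM in Δ/Δ libraries (log2 fold change −2.22, standard error 0.32, edgeR adjusted p = 0.0159), and *Plpp1* (ENSMUSG00000021759.14, chromosome 13, 112800792 to 112867894), with 10.3, 9.46 and 8.74 CPM in fl/fl 1, 2 and 3 and 0.933, 0.887 and 0.308 CPM in Δ/Δ 1, 2 and 3 (log2 fold change −3.73, standard error 0.36, edgeR adjusted p = 0.00417). *Plce1* moved over an adjusted p of 0.05 without fl/fl 1 (0.0621), without fl/fl 2 (0.0836) and without fl/fl 3 (0.0581), while all alternatives to the edgeR test spanned 1.32e-09 to 0.0836. *Spp1* (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050) had 33.2 ± 6.53 CPM in fl/fl and 13.2 ± 4.19 CPM in Δ/Δ libraries (log2 fold change −1.33, standard error 0.24, edgeR adjusted p = 0.0313). *Spp1* gave an adjusted p over 0.05 without fl/fl 1 (0.143), without fl/fl 2 (0.141), without fl/fl 3 (0.0557) and without Δ/Δ 3 (0.0862), and one of 5.38e-07 to 0.143 over all alternatives to the edgeR test.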

Among others, transcripts for the cDC2-associated TFs *Irf4, Klf4* and *Ehf* [51] were increased in both c-Jun/JunB and Batf3 deficient cDC1, whereas transcripts associated with cDC1 (*Snx22*, *Tlr3*, *Xcr1*) or cellular signaling (*Plce1*, *Plpp1, Spp1, Fzd1*) were reduced (Fig. 5f and Supplementary Table 4). 

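Of the 88 genes in Supplementary Table 5, the overlap with transcripts that differed between low and high restored IRF8 in cDC1s FL lacking *Irf4* and *Irf8*, 53 were higher and 35 lower in *c-Jun/JunB*Δ/Δ*Itgax*-Cre than in *c-Jun/JunB* fl/fl cDC1s FL. All 88 had the direction that the table gives, which was taken from the same libraries. Past an adjusted p of 0.05 were 55 genes (edgeR), and 85 had non-overlapping groups. *Plaur* (ENSMUSG00000046223.10, chromosome 7, 24462484 to 24475968) had 3.62 ± 0.260 CPM in fl/fl and 21.3 ± 4.26 CPM in Δ/Δ libraries (log2 fold change 2.55, standard error 0.18, edgeR adjusted p = 0.00149). *Tlr1* (ENSMUSG00000044827.10, chromosome 5, 64924679 to 64933563) had 25.5 ± 1.27 CPM in fl/fl and 70.0 ± 13.8 CPM in Δ/Δ libraries (log2 fold change 1.46, standard error 0.14, edgeR adjusted p = 0.00420). *Ms4a4a*, in a cluster of paralogs and uncertain for that reason (ENSMUSG00000101389.1, chromosome 19, 11375523 to 11392790), had 3.94 ± 2.26 CPM in fl/fl and 25.8 ± 5.11 CPM in Δ/Δ libraries (log2 fold change 2.71, standard error 0.40, edgeR adjusted p = 0.0157). *Ms4a4a* was over the adjusted p of 0.05 without fl/fl 1 (0.0520) and without fl/fl 2 (0.104), in a range of 6.14e-14 to 0.104 over all alternatives to the edgeR test. *Irf7* (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481) had 94.6 ± 17.8 CPM in fl/fl and 32.4 ± 11.2 CPM in Δ/Δ libraries (log2 fold change −1.54, standard error 0.25, edgeR adjusted p = 0.0209). *Irf7* moved over an adjusted p of 0.05 without fl/fl 1 (0.110), without fl/fl 2 (0.105) and with a replicate block (0.0508), while all alternatives to the edgeR test spanned 1.79e-10 to 0.110. *Sh3pxd2b* (ENSMUSG00000040711.7, chromosome 11, 32347820 to 32428173) had 123 ± 4.55 CPM in fl/fl and 57.2 ± 21.4 CPM in Δ/Δ libraries (log2 fold change −1.11, standard error 0.23, edgeR adjusted p = 0.0509), and *Ocstamp* (ENSMUSG00000027670.4, chromosome 2, 165393760 to 165400405) had 0.936 ± 0.186 CPM in fl/fl and 0.0970 ± 0.102 CPM in Δ/Δ libraries (log2 fold change −3.16, standard error 0.69, edgeR adjusted p = 0.0570). *Sh3pxd2b* gave an adjusted p under 0.05 by DESeq2 (8.54e-06), with no filter on low counts (0.00803), without Δ/Δ 2 (0.00258) and by limma-voom (0.0283), and one of 8.54e-06 to 0.202 over all alternatives to the edgeR test. *Ocstamp* was under the adjusted p of 0.05 by DESeq2 (0.00934), with no filter on low counts (0.0388), without Δ/Δ 1 (0.0233), without Δ/Δ 2 (0.0482) and by limma-voom (0.0437), in a range of 0.00934 to 0.233 over all alternatives to the edgeR test.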

Similar overlaps were observed comparing c-Jun/JunB to IRF8-dependent transcripts (Fig. 5g and Supplementary Table 5). These results show that c-Jun/JunB play an essential role to promote the gene expression in cDC1.

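Between the 2 tables, 38 genes were listed in both, and all 38 were tested in the counts. The paper concludes that c-Jun/JunB are needed to promote gene expression in cDC1.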

### cDC1 lacking c-Jun/JunB are functionally impaired in immune defense mechanisms

Our RNA-Seq analysis highlighted a role for c-Jun/JunB in the expression of genes (*Tlr3*, *Wdfy4*) and pathways (ds-RNA binding) associated with cDC1 function. Hence, we next investigated, whether these transcriptional changes impaired typical immune-functions of cDC1 in vivo and in vitro.

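Of the 25 tested sensors of double-stranded RNA outside the OAS family, 19 were lower and 6 higher in Δ/Δ cDC1s FL, with a median log2 fold change of −0.14. Past the threshold were 5 of them, and 2 were called. *Ddx58*, which encodes RIG-I (ENSMUSG00000040296.15, chromosome 4, 40203773 to 40239828), had 5.77 ± 0.775 CPM in fl/fl and 2.28 ± 0.673 CPM in Δ/Δ libraries (log2 fold change −1.34, standard error 0.27, edgeR adjusted p = 0.0414). *Ddx58* moved over an adjusted p of 0.05 without fl/fl 1 (0.191), without fl/fl 2 (0.186), without fl/fl 3 (0.0937), without Δ/Δ 2 (0.0546), without Δ/Δ 3 (0.0518) and with a replicate block (0.0799), while all alternatives to the edgeR test spanned 0.000621 to 0.191. *Zbp1* (ENSMUSG00000027514.14, chromosome 2, 173206612 to 173218923) had 18.4 ± 6.71 CPM in fl/fl and 6.80 ± 0.783 CPM in Δ/Δ libraries (log2 fold change −1.43, standard error 0.27, edgeR adjusted p = 0.0325). *Zbp1* gave an adjusted p over 0.05 without fl/fl 1 (0.0939), without fl/fl 2 (0.126), without Δ/Δ 3 (0.0931) and by limma-voom (0.0579), and one of 3.69e-06 to 0.126 over all alternatives to the edgeR test. *Ddx60* (ENSMUSG00000037921.15, chromosome 8, 61928087 to 62038244) was not past the threshold, with 2.38 ± 0.588 CPM in fl/fl and 0.406 ± 0.376 CPM in Δ/Δ libraries (log2 fold change −2.56, standard error 0.59, edgeR adjusted p = 0.0631). *Ddx60* was under the adjusted p of 0.05 by DESeq2 (0.00129), with no filter on low counts (0.0235), without Δ/Δ 2 (0.00960), with a replicate block (0.0497) and by limma-voom (0.0361), in a range of 0.00129 to 0.242 over all alternatives to the edgeR test. With the genes of Supplementary Table 3 left out of all 33 sensors, the other 23, *Oasl1* among them, had a median log2 fold change of −0.14 (limma's camera, adjusted p = 0.0148).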

Importantly, we found that splenic CD8α cDC1 and in vitro generated cDC1^FL^ lacking c-Jun/JunB expressed significantly less IL-12p40 and failed to up-regulate the co-stimulatory molecules CD80 and CD86 after stimulation with the TLR3 ligand poly I: C (Fig. 6a-c, Supplementary Fig. 5c-d). Moreover, antigen cross-presentation was impaired in the absence of c-Jun/JunB in cDCs^FL^ and a significantly reduced antigen-specific (Ovalbumin) CD8α OT-I T cell proliferation was induced, when compared to control (Fig. 6d, e). CD8α cDC1 have been shown to be a cellular entry point for infection with *Listeria monocytogenes* [52]. We observed a significantly reduced pathogen burden in the spleen and liver of *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre mice infected with *L. monocytogenes* (Fig. 6f). Hence, these data suggest that c-Jun/JunB are important regulators for the functional properties of cDC1 in immune responses.

**Fig. 6:**
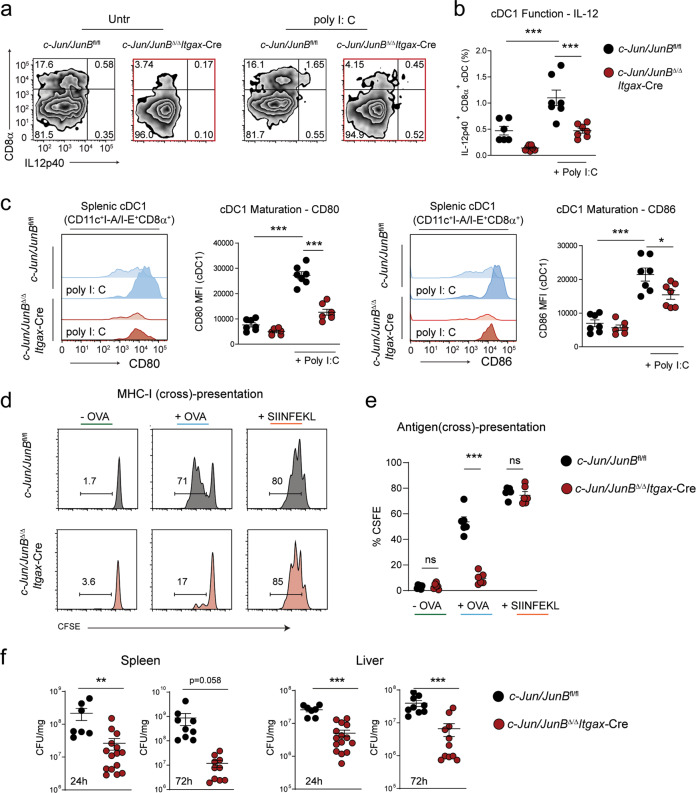
cDC1 lacking c-Jun/JunB are functionally impaired in immune defense mechanisms. **a** Splenic cDCs from *c-Jun/JunB*^fl/fl^ and *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre mice were enriched by positive selection for CD11c and stimulated with the TLR3 ligand poly I: C (1 µg/mL) for 5 h in the presence of Brefeldin A ex vivo. Intracellular flow cytometry was performed to analyze IL-12 p40 production by CD8α cDC1. Representative plots shown are pre-gated on single, live, and cDCs (CD11c^+^I-A/I-E^+^). **b** Graph shows percentage of IL-12p40 producing cDC1 as defined in (**a**) to live, single cells. **c** Surface expression of CD80 and CD86 was analyzed on splenic cDCs by flow cytometry. cDCs were isolated from *c-Jun/JunB*^fl/fl^ and *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre spleen with CD11c MicroBeads and stimulated with the TLR3 ligand poly I: C (1 µg/mL) for 16 h ex vivo. Representative histograms (left) and mean fluorescence intensity (MFI) (right) of CD80 and CD86 expression on cDC1 (CD11c^+^ I-A/I-E^+^ CD8α^+^) are shown. **d** cDC^FL^ were negatively selected from pDC^FL^ by depletion of B220^+^ cells by MACS. cDC^FL^ were then pulsed with Ovalbumin or SIINFEKL peptide and cultured with CFSE-labeled OT-I T cells at a ratio of 1:100 (DC: T cell ratio). After 3 days of co-culture, OT-I T cell proliferation (dilution of CFSE) was analyzed on live, single TCR-β^+^CD8α^+^ T cells by flow cytometry. Representative histograms are shown. **e** Graph shows proliferation of OT-I T cells, analyzed as described in (**d**) given as the percentage of CFSE dilution. **f** Listeria CFUs in spleen and liver of *c-Jun/JunB* ^fl/fl^ and *c-Jun/JunB* ^Δ/Δ^*Itgax*-Cre mice infected *i.v*. with *L. monocytogenes* (1 × 10^6^ per mouse) at the indicated time points. Data are representative of two independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by unpaired two-tailed Student’s *t* test (**e**, **f**), or one-way ANOVA with Tukey post-test (**b**, **c**). ***P < 0.001, **P < 0.01, *P < 0.05, ns > 0.05.

### c- Jun and JunB maintain cDC1 identity

Next, we investigated whether the functional impairment of the remaining CD8α splenic cDC1 was caused by an altered cDC1 lineage specification. Interestingly, the expression of TFs essential for cDC2 development and function, namely *Irf4* and *Klf4*, were significantly increased in c-Jun/JunB-deficient cDC1, although expression levels were lower compared to cDC2 (Fig. 7a). Despite comparable levels of *Batf3* and TFs involved in pDC development (*Tcf4* and *Spi-B), Irf8* was significantly reduced in cDC1 lacking c-Jun/JunB (Fig. 7a). Similarly, c-Jun/JunB-deficient cDC1^FL^ showed upregulated *Irf4* and *Klf4* transcript levels, which remained high during the course of differentiation compared to control cells, while pDC- and cDC1-defining TFs were unchanged, except for *Irf8* in pre-cDCs (Supplementary Fig. 6a-c). 

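Per library of sorted cDC1s FL, *Irf4* had 55.6, 71.9 and 120.1 CPM in Δ/Δ 1, 2 and 3 against 27.4, 32.1 and 43.9 CPM in fl/fl 1, 2 and 3, and *Klf4* had 151, 133 and 203 CPM in Δ/Δ 1, 2 and 3 against 71.1, 78.8 and 98.2 CPM in fl/fl 1, 2 and 3. Every Δ/Δ library lay above every fl/fl library for both genes. The time course of differentiation was not analysed here. *Irf8* (ENSMUSG00000041515.10, chromosome 8, 120736358 to 120756694) had 2712 ± 60.3 CPM in fl/fl and 2795 ± 76.6 CPM in Δ/Δ libraries (log2 fold change 0.04, standard error 0.05, edgeR adjusted p = 0.687). *Batf3* (ENSMUSG00000026630.9, chromosome 1, 191097847 to 191108945) had 54.5 ± 2.60 CPM in fl/fl and 57.9 ± 11.2 CPM in Δ/Δ libraries (log2 fold change 0.09, standard error 0.14, edgeR adjusted p = 0.778). *Id2* (ENSMUSG00000020644.9, chromosome 12, 25093799 to 25097140) had 1095 ± 31.1 CPM in fl/fl and 1123 ± 56.5 CPM in Δ/Δ libraries (log2 fold change 0.04, standard error 0.06, edgeR adjusted p = 0.778). Among the other TFs of Supplementary Fig. 6b, *Rbpj* had a log2 fold change of 0.10 (edgeR adjusted p = 0.494), *Runx1* of 0.12 (edgeR adjusted p = 0.550), *Tcf4* of 0.24 (edgeR adjusted p = 0.384) and *Spib* of 0.14 (edgeR adjusted p = 0.899). *Spib* varied among Δ/Δ libraries (41.7 ± 27.2 CPM) and its log2 fold change was −0.44 without Δ/Δ 2, while that of *Batf3* was −0.0210 without Δ/Δ 3. With a covariate for an immediate early response, chosen after the data were seen, *Batf3*, *Id2*, *Runx1* and *Spib* turned to −0.0992, −0.0210, −0.00408 and −0.851. Of the 11 TFs in that panel, 1 was past the threshold over all genes, *Klf4*, and 3 adjusted over the list alone, which is not independent evidence.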

Consistently, splenic cDC1 lacking c-Jun/JunB showed significantly elevated IRF4 and reduced IRF8 protein levels (Fig. 7b-c).

**Fig. 7:**
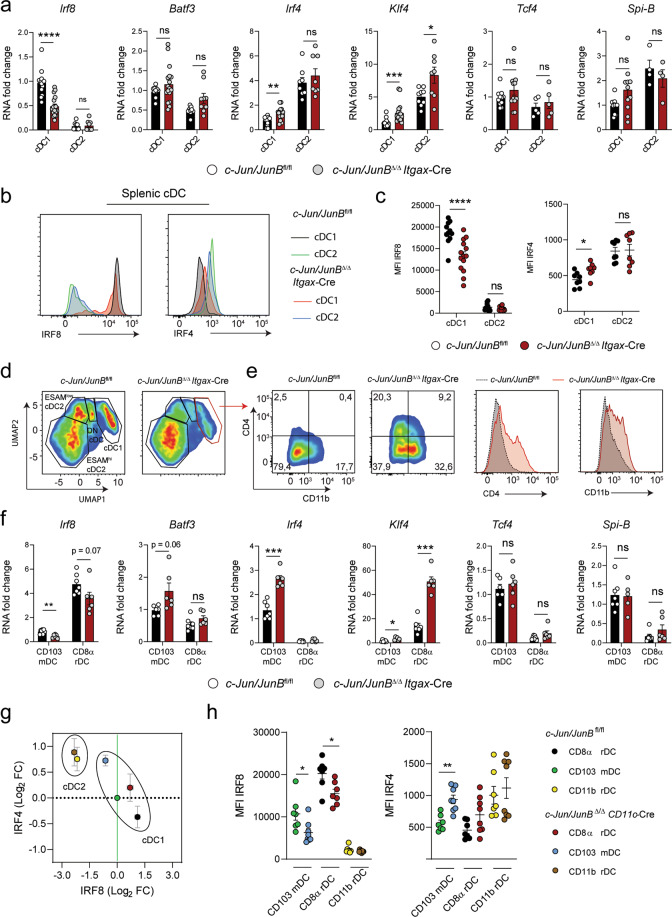
c-Jun and JunB maintain cDC1 identity. **a** Splenic CD8α cDC1 (CD3^-^CD19^-^BST-2^-^Siglec-H^-^CD11c^+^I-A/I-E^+^XCR1^+^CD8α^+^) from *c-Jun/JunB*^Δ/Δ^*Itgax-*Cre and *c-Jun/JunB*^fl/fl^ mice were sorted and RT-qPCR analysis of *Irf8, Batf3, Irf4, Klf4, Tcf4* and *Spi-B* mRNA was performed (*n* = 11–17 for cDC1 and 4–9 for cDC2 subgroups). **b** Splenic cDC (CD11c^+^I-A/I-E^+^) subsets cDC1 (XCR1^+^ cDC) and cDC2 (CD172a^+^ cDC) were analyzed for the protein expression of the transcription factors IRF4 and IRF8 by intracellular flow cytometry. Shown are representative histograms of IRF4 and IRF8 expression in cDC1 and cDC2 from indicated mice. **c** Graph depicts the mean fluorescence intensity (MFI) of IRF4 and IRF8 in splenic cDC subsets defined in (**b**). **d** UMAP analysis of splenic cDCs (CD11c^+^I-A/I-E^+^) acquired by flow cytometry, including the surface markers CD4, CD8α, CD11b, CD172a, ESAM, and XCR1 in *c-Jun/JunB*^Δ/Δ^*Itgax*-Cre and *c-Jun/JunB*^fl/fl^ mice. Samples were concatenated (*n* = 4 per genotype) to perform the analysis. **e** Expression of CD4 and CD11b on cells within the cDC1 population, as defined by UMAP in (**d**), was analyzed. Flow cytometry plots (left) and histograms (right) are shown. **f** Lymph-node resident (CD3^-^CD19^-^NK1.1^-^TCRβ^-^CD11c^+^I-A/I-E^int^XCR1^+^CD8α^+^) and migratory cDC1 (CD3^-^CD19^-^NK1.1^-^TCRβ^-^CD11c^+^I-A/I-E^high^XCR1^+^CD103^+^) from *c-Jun/JunB*^Δ/Δ^*Itgax-*Cre and *c-Jun/JunB*^fl/fl^ mice were sorted and RT-qPCR analysis of *Irf8, Batf3, Irf4, Klf4, Tcf4* and *Spi-B* mRNA was performed (*n* = 6–7). **g** Lymph-node CD8α rDC (CD11c^+^I-A/I-E^int^ XCR1^+^CD11b^-^), CD103 mDC (CD11c^+^I-A/I-E^high^XCR1^+^CD11b^-^CD103^+^) and CD11b rDC (CD11c^+^I-A/I-E^int^ XCR1^-^CD11b^+^) were analyzed by intracellular flow cytometry for IRF4 and IRF8 protein expression in indicated mice. Shown is the log_2_ Fold change of the MFI for IRF4 and IRF8 relative to the *c-Jun/JunB*^fl/fl^ CD103 mDC subset, which is set to 0. (*n* = 7 *c-Jun/JunB*^fl/fl^ and *n* = 8 *c- Jun/JunB*^Δ/Δ^*Itgax-*Cre). **h** Graph depicts the MFI of IRF4 and IRF8 in skin-draining lymph node cDC subsets as defined in (**g**). Data are representative of 2–4 independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by multiple *t*-test with the Holm–Šídák method (**a**, **c**, **f**, **h**). ****P < 0.0001, ***P < 0.001, **P < 0.01, * *P* < 0.05, ns > 0.05.

Besides TFs, cellular identity is defined by exclusive expression of specific cell surface markers. 

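Lists of cDC2 and pDC genes were tested in *c-Jun/JunB*Δ/Δ*Itgax*-Cre against *c-Jun/JunB* fl/fl cDC1s FL. The 38 cDC2 genes had a median log2 fold change of 0.58, with 30 higher (limma's camera, adjusted p = 2.35e-06), and fry gave an adjusted p of 0.107. Their median ran from 0.37 without Δ/Δ 3 to 0.79 without Δ/Δ 1 (limma's camera, adjusted p = 5.40e-05 and 3.45e-08). Past the threshold were 8 over all genes and 17 adjusted over the list alone. The 30 pDC genes had a median of 0.10, with 18 higher (limma's camera, adjusted p = 0.126), and 3 and 9 were past the threshold over all genes and adjusted over the list alone. Without Δ/Δ 1 the pDC median was 0.20 (limma's camera, adjusted p = 0.0178) and with a replicate block 0.04 (limma's camera, adjusted p = 0.0466), within 0.0178 to 0.853 over all alternatives. With the strength of an immediate early response as a covariate, chosen after the data were seen, it turned to −0.03, and the cDC2 median fell to 0.17 (limma's camera, adjusted p = 0.00144). *Cd209a* (ENSMUSG00000031494.7, chromosome 8, 3743397 to 3748984) had 49.2 ± 17.4 CPM in fl/fl and 234 ± 36.2 CPM in Δ/Δ libraries (log2 fold change 2.25, standard error 0.25, edgeR adjusted p = 0.00556), with paralogs beside it that can share its reads. *Cd4* (ENSMUSG00000023274.14, chromosome 6, 124864692 to 124888221) had 1.04 ± 0.607 CPM in fl/fl and 5.14 ± 1.45 CPM in Δ/Δ libraries (log2 fold change 2.30, standard error 0.43, edgeR adjusted p = 0.0339). *Clec4a1* (ENSMUSG00000049037.8, chromosome 6, 122921848 to 122934619) had 13.5 ± 2.57 CPM in fl/fl and 28.5 ± 2.85 CPM in Δ/Δ libraries (log2 fold change 1.08, standard error 0.16, edgeR adjusted p = 0.0152), and *Ehf* was the remaining cDC2 gene called higher. *Clec12a* (ENSMUSG00000053063.11, chromosome 6, 129342691 to 129365303) went the other way, with 80.9 ± 4.84 CPM in fl/fl and 38.2 ± 9.07 CPM in Δ/Δ libraries (log2 fold change −1.08, standard error 0.16, edgeR adjusted p = 0.0166). Of the pDC genes, *Ccr9* (ENSMUSG00000029530.16, chromosome 9, 123678439 to 123784330) had 22.9 ± 1.84 CPM in fl/fl and 60.8 ± 8.99 CPM in Δ/Δ libraries (log2 fold change 1.41, standard error 0.12, edgeR adjusted p = 0.00333). *Itgam*, which encodes CD11b and lies beside *Itgax*, the gene whose promoter drives the Cre (ENSMUSG00000030786.18, chromosome 7, 128062640 to 128118491), had 16.9 ± 4.62 CPM in fl/fl and 32.6 ± 8.86 CPM in Δ/Δ libraries and was not past the threshold (log2 fold change 0.95, standard error 0.25, edgeR adjusted p = 0.0927). *Cd4* moved over an adjusted p of 0.05 without fl/fl 1 (0.145), without fl/fl 2 (0.173) and without Δ/Δ 3 (0.0712), while all alternatives to the edgeR test spanned 7.72e-06 to 0.173. *Clec4a1* gave an adjusted p over 0.05 without fl/fl 1 (0.0953) and without fl/fl 2 (0.0928), and one of 4.87e-08 to 0.0953 over all alternatives to the edgeR test. *Clec12a* was over the adjusted p of 0.05 without fl/fl 1 (0.0837), without fl/fl 2 (0.0979) and without fl/fl 3 (0.0677), in a range of 3.57e-09 to 0.0979 over all alternatives to the edgeR test. *Itgam* moved under an adjusted p of 0.05 by DESeq2 (0.00177), with no filter on low counts (0.0342) and with a replicate block (0.0305), while all alternatives to the edgeR test spanned 0.00177 to 0.282.

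**Figure D3:**
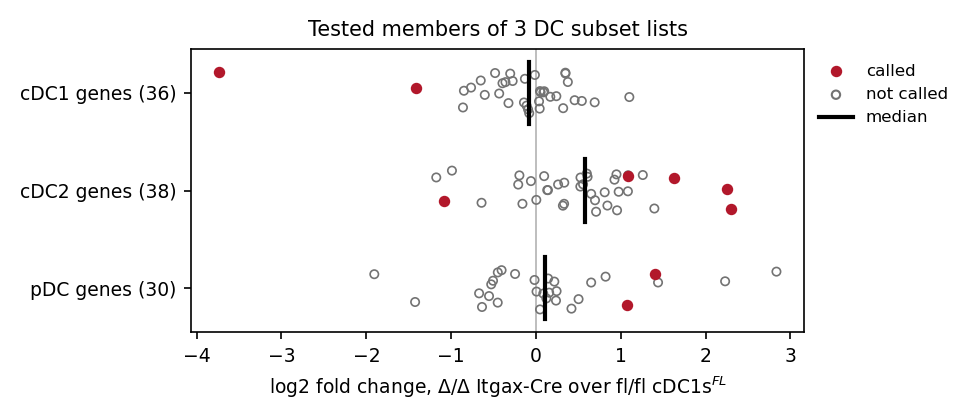
Log2 fold change (Δ/Δ *Itgax*-Cre over fl/fl) of each tested member of the cDC1, cDC2 and pDC gene lists, with called genes filled in red, other genes open in grey and the median as a black bar. The medians are −0.09 for the 36 cDC1 genes, 0.58 for the 38 cDC2 genes and 0.10 for the 30 pDC genes, and each list has members on both sides of 0.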

Our RNA-Seq data showed an elevated expression of surface marker transcripts on c-Jun/JunB deficient cDC1^FL^ that are normally found on cDC2 or pDCs (Supplementary Fig. 7a). UMAP analysis, revealed a reduction of cDC1 and a shift to a cDC2 phenotype in *c-Jun/JunB*^Δ/Δ^ *Itgax*-Cre mice (Fig. 7d). Analysis of the cDC1 population, defined in the UMAP space, showed an elevated expression of cDC2 specific markers (CD4 and CD11b) on c-Jun/JunB deficient cDC1 (Fig. 7e). Correct population clustering by UMAP and increased surface expression of CD4 and CD11b was confirmed by conventional gating (Supplementary Fig. 7b-d). Next, we sorted CD8α rDC and CD103 mDC from sd-LN to better characterize the TF profile in these two population. Similar to splenic CD8α cDC1 resident as well as migratory cDC1 showed a shift to a cDC2 phenotype with reduced *Irf8*, but increased *Irf4* and *Klf4* mRNA expression, whereas the pDC TFs *Tcf4* and *Spi-B* were unchanged (Fig. 7f). Analysis of IRF4 and IRF8 protein by flow cytometry confirmed this altered cDC2-like phenotype (Fig. 7g, h). Lastly, deletion of *c-Jun* and *JunB* in sorted cDC1 and cDC2 was confirmed by quantitative RT-PCR (Supplementary Fig. 7e-f).

In conclusion, in this study we discovered a novel TF pair, c-Jun/JunB, required for CD8α cDC1 development, function, and maintenance of their identity.

## Discussion

cDC1 differentiation and identity is controlled by a complex network of linage-determining TFs. So far IRF8, ID2, NFIL3 and Batf3 have been reported as critical regulators at different stages of CD8α and CD103 cDC1 development [7]. In this study, we identify the AP-1 family member’s c-Jun and JunB as two novel TFs essential for the development and function of the CD8α cDC1 lineage.

cDC1 develop from progenitor cells residing in the BM (CDPs), and differentiate in the tissue from a transitory, immediate progenitor population, the pre-cDC1 [7]. Our results demonstrate that the combined deletion of c-Jun and JunB in  CD11c^+^ cells induces a severe defect in the specification of pre-cDCs to CD8α cDC1. Importantly, other immune cell subsets developed normally in this mouse model, emphasizing c-Jun/JunB as specific-lineage determining TFs for CD8α cDC1 commitment.

In single c-Jun or JunB knock-out mice no effect on the CD8α cDC1 pool was observed. Thus, c-Jun and JunB seem to either compensate for each other or cooperate by a currently unclear mechanism. Our data demonstrate for the first time such a non-redundant function for c-Jun and JunB in immune cells, but similar observations have been made in keratinocytes and hair follicle stem cells [25, 53].

Batf3 was the first AP-1 TF shown to be essential for CD8α cDC1 [13] and, depending on the mouse background, for CD103 cDC1 development [28, 42]. 129 SvEv-*Batf3*^*−/−*^ mice lack CD8α and CD103 cDC1s under homeostatic conditions [13, 42], whereas in a C57BL/6-background only a reduced splenic CD8α cDC1 population was observed [54, 55]. In our study both GEMM models, *c-Jun*/*JunB*^Δ/Δ^*Mx*-Cre and *Itgax*-Cre, are in a mixed (129Sv × C57BL/6) background and show only a reduction in lymphoid-resident CD8α cDC1. It thus remains to be investigated, whether the unaltered CD103 cDC1 pool is due to the mixed background.

Pathogenic infections or transplantations can restore the cDC1 pool independently of Batf3 [28, 56]. Batf3 can be replaced by its family members Batf or Batf2 during infections with intracellular pathogens [28]. Batf has been described to hetero-dimerize with c-Jun, JunB or JunD in vitro, whereas for Batf2 and Batf3 only hetero-dimerization with c-Jun has been tested [26, 57, 58]. Our findings suggest that both c-Jun and JunB are non-redundant partners for Batf3 in the lineage decision of pre-cDCs. Additional studies are required to test, if c-Jun and JunB are also essential interaction partners for Batf or Batf2 to mediate compensatory DC development. In *Batf3*^−/−^ mice, also T-cell function is affected [59]. Therefore, *c-Jun/JunB*^Δ/Δ^*Itgax-*Cre mice could be used as an alternative mouse model to study CD8α cDC1 biology under homeostatic and inflammatory conditions.

The classic DNA-binding element bound by AP-1 proteins is the TPA-responsive element (TRE) [16], but cooperation with IRF proteins expands the repertoire to AICE elements [28]. Although a proportion of the DEGs in c-Jun/JunB deficient cDC1 was overlapping with Batf3, the majority of genes were exclusive and associated with cell function, signaling and metabolism. 

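Of the 240 genes called in cDC1s FL, 32 were in the overlap with *Batf3*-dependent transcripts (Supplementary Table 4) and 35 in the overlap with IRF8-dependent transcripts (Supplementary Table 5), 15 of them in both. The other 188 called genes (78.3%) were in neither table. The microarray values behind the tables were not used here, so a gene outside them is one that the paper does not list, whether or not the arrays measured it.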

Future studies could elucidate the role of classical elements (TRE) bound by AP-1 dimers compared to AICE elements recognized by AP-1-IRF hetero-trimers for cDC1 biology.

Importantly, our findings emphasize that not only deletion of c-Jun/JunB in hematopoietic cells, but also in other cell types affects cDC1 development. In a recent study, G-CSF, which is a direct transcriptional target of JunB in keratinocytes [44], has been shown to interrupt IRF8 dependent cDC1 development in the BM [45]. Here, we show that neutralization of G-CSF in *c-Jun/JunB*^Δ/Δ^*Mx*-Cre mice partially rescued cDC1 numbers in the spleen. Future work should examine this novel extrinsic mechanism of cDC1 differentiation in more detail.

c-Jun/JunB deficient cDC1 have reduced *Irf8* expression, despite normal levels of *Batf3*, and show a shift towards a cDC2 phenotype. Similarly, *Batf3*^*−/−*^-deficient pre-CD8 DC cannot maintain IRF8 expression and divert to cDC2 [14].

*Irf8* expression was also reduced in c-Jun/JunB deficient CD103 mDC, but their frequency was normal. Given the dependence of this DC subset on GM-CSF [47], further studies are needed to clarify its role in promoting CD103 mDC development/survival in the absence of c-Jun/JunB.

Collectively, our findings identify a key role for c-Jun/JunB in cDC1 development, identity and function through extrinsic and intrinsic mechanisms.

## Supplementary information

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

## Data Availability

The RNA‐Seq dataset has been deposited to GEO under the accession number GSE156484.

# Supplementary material for: The AP-1 transcription factors c-Jun and JunB are essential for CD8α conventional dendritic cell identity
**Source:** Cell Death Differ. 2021 Mar 23;28(8):2404–20. doi: 10.1038/s41418-021-00765-4
**Supplement:** Supplementary file 1 — Supplementary Figures

Supplementary Figures of the research article entitled:

**The AP-1 transcription factors c-Jun and JunB are essential for CD8 $\alpha$  conventional dendritic cell identity** *by Novoszel, Drobits et al.*

**Table of contents:**

- 1. Supplementary Figure Legends**
  - 2. Supplementary Figures**
-

## 1. Supplementary Figure Legends

### Supplementary Figure 1. c-Jun and JunB show prominent expression in cDCs, but are individually dispensable for cDC development

- a** Heat map shows expression of indicated TFs across the listed immune cells. MyGeneSet tool ([http://rstats.immgen.org/MyGeneSet\\_New/index.html](http://rstats.immgen.org/MyGeneSet_New/index.html)) was used to generate a heat map with microarray V1 data as an input.
- b** Expression of c-Jun and JunB was analyzed in indicated immune cell populations *in vivo*. Data were obtained from a published gene expression microarray [GEO: microarray data GSE66899]. Fold change is shown relative to the CDP population.
- c** Splenic cDCs (CD11c<sup>+</sup>I-A/I-E<sup>+</sup>) from *c-Jun*<sup>fl/fl</sup> and *c-Jun*<sup>Δ/Δ</sup> Mx-Cre mice were analyzed for CD8α cDC1 (CD8α<sup>+</sup> CD11b<sup>-</sup>cDC) and CD11b cDC2 (CD8α<sup>-</sup> CD11b<sup>+</sup> cDC) frequency and absolute numbers (d).
- e** Representative flow cytometry plots, frequencies and absolute numbers (f) of splenic cDCs, CD8α cDC1 and CD11b cDC2 as defined in (c) of *JunB*<sup>fl/fl</sup> and *JunB*<sup>Δ/Δ</sup> Mx-Cre mice.

Data are representative of 2-4 independent experiments. Flow cytometric plots are pre-gated on single, live cells. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by One-Way ANOVA with Tukey posttest (b) and unpaired two-tailed Student's *t*-test (d, f). ns > 0.05, \* *P* < 0.05, \*\* *P* < 0.01.

### Supplementary Figure 2. Immune-cell profile of *c-Jun/JunB*<sup>Δ/Δ</sup>Mx-Cre mice

- a** Representative flow cytometry plots show the gating strategy to identify splenic myeloid cells (CD11b<sup>+</sup>Ly6-C/G<sup>+</sup>), splenic T cells (TCR-β<sup>+</sup>) and splenic B cells (CD19<sup>+</sup>) in *c-Jun/JunB*<sup>Δ/Δ</sup>Mx-Cre and control mice (*c-Jun/JunB*<sup>fl/fl</sup>).
- b** Frequency and total number of splenic myeloid cells, T cells and B cells identified as described in (a) is shown.

- c** Representative images of hematoxylin and eosin stained back skin. Skin inflammation induced after short-term deletion of *c-Jun/JunB* in the *Mx-Cre* mouse model is indicated by arrows showing epidermal thickening (acanthosis) and abscess formation. Magnification: 20x, Bright-Field Image.
- d** BM from *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Mx-Cre* mice was analyzed by flow cytometry for GMPs (granulocyte macrophage progenitor, Lin<sup>-</sup>Sca1<sup>-</sup> CD11b<sup>-</sup>CD135<sup>-</sup>CD16/32<sup>+</sup>CD117<sup>High</sup>), CMPs (common myeloid progenitor, Lin<sup>-</sup>Sca1<sup>-</sup> CD11b<sup>-</sup>CD16/32<sup>+</sup>CD135<sup>+</sup>CD117<sup>High</sup>), CDPs (common dendritic progenitors, Lin<sup>-</sup>Sca1<sup>-</sup> CD11b<sup>-</sup> CD16/32<sup>-</sup>CD135<sup>+</sup> CD117<sup>int</sup>), and pre-cDCs (Lin<sup>-</sup>Sca1<sup>-</sup> CD11b<sup>-</sup> CD11c<sup>+</sup>CD135<sup>+</sup> CD117<sup>low</sup>).
- e** BM progenitors defined in (d) are shown as percentage of live, single cells.
- f** BM was analyzed by flow cytometry for B cells (CD19<sup>+</sup>), NK cells (NK1.1<sup>+</sup>) and T cells (TCRβ<sup>+</sup>) expressing CD4 or CD8.
- g** RT-qPCR analysis of *c-Jun* and *JunB* mRNA expression was performed on sorted progenitors, pre-cDC<sup>FL</sup> and cDC<sup>FL</sup> to confirm deletion in FLT3L supplemented *c-Jun/JunB<sup>Δ/Δ</sup>Mx-Cre* BM cultures.
- h** Representative flow cytometry plots show pDCs<sup>FL</sup> (B220<sup>+</sup>CD11c<sup>+</sup>) and the cDC<sup>FL</sup> (B220<sup>-</sup>CD11c<sup>+</sup>) subsets cDC1<sup>FL</sup> (CD24<sup>+</sup> cDC<sup>FL</sup>) and cDC2<sup>FL</sup> (CD172a<sup>+</sup> cDC<sup>FL</sup>) in FLT3L supplemented BM cultures of *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Mx-Cre* mice at day 8.
- i** Representative histograms show expression of CD24 and CD172a on cDC<sup>FL</sup> cells from (h).
- j** Non-adherent cells from (h) were stimulated with poly I: C (16h) and expression of CD86 was analyzed on cDC<sup>FL</sup>. Representative histograms are shown.

Data are representative of 1 -2 experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by unpaired Student's *t*-test (b, e, and g). ns > 0.05, \* *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001.

**Supplementary Figure 3. Extrinsic factors, regulated by c-Jun/JunB, influence CD8 $\alpha$  cDC1 development**

- a** Spleen from *c-Jun/JunB<sup>fl/fl</sup>*, *c-Jun/JunB<sup>Δ/Δ</sup>K5-Cre<sup>ER</sup>*, *c-Jun/JunB<sup>Δ/Δ</sup>Mx-Cre* was analyzed for the cDC (CD11c<sup>+</sup>I-A/I-E<sup>+</sup>) subsets CD8 $\alpha$  cDC1 and CD11b cDC2. Deletion of c-Jun and JunB in the *c-Jun/JunB<sup>Δ/Δ</sup>K5-Cre<sup>ER</sup>* mouse model was induced by intraperitoneal injection of Tamoxifen (1mg, 5 consecutive days) and mice were analyzed 14 days after Tamoxifen treatment started, when a psoriasis-like skin phenotype was present.
- b** Frequency of *c-Jun/JunB<sup>fl/fl</sup>*, *c-Jun/JunB<sup>Δ/Δ</sup>K5-Cre<sup>ER</sup>*, *c-Jun/JunB<sup>Δ/Δ</sup>Mx-Cre* splenic CD8 $\alpha$  cDC1 as defined in (a) is shown.
- c** Total number of splenic CD8 $\alpha$  cDC1 in the epidermal (*K5-Cre<sup>ER</sup>*) and hematopoietic (*Mx-Cre*) mouse model as defined in (a) is shown.
- d** Representative flow cytometry plots show the cDC (CD11c<sup>+</sup>I-A/I-E<sup>+</sup>) subsets CD8 $\alpha$  cDC1 and CD11b cDC2 in spleen of wild-type mice treated topically with Imiquimod (IMQ) for 7 days.
- e** Frequency of CD8 $\alpha$  cDC1 as defined in (d) is shown.

Data are representative of 2 independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean  $\pm$  SEM. Statistical significance was determined by unpaired Student's *t*-test. \* *P* < 0.05.

**Supplementary Figure 4. cDC progenitor populations develop normally in *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* mice**

- a** Immune cells in spleen of *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* were analyzed by flow cytometry. B cells are CD19<sup>+</sup>, NK cells NK1.1<sup>+</sup>, pDCs BST-2<sup>+</sup> and B220<sup>+</sup> and T cells are TCR- $\beta$ <sup>+</sup> and CD4<sup>+</sup> or CD8<sup>+</sup>.
- b** Graph shows frequency of CD24<sup>+</sup>, DEC-205<sup>+</sup> or XCR1<sup>+</sup> splenic cDCs (CD11c<sup>+</sup>I-A/I-E<sup>+</sup>) in *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* mice.
- c** BM of *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* mice was analyzed by flow cytometry for GMP, CMP, CDP and pre-cDC cells, gated as in Supplementary Fig. 2d.

- d** Representative flow cytometry plots of pre-cDCs ( $\text{Lin}^- \text{CD11c}^+ \text{CD135}^+ \text{CD172a}^- \text{MHCII}^-$ ), grouped into pre-cDC 1 ( $\text{Siglec-H}^- \text{Ly6C}^-$ ) and pre-cDC 2 ( $\text{Siglec-H}^- \text{Ly6C}^+$ ), in spleen and BM of the indicated genotypes is shown.
- e** Frequencies of BM and splenic pre-cDC 1 and pre-cDC 2 analyzed according to (d) are shown.
- f** Representative flow cytometry plots show  $\text{CDP}^{\text{FL}}$  ( $\text{CD117}^{\text{low-int}} \text{CD115}^+ \text{CD11c}^- \text{MCHII}^-$ ) and  $\text{pre-cDC}^{\text{FL}}$  ( $\text{CD117}^{\text{low-int}} \text{CD115}^+ \text{CD11c}^+ \text{MCHII}^-$ ) populations in FLT3L supplemented BM cultures from *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* mice on day 7.
- g** Frequency and absolute number of  $\text{CDP}^{\text{FL}}$ ,  $\text{pre-cDC}^{\text{FL}}$  and  $\text{pDC}^{\text{FL}}$  populations was analyzed by flow cytometry on the indicated days in FLT3L supplemented BM cultures from *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* mice.  $\text{pDC}^{\text{FL}}$  were defined as  $\text{B220}^+ \text{CD11c}^+$  and  $\text{CDP}^{\text{FL}}$ ,  $\text{pre-cDC}^{\text{FL}}$  were gated as in (f).  $n = 6-12$  for both genotypes at every time-point.

Data are representative of 2- 4 independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean  $\pm$  SEM. Statistical significance was determined by unpaired Student's *t*-test. ns > 0.05, \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ .

**Supplementary Figure 5. c-Jun and JunB control cDC1<sup>FL</sup> function, but are dispensable for CD103 cDC development in non-lymphoid tissues**

- a-b** The CD103 cDC1 population in the lung (a) and colon (b) was analyzed by flow cytometry. Plots on the left show  $\text{XCR1}^+ \text{CD103}^+ \text{cDC1}$  cells. Plots were pre-gated on  $\text{CD45}^+ \text{CD11c}^+ \text{I-A/I-E}^+$  cells. Graph on the right gives frequency and cell number of  $\text{CD103}^+ \text{cDC1}$  in the indicated tissue.
- c** FLT3L-derived, non-adherent cells were recovered on day 8 of culture and stimulated with the TLR3 ligand poly I: C (1  $\mu\text{g/mL}$ ) for 5h in the presence of Brefeldin A. Intracellular flow cytometry was performed to analyze IL-12p40 production by  $\text{cDC1}^{\text{FL}}$  ( $\text{CD24}^+ \text{cDC}^{\text{FL}}$ ). Representative plots shown on the left are pre-gated on single, live, and  $\text{cDC}^{\text{FL}}$  ( $\text{B220}^- \text{CD11c}^+$ ). Graph on the right shows percentage of IL-12p40 producing  $\text{cDC1}^{\text{FL}}$  to live, single cells.

- d** Surface expression of CD80 and CD86 was analyzed on cDC1<sup>FL</sup> by flow cytometry after stimulation of non-adherent cells with TLR3 ligand poly I: C (1 µg/mL) for 16h on day 8 of FLT3L-supplemented *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* BM culture. Representative histograms (left) and mean fluorescence intensity (MFI) (right) of CD80 and CD86 expression on cDC1<sup>FL</sup> are shown.

Data are representative of 1- 4 independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by unpaired Student's *t*-test (a, b) or one-way ANOVA with Tukey posttest (c, d). ns > 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001.

**Supplementary Figure 6. Transcriptional signature of *c-Jun/JunB* deficient cDC1<sup>FL</sup>**

- a** Heat map of differentially regulated transcription factor transcripts in control versus *c-Jun/JunB*-deficient cDC1<sup>FL</sup> from RNA-Seq data generated as described in Methods section. Gene Ontology annotation GO: 0003677 was applied to filter for TFs in differentially expressed genes (DEG) (*P* < 0.05, log<sub>2</sub>FC ≥ 1). 

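Supplementary Fig. 6a names TFs among the DEGs, of which 34 were tested in the counts, 16 higher and 18 lower in *c-Jun/JunB*Δ/Δ*Itgax*-Cre cDC1s FL. Past the threshold over all genes were 16, 9 of them called higher and 7 called lower, and all 34 were past it adjusted over the list alone, which is not independent evidence because the panel was drawn from the same libraries. The median log2 fold change was −1.08 and the mean 0.11 (limma's camera Up, unadjusted p = 0.627), so they differed in sign. The highest was *Ifi202b*, in a stretch of chromosome 1 with 6 called genes, several of them paralogs with uncertain reads (ENSMUSG00000026535.9, chromosome 1, 173962568 to 173982744), with 0.0270 ± 0.0235 CPM in fl/fl and 9.86 ± 5.73 CPM in Δ/Δ libraries (log2 fold change 8.30, standard error 0.73, edgeR adjusted p = 0.00333). *Mef2b* (ENSMUSG00000079033.10, chromosome 8, 70139711 to 70167488) had 0.670 ± 0.355 CPM in fl/fl and 6.55 ± 1.54 CPM in Δ/Δ libraries (log2 fold change 3.28, standard error 0.41, edgeR adjusted p = 0.00879), and *Cers4*, close to the called *Cd209* genes (ENSMUSG00000008206.16, chromosome 8, 4493026 to 4531680), had 4.21 ± 1.29 CPM in fl/fl and 18.2 ± 1.80 CPM in Δ/Δ libraries (log2 fold change 2.11, standard error 0.23, edgeR adjusted p = 0.00556). 2 further TFs had too few reads to be tested, *Zfpm2* with 0 reads in each fl/fl library and 9, 12 and 2 in Δ/Δ 1, 2 and 3, and *Zfp57* with 33, 11 and 21 reads in fl/fl 1, 2 and 3 and 3, 2 and 3 in Δ/Δ.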

Color indicates up-regulated DEGs with highest expression in cDC1 (red), cDC2 (blue) or pDC (green) as analyzed by MyGeneSet tool ([http://rstats.immgen.org/MyGeneSet\\_New/index.html](http://rstats.immgen.org/MyGeneSet_New/index.html)) with the ImmGen ULI RNA-Seq dendritic cell population as input.
- b** Graphs show RNA expression of selected TFs essential for cDC1, cDC2 and pDC development in *c-Jun/JunB<sup>fl/fl</sup>* and *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* cDC1<sup>FL</sup> RNA-Seq samples. Dots indicate numbers of individual mice per experimental group.
- c** RT-qPCR analysis of *Irf8*, *Batf3*, *Irf4*, *Klf4*, *c-Jun*, *JunB*, *Tcf4*, and *Spi-B* mRNA expression in FACS sorted progenitors, pre-cDCs<sup>FL</sup>, cDC1<sup>FL</sup> from FLT3L supplemented *c-Jun/JunB<sup>Δ/Δ</sup>Itgax-Cre* and *c-Jun/JunB<sup>fl/fl</sup>* BM cultures (Day 8).

Data are representative of 2-4 independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean ± SEM. Statistical significance was determined by

Benjamini-Hochberg method (a, b) or unpaired multiple *t*-test with the Holm-Šídák method (c).

\*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ .

### Supplementary Figure 7. Cell-surface phenotype of *c-Jun/JunB* deficient cDC1

- a** Heat map shows differential expression of cell surface and membrane associated transcripts (GO: 0009986) in control versus *c-Jun/JunB*-deficient cDC1<sup>FL</sup> ( $P < 0.05$ ,  $\log_2FC \geq 1$ ). Color indicates up-regulated DEGs with highest expression in cDC1 (red), cDC2 (blue) or pDCs (green) as analyzed by MyGeneSet tool ([http://rstats.immgen.org/MyGeneSet\\_New/index.html](http://rstats.immgen.org/MyGeneSet_New/index.html)) with the ImmGen ULI RNA-Seq dendritic cell population as input.
- b** Overlap of splenic cDC subsets defined by conventional flow cytometry and UMAP clustering. Samples ( $n = 4$ ) were concatenated to perform the analysis.
- c** Surface expression of cDC2 specific markers (CD4, CD11b) was analyzed by flow cytometry on cDC1<sup>FL</sup> and is shown as mean fluorescence intensity (MFI). cDC1<sup>FL</sup> were generated from BM of *c-Jun/JunB*<sup>fl/fl</sup> and *c-Jun/JunB*<sup>Δ/Δ</sup>*Itgax*-Cre mice supplemented with FLT3L for 9 days.
- d** Splenic cDC1 (CD11c<sup>+</sup> I-A<sup>+</sup>/I-E<sup>+</sup> XCR1<sup>+</sup>) from *c-Jun/JunB*<sup>fl/fl</sup> and *c-Jun/JunB*<sup>Δ/Δ</sup>*Itgax*-Cre mice were analyzed for expression of CD4 and CD11b. Shown is the mean fluorescence intensity (MFI).
- e** Quantitative RT-PCR of *c-Jun* and *JunB* performed on cDC1 and cDC2 sorted from spleen of *c-Jun/JunB*<sup>fl/fl</sup> and *c-Jun/JunB*<sup>Δ/Δ</sup>*Itgax*-Cre mice as described in Fig 7a.
- f** Quantitative RT-PCR of *c-Jun* and *JunB* performed on resident and migratory cDC1 sorted from lymph-nodes of *c-Jun/JunB*<sup>fl/fl</sup> and *c-Jun/JunB*<sup>Δ/Δ</sup>*Itgax*-Cre mice as described in Fig. 7f.

Data are representative of 2-6 independent experiments. Dots indicate number of individual mice per experimental group. Error bars represent mean  $\pm$  SEM. Statistical significance was determined by Benjamini-Hochberg method (a) or unpaired Student's *t*-test (c, d) or unpaired multiple *t*-test with the Holm-Šídák method (e, f). \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ .

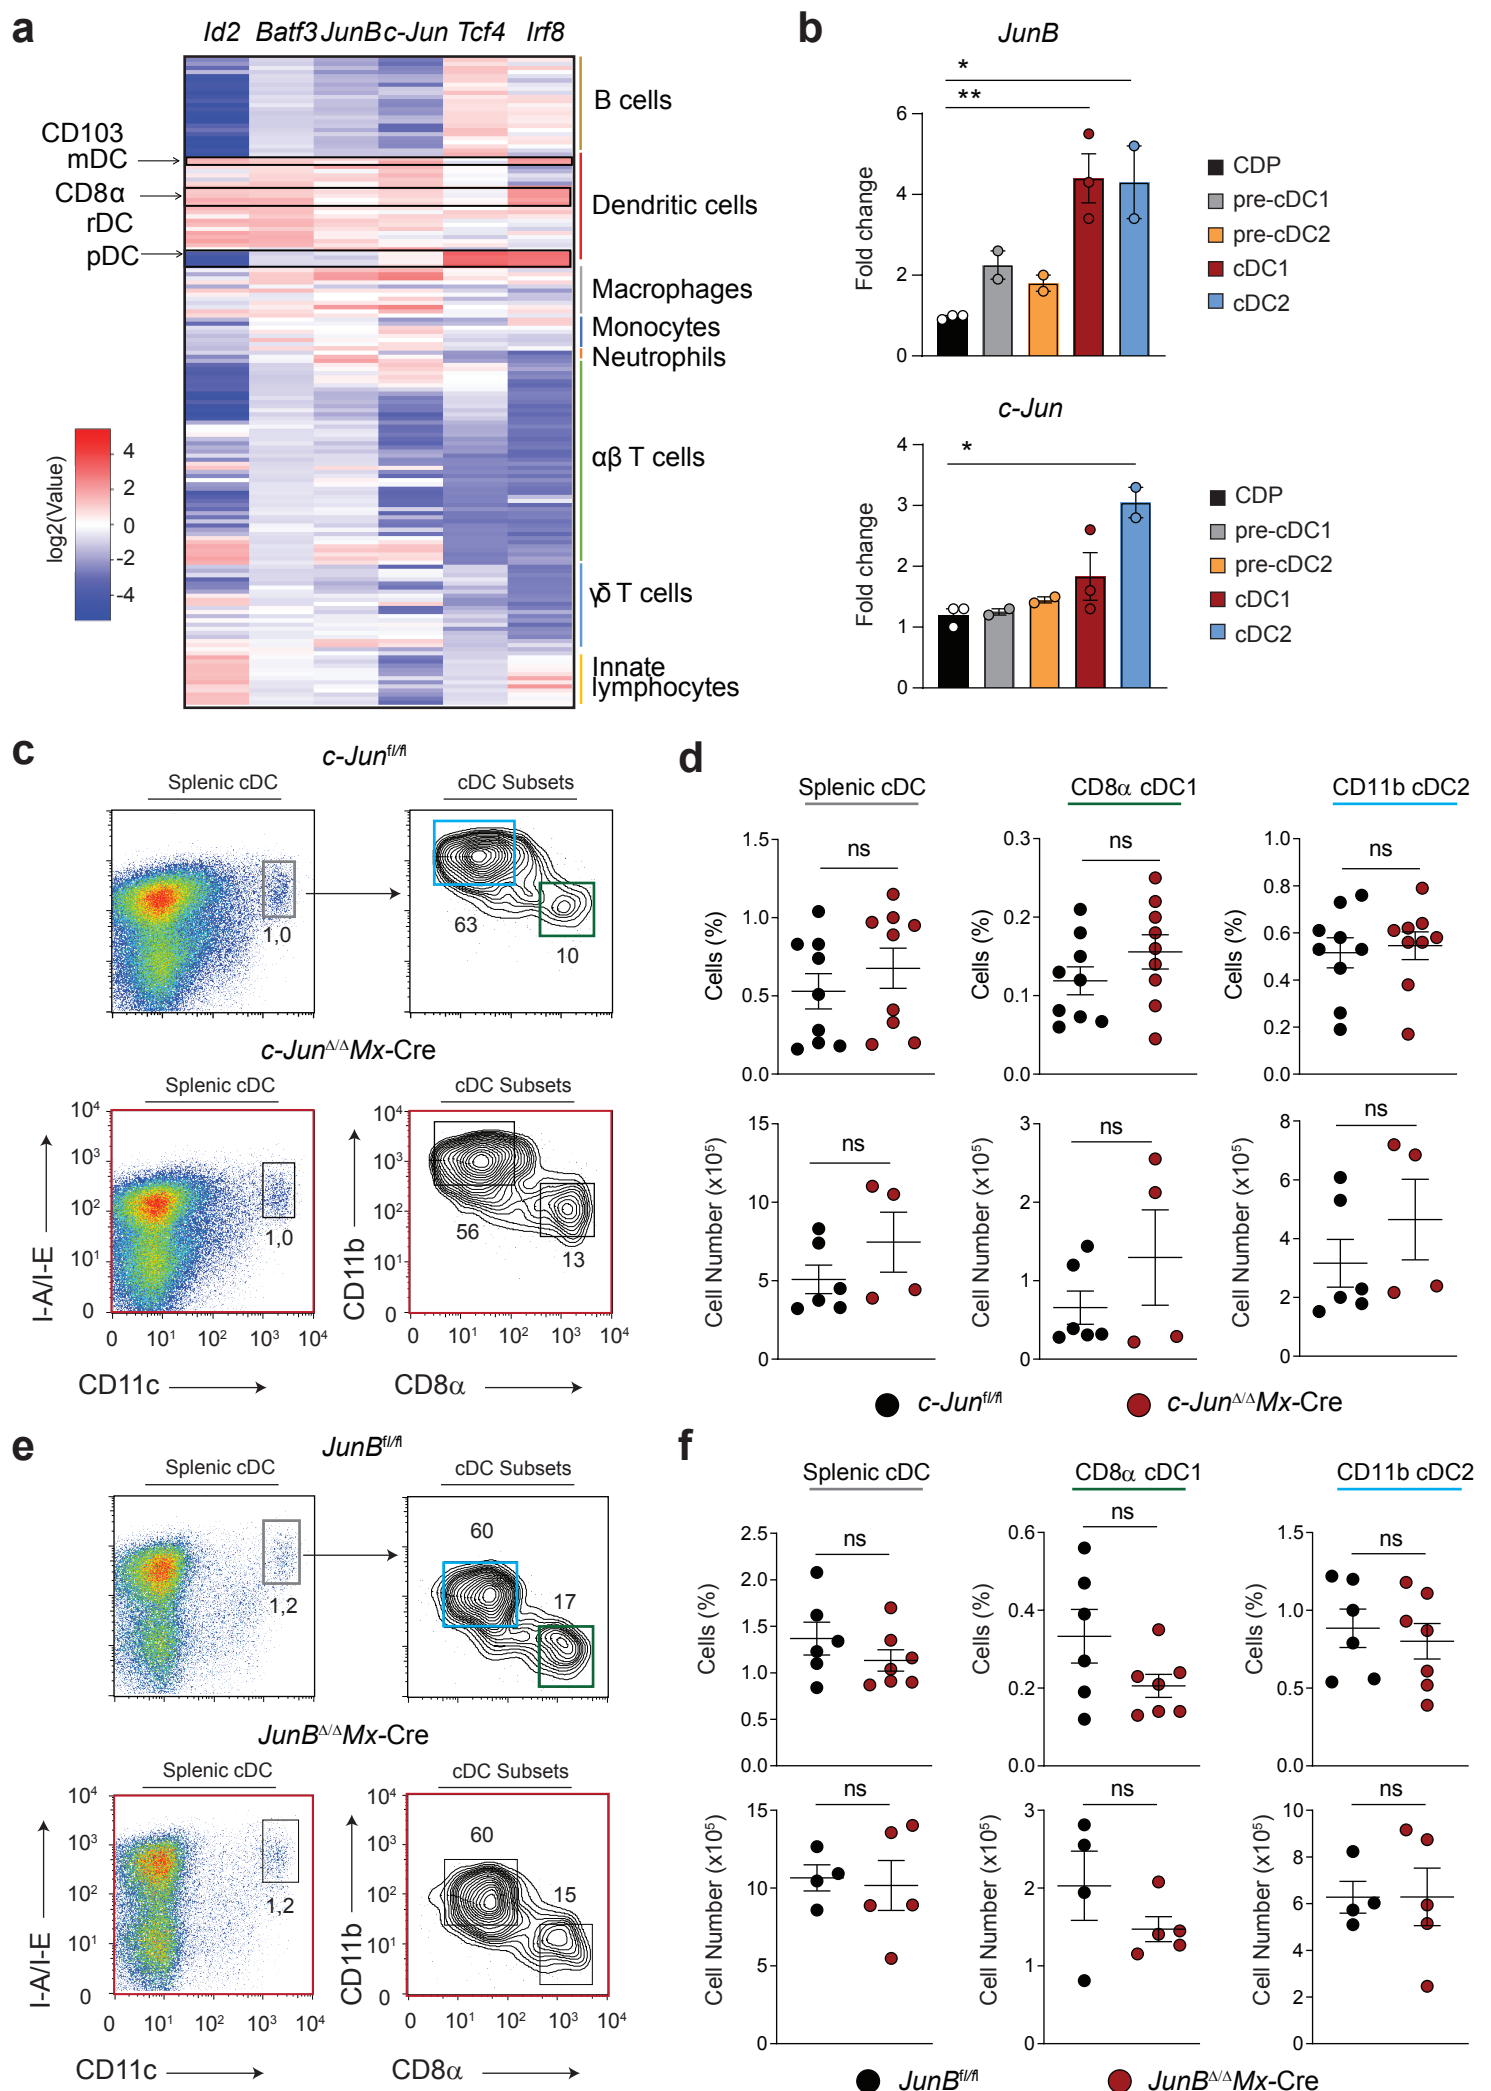

Supplementary Fig. 1

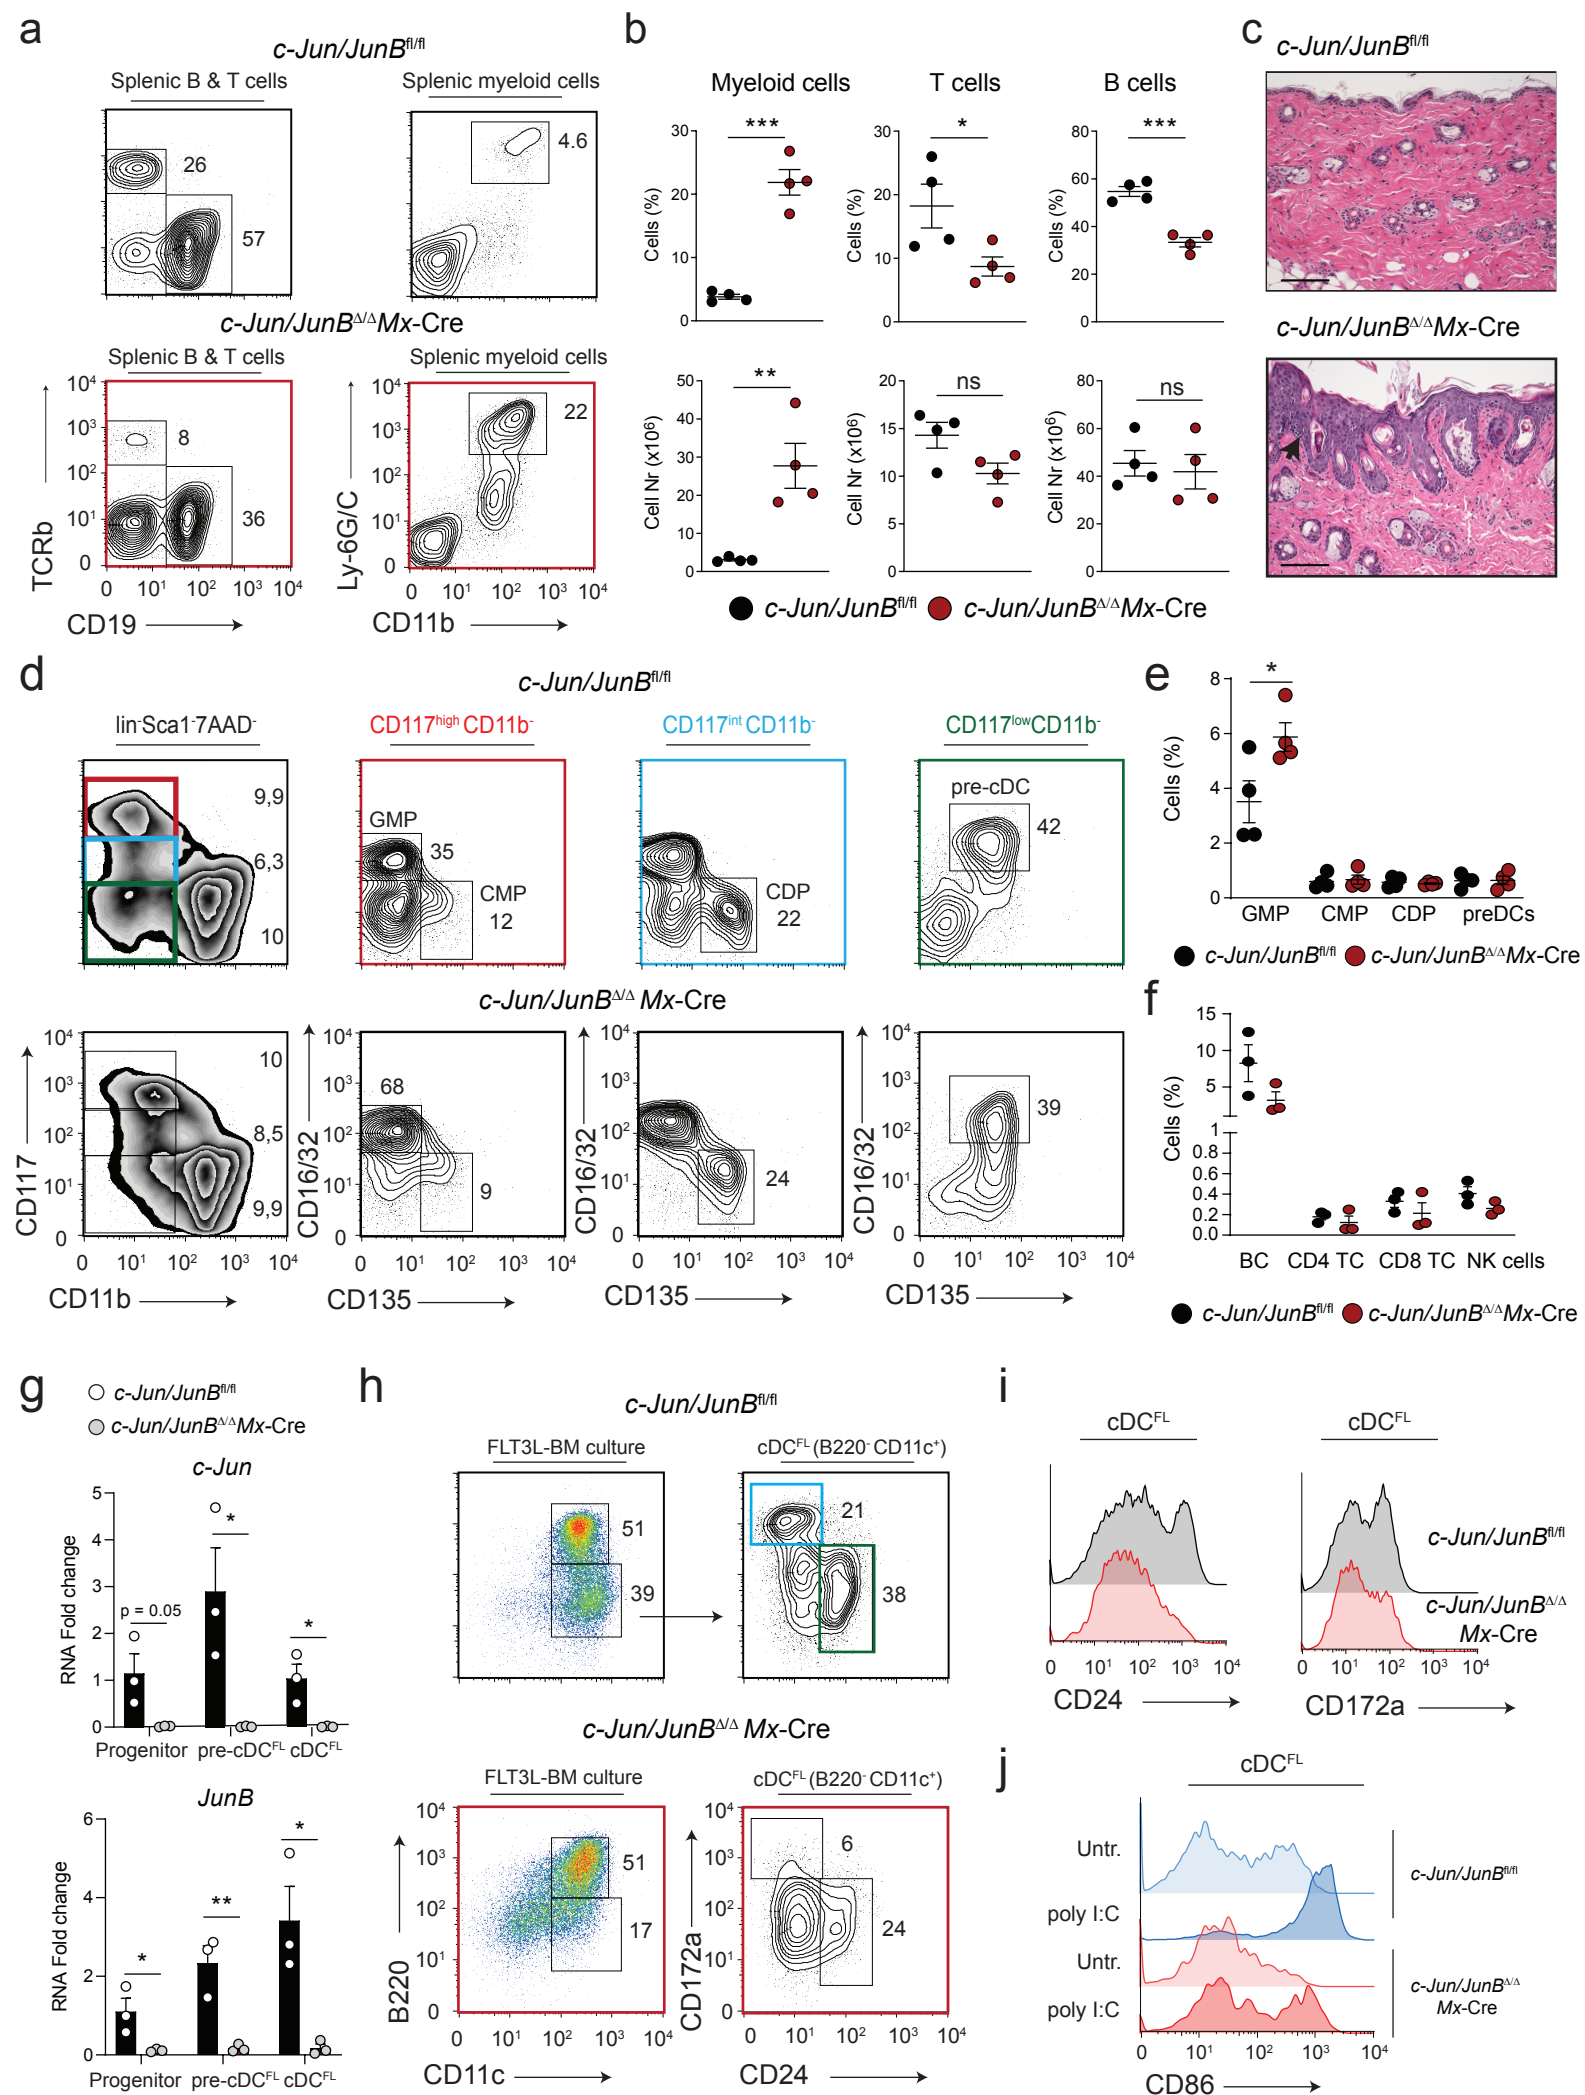

Supplementary Fig. 2

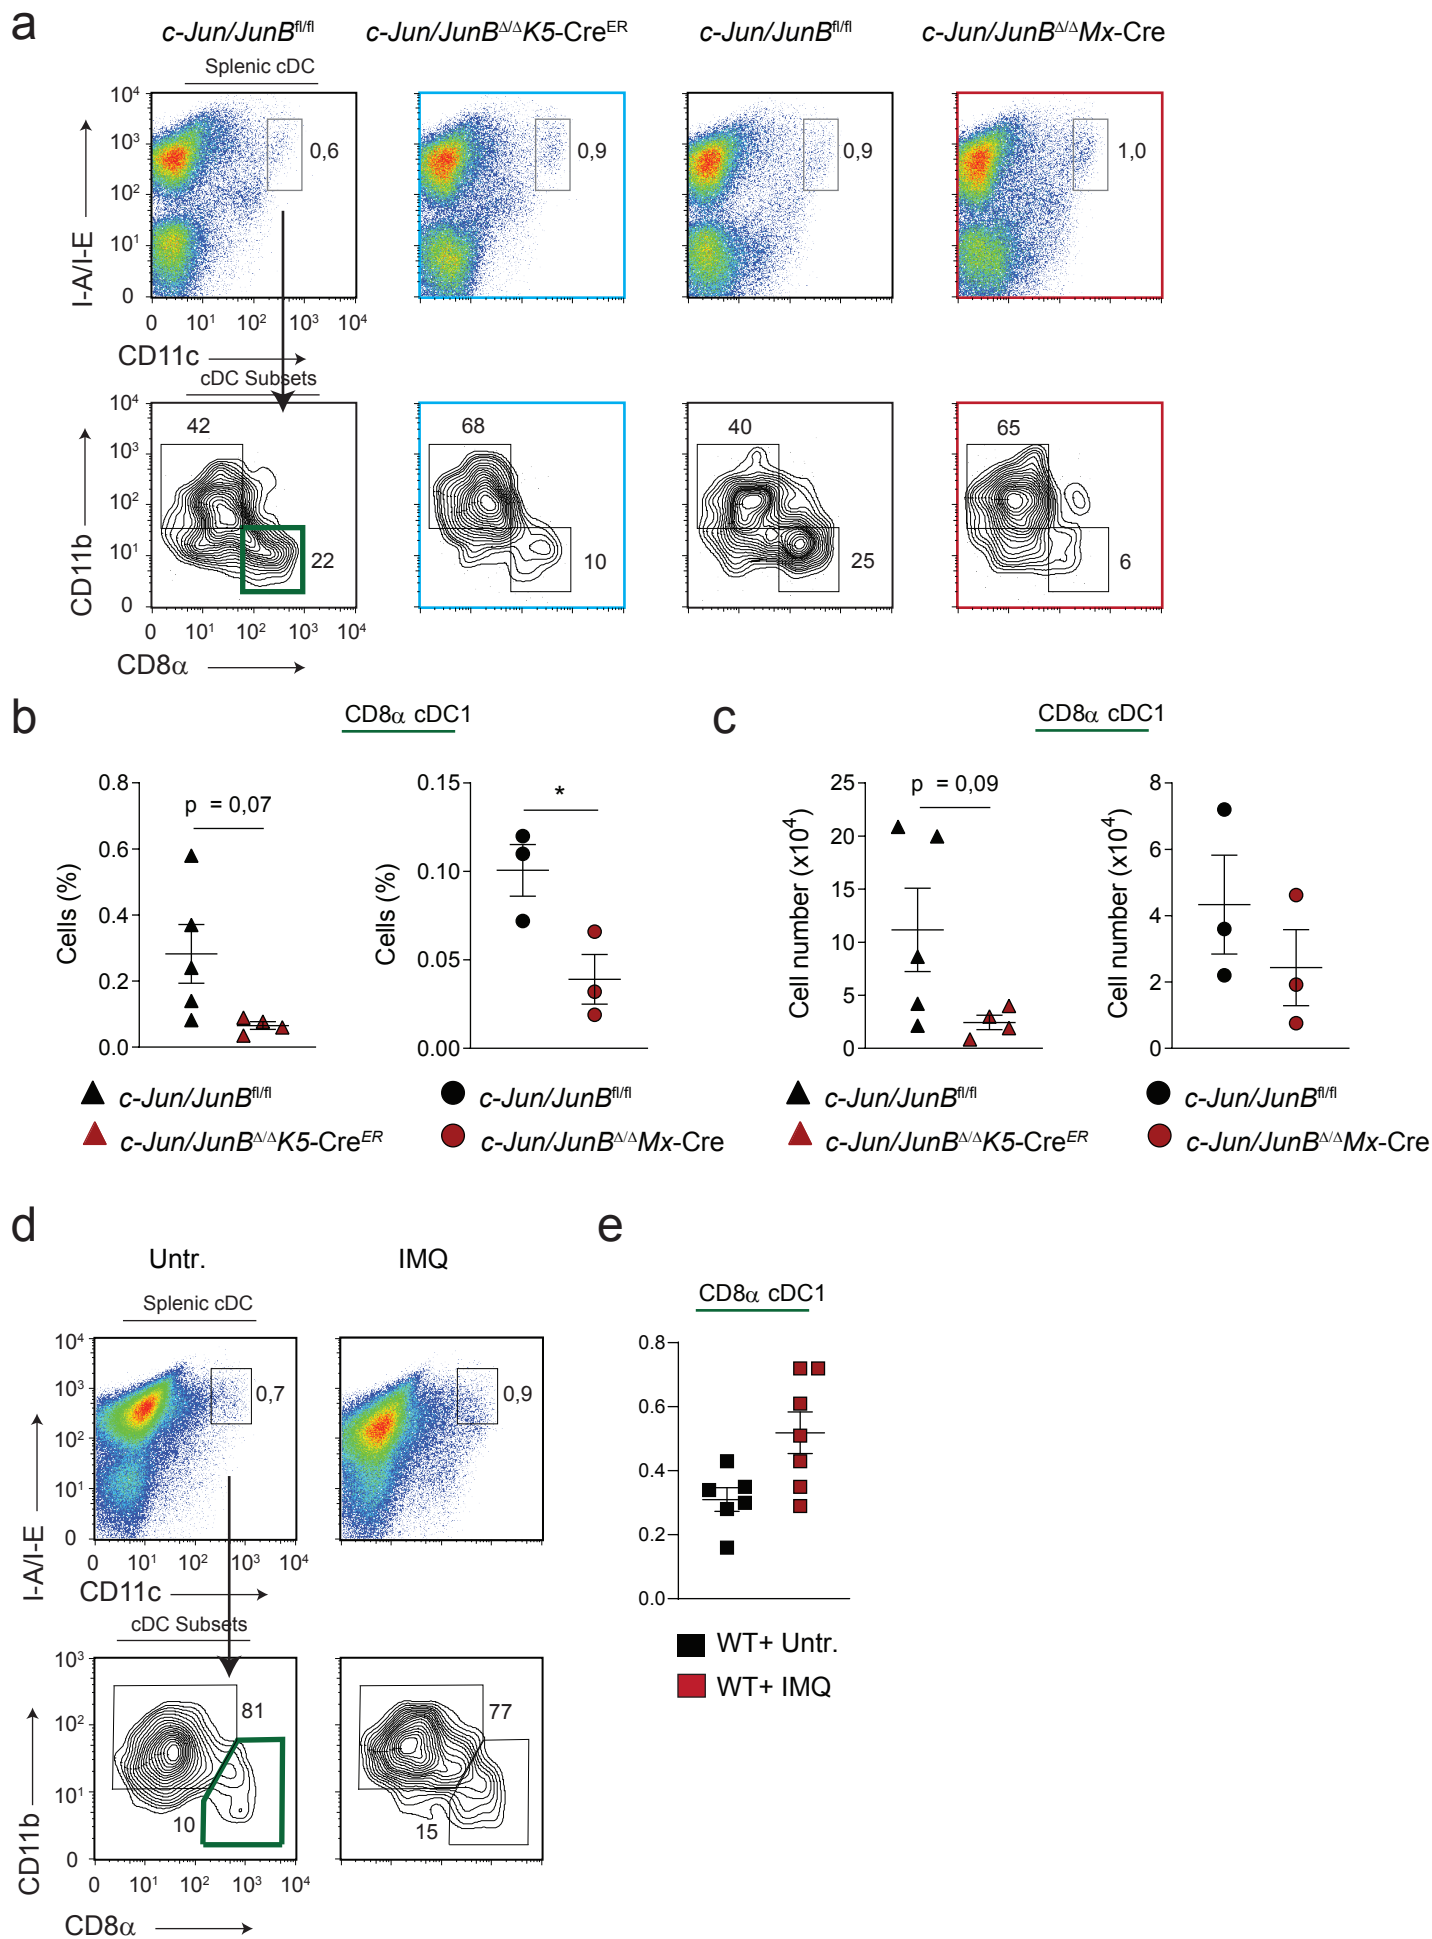

Supplementary Fig. 3

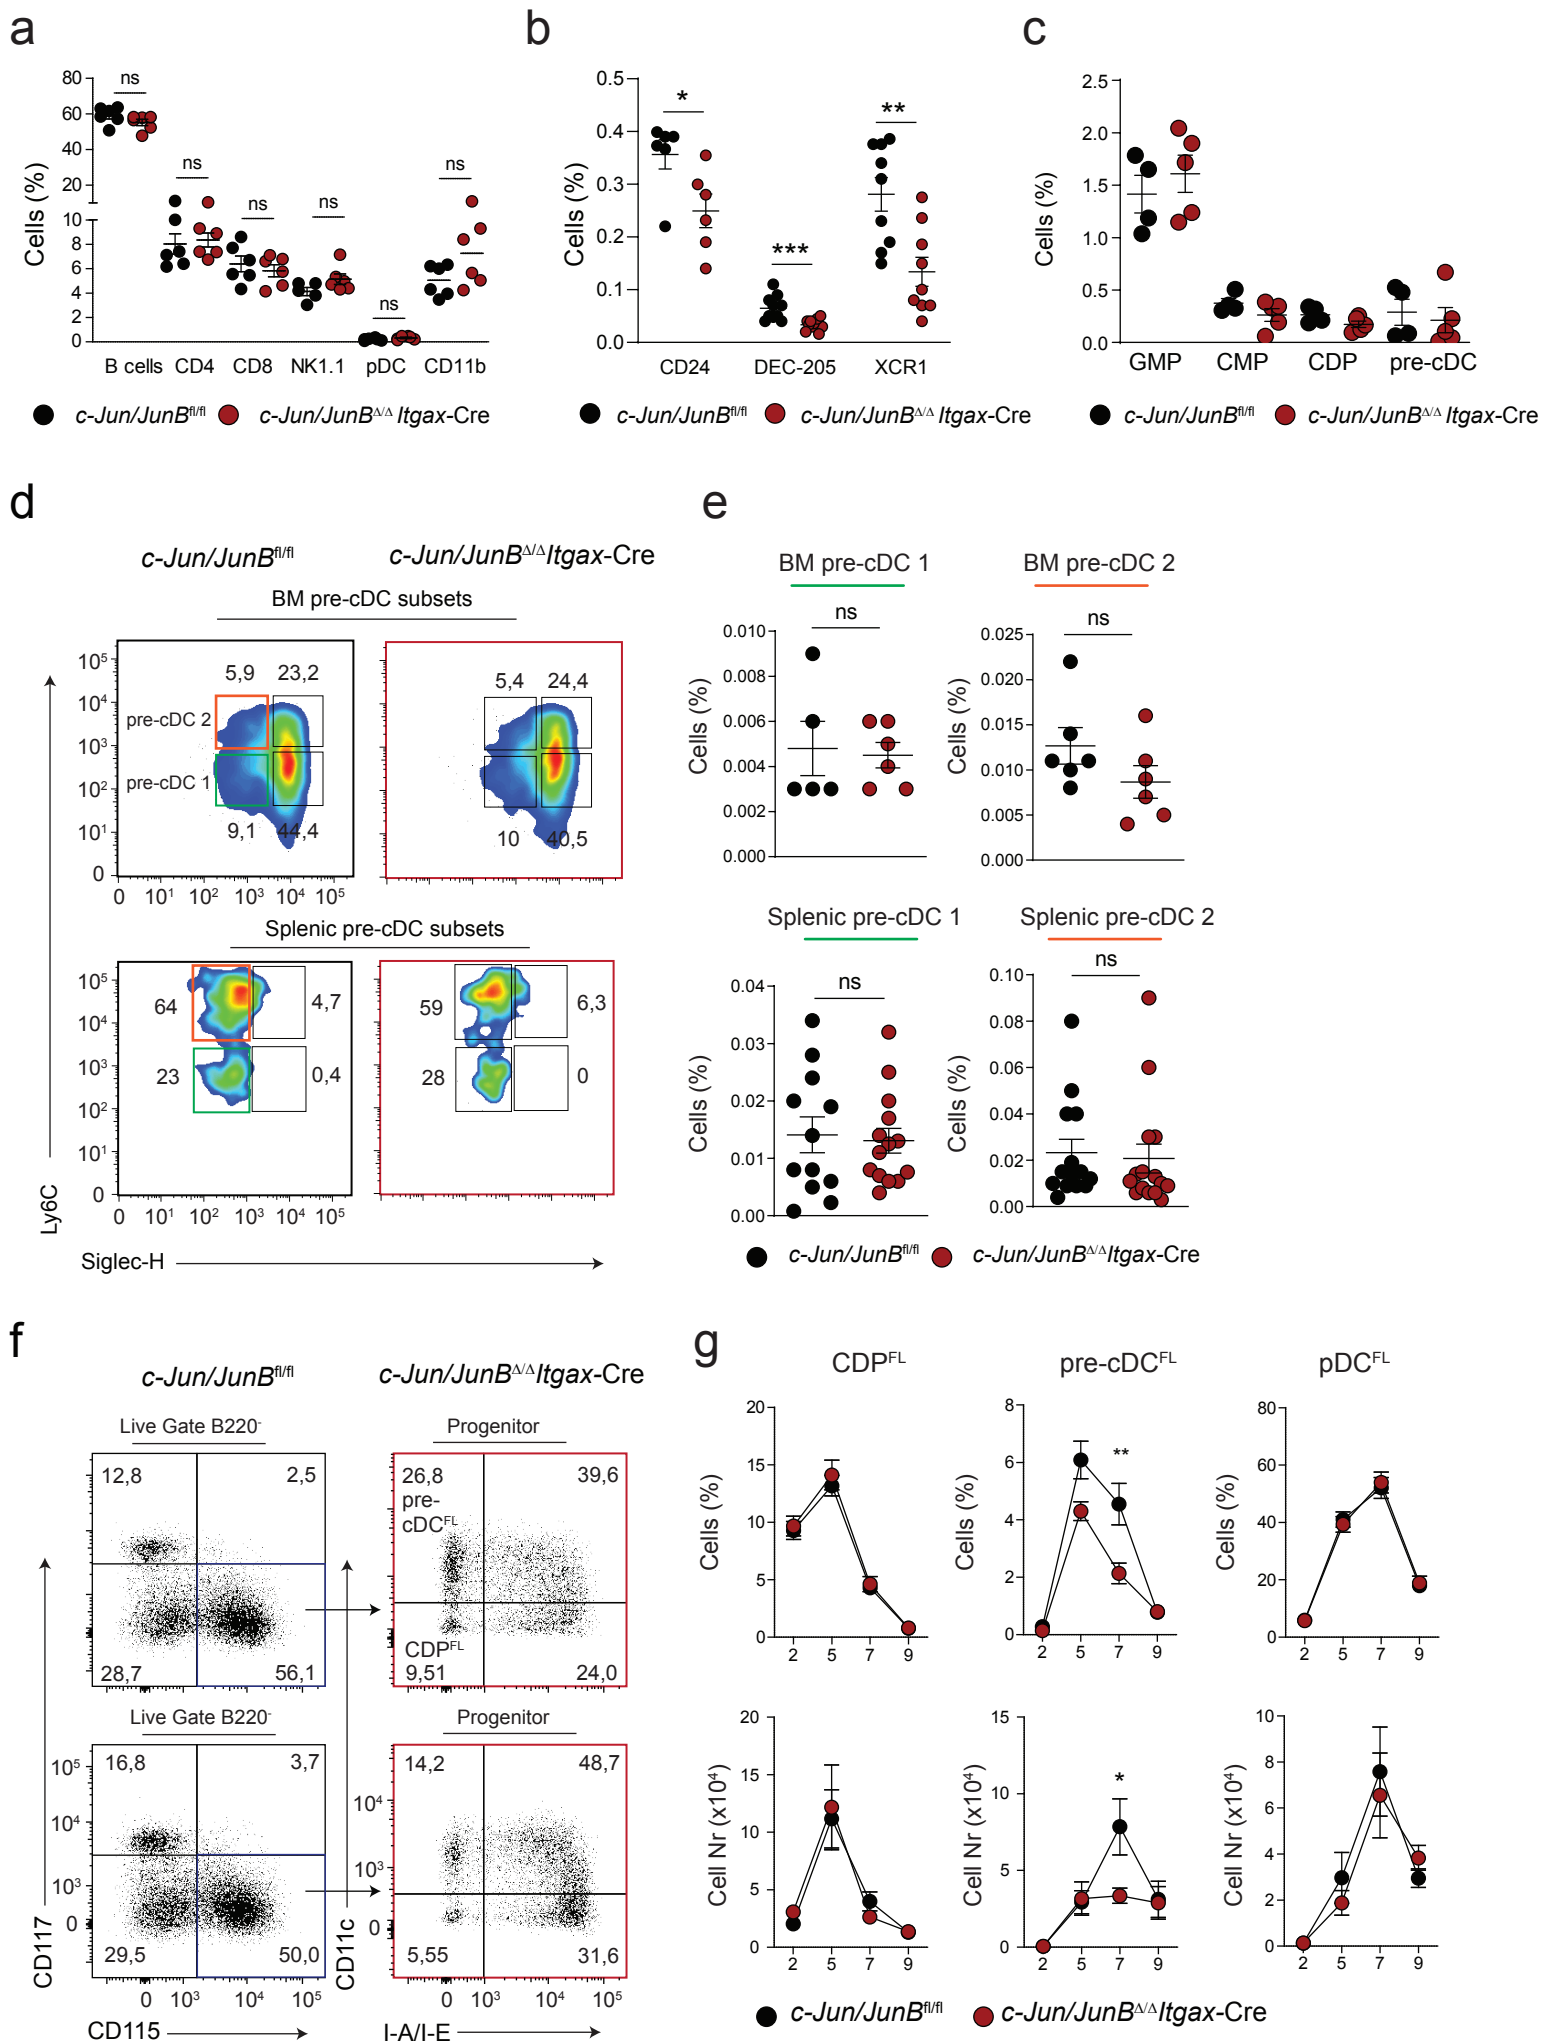

Supplementary Fig. 4

a

## LUNG

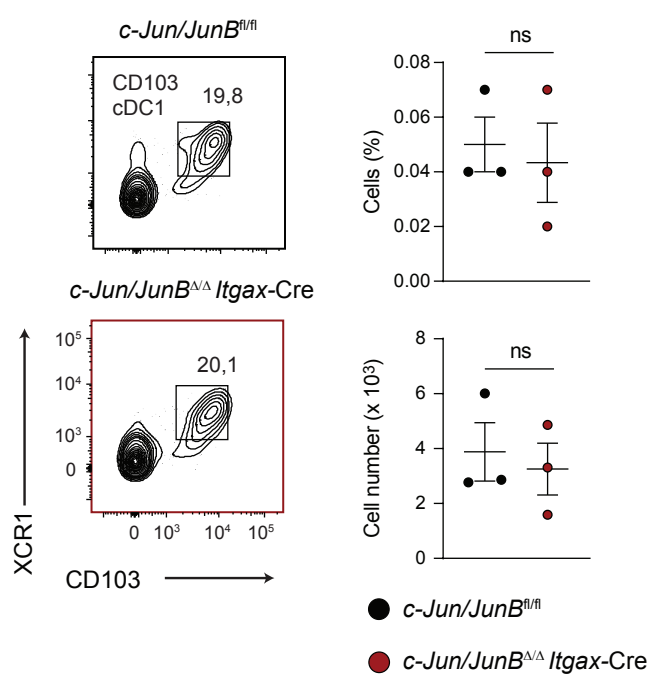

b

## COLON

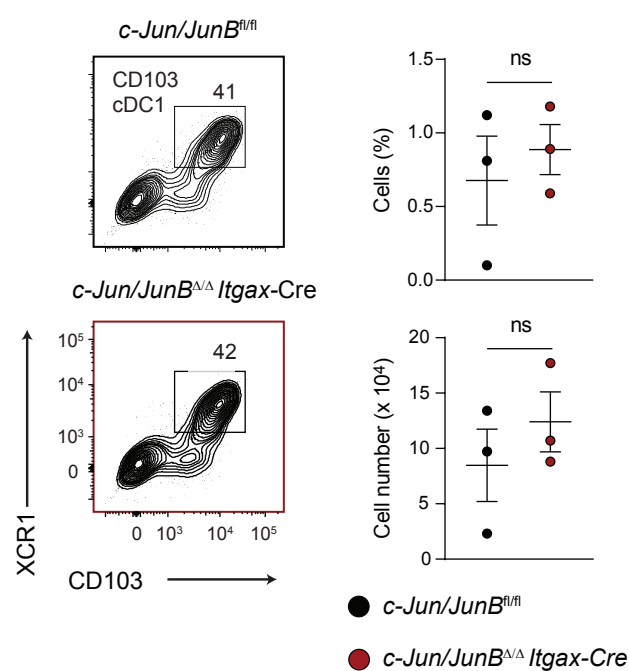

c

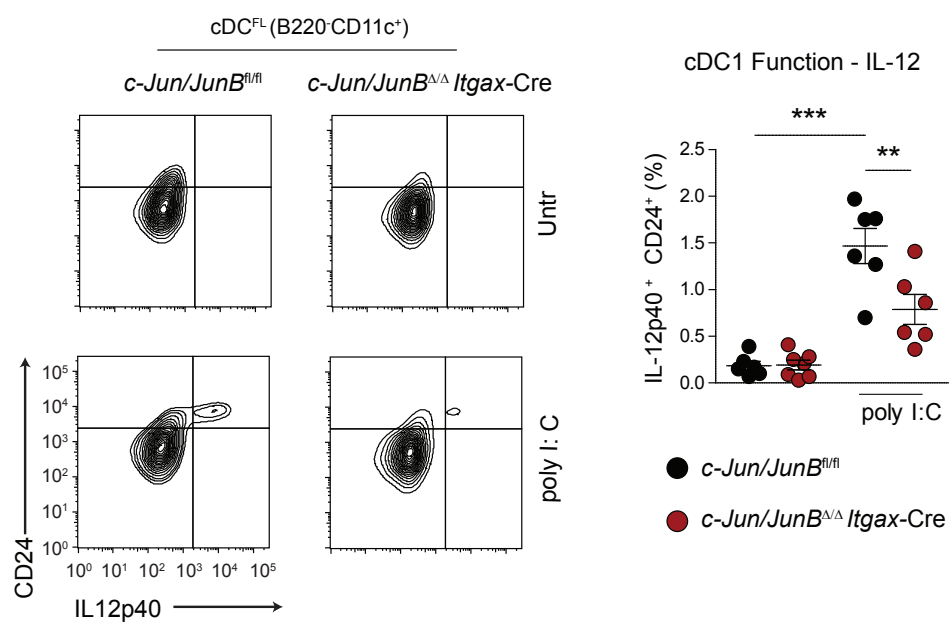

d

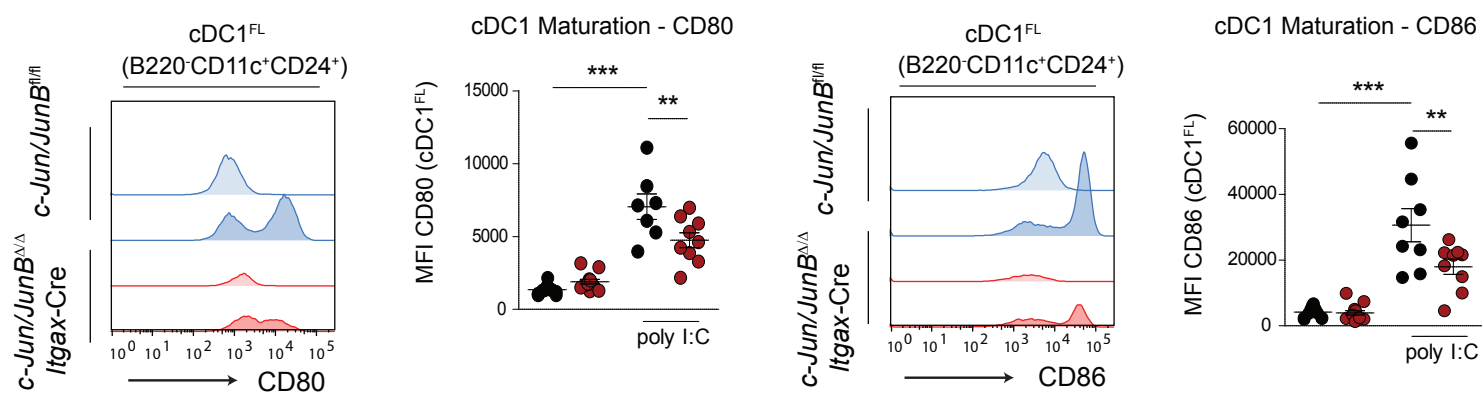

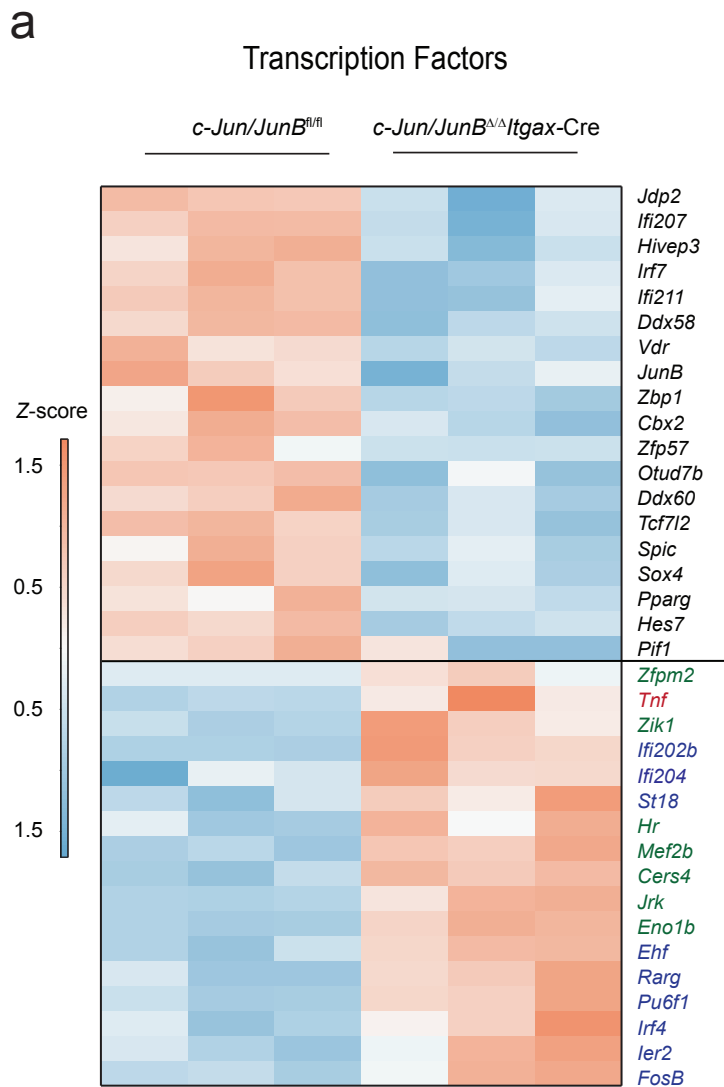

Color code (DC subset with highest rel. expression):

Red >> cDC1      Blue >> cDC2      Green >> pDC

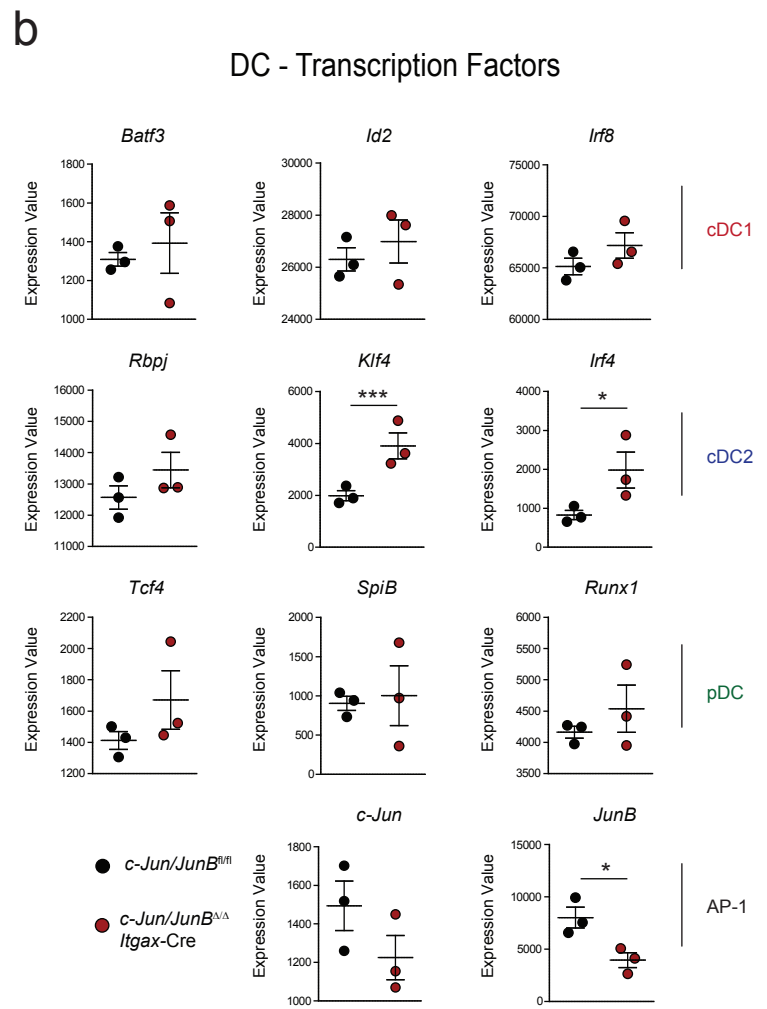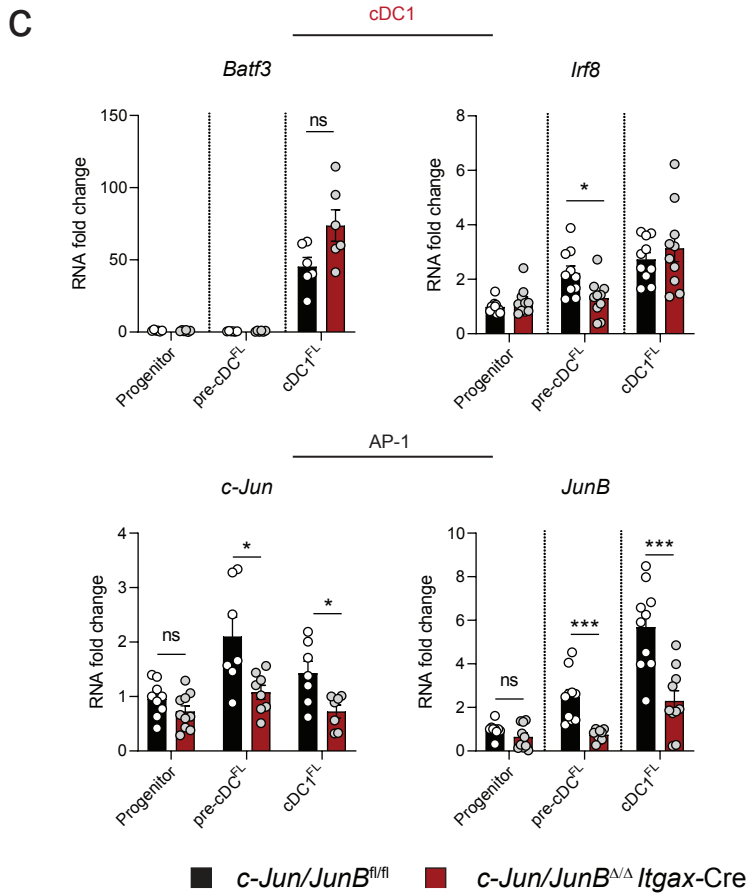

Supplementary Fig. 6

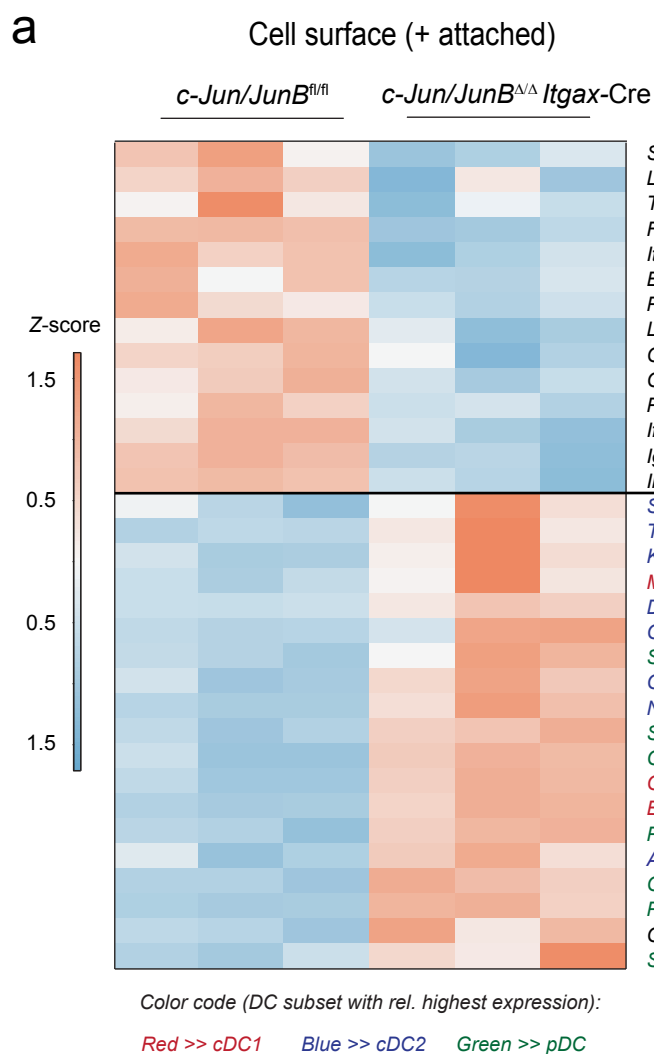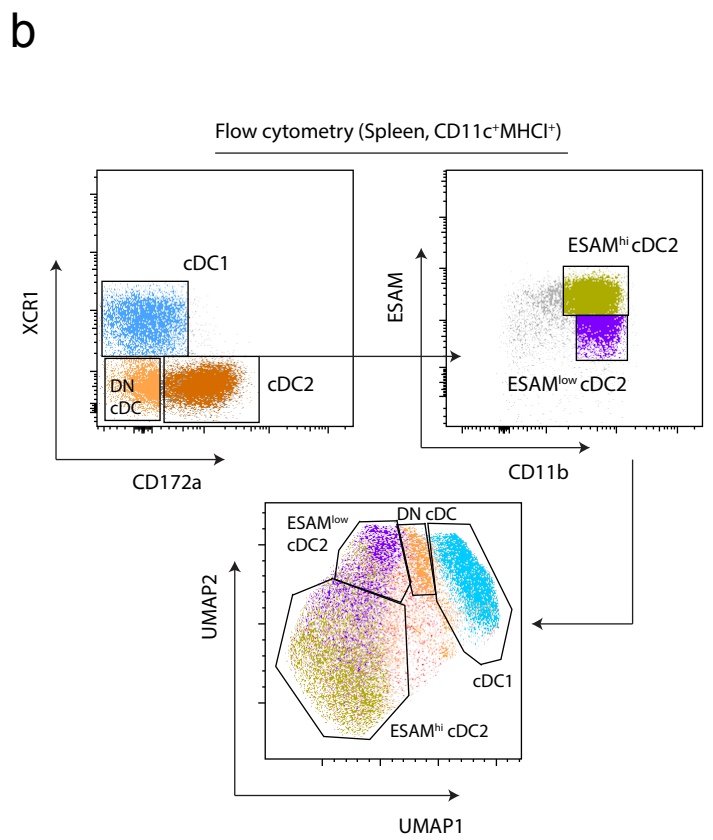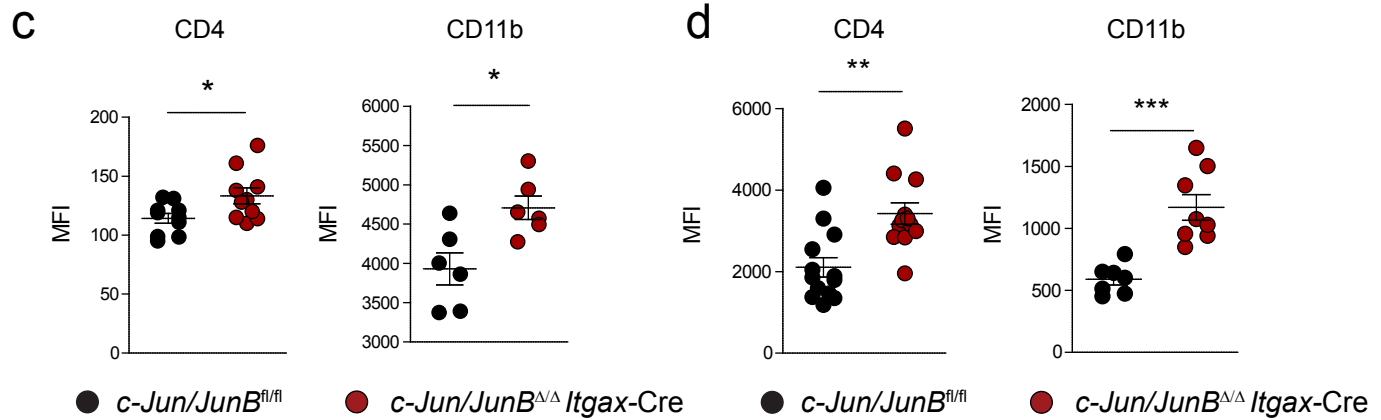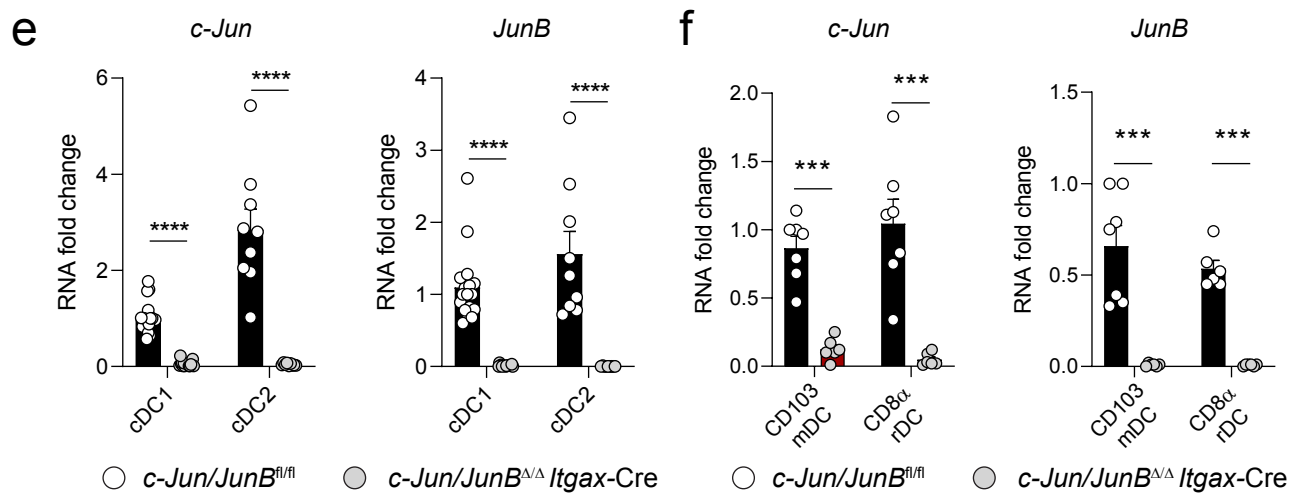

Supplementary Fig. 7

# Supplementary material for: The AP-1 transcription factors c-Jun and JunB are essential for CD8α conventional dendritic cell identity
**Source:** Cell Death Differ. 2021 Mar 23;28(8):2404–20. doi: 10.1038/s41418-021-00765-4
**Supplement:** Supplementary file 2 — Supplementary Table 1

## **Supplementary Table 1.** Antibodies for flow cytometry

## The following table lists the antibodies that were used in flow cytometry experiments.

| **Antibody** | **Clone** | **Company** | **Dilution** |
| --- | --- | --- | --- |
| B220 | RA3-6B2 | BioLegend | 0.25 µg/10^6^ cells |
| BST-2 | 927 | BioLegend | 0.25 µg/10^6^ cells |
| CD3ε | 145-2C11 | BioLegend | 0.25 µg/10^6^ cells |
| CD4 | GK 1.5 | BioLegend | 0.25 µg/10^6^ cells |
| CD8α | 53-6.7 | BioLegend | 0.25 µg/10^6^ cells |
| CD11b | M1/70 | BioLegend | 0.25 µg/10^6^ cells |
| CD11c | N418 | BioLegend | 0.25 µg/10^6^ cells |
| CD16/32 | 93 | BioLegend | 0.25 µg/10^6^ cells |
| CD19 | 6D5 | BioLegend | 0.25 µg/10^6^ cells |
| CD24 | M1/69 | BioLegend | 0.25 µg/10^6^ cells |
| CD45 | 30-F11 | BioLegend | 0.25 µg/10^6^ cells |
| CD64 | X54-5/7.1 | BioLegend | 0.25 µg/10^6^ cells |
| CD80 | 16-10A1 | BioLegend | 0.25 µg/10^6^ cells |
| CD86 | GL-1 | BioLegend | 0.25 µg/10^6^ cells |
| CD103 | M290 | BD Biosciences | 0.25 µg/10^6^ cells |
| CD115 | AFS98 | BioLegend | 0.25 µg/10^6^ cells |
| CD117 | 2B8 | BioLegend | 0.25 µg/10^6^ cells |
| CD135 | A2F10 | BioLegend | 0.25 µg/10^6^ cells |
| CD172a | P84 | BioLegend | 0.25 µg/10^6^ cells |
| CD205 (DEC-205) | NLDC-145 | BioLegend | 0.25 µg/10^6^ cells |
| ESAM | 1G8/ESAM | BioLegend | 0.25 µg/10^6^ cells |
| IL-12 p40 | C15.6 | BioLegend | 0.25 µg/10^6^ cells |
| IRF4 | 3E4 | eBioscience | 0.25 µg/10^6^ cells |
| IRF8 | V3GYWCH | eBioscience | 0.25 µg/10^6^ cells |
| Ly-6C | HK 1.4 | BioLegend | 0.25 µg/10^6^ cells |
| Ly-6G | 1A8 | BioLegend | 0.25 µg/10^6^ cells |
| Ly-6C/G | RB6-8C5 | BioLegend | 0.25 µg/10^6^ cells |
| MHC-II | M5/114.15.2 | BioLegend | 0.25 µg/10^6^ cells |
| NK 1.1 | PK136 | BioLegend | 0.25 µg/10^6^ cells |
| Sca-1 | D7 | BioLegend | 0.25 µg/10^6^ cells |
| Siglec-H | 551 | BioLegend | 0.25 µg/10^6^ cells |
| TCR β | H57-597 | BioLegend | 0.25 µg/10^6^ cells |
| XCR1 | ZET | BioLegend | 0.25 µg/10^6^ cells |

# Supplementary material for: The AP-1 transcription factors c-Jun and JunB are essential for CD8α conventional dendritic cell identity
**Source:** Cell Death Differ. 2021 Mar 23;28(8):2404–20. doi: 10.1038/s41418-021-00765-4
**Supplement:** Supplementary file 3 — Supplementary Table 2

## **Supplementary Table 2.** Murine RT-qPCR primers

## The following table lists primer pairs against indicated murine genes used in this study.

| **Murine Gene** | **Forward primer (5´-3´)** | **Reverse primer (5´-3´)** |
| --- | --- | --- |
| *Batf3* | GAGCCCCAAGGACGATGAC | GCTCTCGTGCTCCTCGTG |
| *c-Jun* | AAAACCTTGAAAGCGCAAAA | CGCAACCAGTCAAGTTCTCA |
| *Junb* | ATGTGCACGAAAATGGAACA | CCTGACCCGAAAAGTAGCTG |
| *Irf4* | CACAGCTCATGTGGAACCTCT | ACTCGTAGCCCCTCAGGAAA |
| *Irf8* | AACCGGCGGCAGGATG | ATTTTCCCAGATCAGCCCCG |
| *Klf4* | GACTAACCGTTGGCGTGAGG | CGGGTTGTTACTGCTGCAAG |
| *Spi-B* | TGCTCTGAACCACCATGCTT | CATGTAGAGTCAAGGCCCCC |
| *Tbp* | GGGGAGCTGTGATGTGAAGT | CCAGGAAATAATTCTGGCTCAT |
| *Tcf4* | GCAGGGATCTTGGGTCACAT | GAGACTCTGCTGGTGGCAA |

How the deposited data were processed for this re-analysis (not part of the article)

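RNA of cDC1s FL sorted from FLT3L-supplemented bone marrow cultures (80 ng/mL FLT3L, day 8) was measured in 6 libraries, with 3 of the genotype *c-Jun/JunB* fl/fl and 3 of the genotype *c-Jun/JunB*Δ/Δ*Itgax*-Cre. According to the methods, the authors aligned the reads to mm10 with STAR 2.6.1a in 2-pass mode and Gencode vM19 and deposited the counts per gene that STAR gave, in which only uniquely mapped reads enter, without normalization and without pooling of replicates. Genes that share sequence with another gene therefore lose reads, and the reads of near-identical copies depend on single mismatches. The strand column was not stated. Each file listed 54532 gene identifiers, of which 54495 were found in GENCODE release M21, the annotation used here for names, coordinates and gene classes on GRCm38. The other 37 kept their identifiers. STAR's tallies of reads outside genes stayed out of library sizes and tests. Of all reads in these tallies and on genes, 3.26 to 4.20% were unmapped, 5.33 to 5.76% mapped to several places, 8.57 to 10.3% lay on no gene, 1.81 to 1.98% were ambiguous and 79.1 to 79.7% lay on genes. The 10 most abundant genes held 8.01 to 8.82% of the reads on genes.

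Library totals ran from 21693217 to 26788296 reads on genes. A gene without reads in 3 libraries of a genotype is limited to 3 reads pooled over them, 0.0392 CPM in fl/fl and 0.0436 CPM in Δ/Δ libraries. These floors cover counting error only, as PCR copies were not told apart. Pairs of libraries were compared by a chi-square over genes, which per degree of freedom was 6.78 to 11.3 within fl/fl and 30.4 to 42.1 within Δ/Δ, so no pair differed by as little as sampling noise and all 6 libraries counted as replicates. All libraries had at most 1 read on *Xist* and reads on Y-linked genes.

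Counts were analysed with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit and glmQLFTest on genotype alone), which left 12894 genes, with Benjamini-Hochberg adjustment over them. Log2 CPM for principal components used a prior count of 2. Gene lists were tested with camera and fry of limma 3.58.1. The 8 lists with an adjusted p (OAS family, double-stranded RNA sensors, interferon-induced, carbohydrate-binding, microbial sensing, cDC1, cDC2 and pDC genes), the genotype model, the limits of a call, the alternatives and the rule for naming genes were fixed before the data were examined. Further lists described other cells and states, namely B cell, basophil and mast cell, neutrophil, monocyte and macrophage, T and NK cell, immediate early, proliferation, sex-linked, AP-1, and sort and flow marker genes. A list of mature DC genes was written later. The genes named are those the paper names for these libraries (their values in its tables had been seen), the 5 of each direction with the largest change among called genes without overlap between genotypes and with at least 1 CPM in the higher one, AP-1 genes and *Itgax*, the genes behind the sort and flow markers, sex-linked genes, called members of a list where they number 10 or fewer, and marker genes needed to weigh other cells. Genes named outside this rule are said to be so, and some results under it are not reported here.

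Alternatives were DESeq2's size factors, DESeq2 1.42.0's Wald test, limma-voom, glmTreat, no filter, a stricter filter (10 reads and a mean of 1 CPM), each library left out, a term for the replicate number, other limits for a call, predicted genes and pseudogenes left out, other inputs for principal components, and lists without the genes of Supplementary Table 3. Offsets for GC content and gene length and a covariate for the immediate early response were added after the data had been seen. Only 1 count column was deposited per library, so no other strand column was analysed. No covariate for sex was fitted, because the summed Y-linked reads varied by at most 0.18 on the log2 scale within a genotype. Neighbours of genes were counted within 1 Mb against 10000 random draws, and pseudogenes were matched to parent genes with BLAST+ 2.17.0. Genes whose symbols open with the same letters counted as the same family, and each predicted gene as its own, even where it overlapped another gene. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for these counts, exact tests and figures. The steps were tested on simulated counts of 12894 genes with 200 changed by 2 on the log2 scale, of which edgeR called 192 with 4 false calls, limma-voom 190 with 4 and DESeq2 191 with 13. Both simulated groups had the same dispersion and genes varied independently. The real Δ/Δ libraries spread more than the fl/fl libraries, so these rates need not hold for the data. The microarray data behind Supplementary Tables 4 and 5, the published gene sets and the GO annotation were not used here.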

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

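In this part, the test for a mislabelled library, that for a strain difference between the genotypes among all called genes, the tests of the parents' expression and of parent reads moved to the copies, the offsets for GC content and gene length, and the count of called genes far from the floxed genes were chosen only after the results were seen.

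Among the Δ/Δ libraries, 97 tested genes were at least 8-fold apart between the highest and the lowest library, against 3 among the fl/fl libraries (*Ngp*, *Slc15a2* and *Egr1*, named after their values were seen). The highest library had to reach 5 CPM, and 0.1 CPM was added. The paper does not report on differences between replicates. Of the 97 genes, 1 was called between genotypes, *Psca*, also named after its values were seen (6.92 on the log2 scale, edgeR adjusted p = 0.0404). Other examples picked from their values are *Spint1*, with 0.0810, 146 and 183 CPM in Δ/Δ 1, 2 and 3 and a mean of 162 CPM in fl/fl, *F2rl2*, with 60.9, 0 and 0 CPM against 67.0 CPM, and *Ifi203*, with 16.6, 12.0 and 236 CPM against 407 CPM. The tables argue against library depth as the cause, since 99 genes remained after every library was thinned to 21693217 reads and the count among fl/fl stayed at 3. They also argue against GC content and gene length, whose correction in each library left 100 genes, with a median correction of 0.02 on the log2 scale. A mislabelled library, which the values argue against as well, would lie near the other genotype over the genes called without it. On a scale from 0 (the other genotype's mean) to 1 (its own), the lowest Δ/Δ library was Δ/Δ 1 at 0.540, with 0.816 and 0.917 for Δ/Δ 2 and 3, and the fl/fl libraries were at 0.866 to 1.02. A candidate explanation that the tests left standing is a different share of mature DCs in each Δ/Δ culture. *Ccr7*, a gene of mature DCs, had 26.9, 376 and 60.8 CPM in Δ/Δ 1, 2 and 3, against 221, 151 and 160 CPM in fl/fl 1, 2 and 3. Its order was found in 27 of 37 other mature DC genes (73.0%), against 17.2% of all tested genes (exact binomial test, p = 1.29e-13, with genes that are not independent), and in 74 of the 97. All 37 had enough reads to be tested and none was one of the 97 seen before. Their median log2 fold change between genotypes was 0.08. Abundant ones seen earlier followed the same order, such as *Fscn1* with 31.8, 655 and 92.7 CPM and *Ccl22* with 11.0, 271 and 23.5 CPM in Δ/Δ 1, 2 and 3. The 23 genes in another order stay open. A strain variant that differs between the Δ/Δ mice predicts neighbours among them. Of 82 genes at least 4-fold apart in another order than *Ccr7*, 20 had a neighbour of another family within 1 Mb, against a median of 10 in random draws (permutation p = 0.0239, adjusted over 5 counts p = 0.0597), while of 148 in *Ccr7*'s order 34 had one against 32 (permutation p = 0.404). A strain variant cannot be told apart from chance here at these counts. Differences between cultures that the genotype itself brings about were not tested.

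A second signal that the paper does not discuss is in processed pseudogenes, of which 411 were tested. All 25 that were called were higher in Δ/Δ, with log2 fold changes of 1.47 to 8.97, and together they had 24.1 ± 0.746 CPM in fl/fl and 340 ± 8.38 CPM in Δ/Δ libraries (SD, n = 3). They made up 10.4% of called genes and 3.19% of tested genes (Fisher's exact test, p = 1.93e-07). The tables argue against higher expression of the parent genes as the cause, since no parent was above a log2 fold change of 0.21, and 4 of the 22 different parents were higher (*Ddx6*, *Tuba1c*, *Pabpc1* and *Gps1*, named after their values were seen). The median identity to the parent was 98.6%, the parents' median, taken once per pseudogene, was 151 CPM against 3.74 CPM for the called pseudogenes in Δ/Δ, and each of the 25 had a more abundant parent, so each copy's reads remain uncertain. GC content and gene length are argued against as well, with 25 of 25 pseudogenes still called after offsets for both. Reads of the parents cannot be told apart from expression of the copies. An allele difference that moves parent reads to the copies predicts lower parents, whose median, once per pseudogene, was −0.21, and for 20 of the 25 the parent fell by at least as many CPM as the copy gained, which stays open because most gains are small beside the parents' expression. A passenger region beside the floxed genes cannot be the whole cause, as 227 called genes lay more than 20 Mb from *Jun* and *Junb*. The sample labels give both genotypes the floxed alleles, so a region carried with these would be expected in both. The share called within 20 Mb was 12 of 387 (3.10%), against 1.82% elsewhere (Fisher's exact test, p = 0.0806), and 1 of the pseudogenes, *Rps13-ps1*, was among them. Regulation of whole regions by the deletion predicts that neighbours move together. Of 72 neighbouring pairs of called genes of different families, 19 went in opposite directions (26.4%), against a median of 50% after shuffling (permutation p = 0.0001, the smallest that 10000 draws can give). Such regulation would give this, as would linked variants near each other. Overlapping genes such as *Hpgd* and *Gm45540* counted as a pair too, which favours the same direction. A strain variant between the genotypes' mice, which were of mixed 129 Sv × C57BL/6 background, predicts more neighbours than chance among called genes, and 85 of 239 had one against a median of 75 (permutation p = 0.154, adjusted over 5 counts p = 0.192). It would also bring the largest changes to genes outside the paper's overlaps with BATF3 and IRF8. Of the protein-coding called genes, 9 of 42 with at least an 8-fold change were in Supplementary Table 4 or 5 (21.4%), against 43 of 148 with a smaller change (29.1%; Fisher's exact test, p = 0.433). Neither count separates a strain variant from the genotype, which differ together in this design.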

How the results depend on the processing

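Offsets for GC content and gene length and the immediate early score as a covariate were chosen only after the results were seen, as was the count of called genes in other splits of the libraries.

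The number of called genes depended on the setting. DESeq2's Wald test called 432 genes (245 higher, 187 lower), an adjusted p alone 500 (262 and 238), an unadjusted p with a log2 fold change of 1 594 (316 and 278), and a log2 fold change of 0.5 with an adjusted p 391 (205 and 186). glmTreat, which tests against that change itself, called 65 (40 and 25). Without a filter, which brought 23037 genes into the test, 356 were called, 201 of them higher and 155 lower. Without single libraries, the counts ran from 74 to 579, for higher genes from 41 to 246 and for lower genes from 33 to 333. The 74 were found without fl/fl 1 and the 579 without Δ/Δ 1. Without fl/fl 2 and 3 there were 80 and 154, and without Δ/Δ 2 and 3 370 and 192. The smaller counts of the fits without a fl/fl library come with 1 library fewer in the genotype of smaller spread. The cause of the larger count without Δ/Δ 1 was not tested. Within 1.5 times of 240 stayed DESeq2's size factors (245), no filter (356), the stricter filter (221 of 11593 tested genes), the fit without Δ/Δ 3 (192), the replicate block (207), limma-voom (245), predicted genes and pseudogenes left out (189), the offsets (244) and the covariate (276). Of the 240 genes, 74, 77 and 142 were called without fl/fl 1, 2 and 3, 232, 214 and 163 without Δ/Δ 1, 2 and 3, 221 by limma-voom, 237 with the offsets and 201 of the 276 called with the covariate.

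The replicate numbers did not pair the libraries, with correlations of 0.0910, −0.148 and 0.200 between the deviations of same-numbered libraries. A replicate block gave 207 called genes, 189 of them among the 240. With the block the pDC genes had a median of 0.0386 (limma's camera, adjusted p = 0.0466) and *Spib* a log2 fold change of −0.0707.

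Medians of the OAS family, double-stranded RNA sensors and interferon-induced genes kept their direction and passed the threshold under every alternative run, apart from camera with a correlation estimated from the libraries, which no list passed. The OAS family has no value without the genes of Supplementary Table 3, which leave 1 member, and the lists have none under DESeq2's test. The carbohydrate-binding, cDC1 and cDC2 genes passed camera and not fry (medians 0.319, −0.0866 and 0.577, adjusted p = 0.107 each, a rotation test of limma), where the correlation between genes is taken from the data. Leaving out the genes of Supplementary Table 3 gave 0.154 for carbohydrate-binding genes (camera, limma, adjusted p = 0.722) and −0.0465 for cDC1 genes (camera, limma, adjusted p = 0.0586), which removes the largest changes by construction. The cDC1 median ran from −0.230 to 0.0475 over the libraries left out, the last without Δ/Δ 1 (camera, limma, adjusted p = 0.119). Over libraries left out, the carbohydrate-binding median ran from 0.194 to 0.454, that of the cDC2 genes from 0.366 to 0.791 and that of the sensors from −0.333 to −0.186, and the sensors were at −0.394 without a filter. The covariate gave 0.129 for carbohydrate-binding and 0.172 for cDC2 genes. With the replicate block and limma-voom the microbial sensing genes were at 0.0155 and 0.0166. They passed the threshold without a filter at 0.137 (camera, limma, adjusted p = 0.0123) and ran from 0.0522 to 0.154 over libraries left out, past it without fl/fl 2, fl/fl 3 and Δ/Δ 1. The pDC genes ran from 0.00580 to 0.195, past the threshold at the last, without Δ/Δ 1 (camera, limma, adjusted p = 0.0178). With the immediate early score as a covariate they turned to −0.0274. The cause was not tested for any of these moves. All genes of Supplementary Tables 4 and 5 that were tested kept their direction in every setting run. The share of the component that separates genotypes was 34.3 to 59.9% over all inputs.

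Of 1336 values of named genes under the alternatives fixed at the start, 1107 kept their direction and their side of the threshold, 140 fell short of it, 82 newly passed it and 7 reversed. Over libraries left out, *Eif2s3y* ran from −0.20 to 0.0590 (positive without fl/fl 2, 0.01, and Δ/Δ 3), *Cd8a* from −0.31 (without Δ/Δ 2) to 0.57, *Spib* from −0.44 (without Δ/Δ 2) to 0.55 and *Batf3* from −0.0210 (without Δ/Δ 3) to 0.24. *Spib* was at −0.13 by limma-voom. The adjusted p of these 4 genes was at least 0.0947 in every fit (edgeR, DESeq2 or limma-voom). With the covariate, *Batf3* (−0.10), *Cd8a* (−0.40), *Id2* (−0.0210), *Runx1* (−0.00408) and *Spib* (−0.85) reversed, 8 of 112 named genes fell short of the threshold and 9 newly passed it. The offsets changed 1, *Wdfy4*, which passed. The cause was not tested for these reversals.

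The libraries were also split in all 10 ways of 3 against 3, a test that cannot give a share under 0.1 and by itself cannot exclude chance for these results. Of the 10 splits, 1, the real one, reached its count of called genes, of higher genes and of lower genes. Likewise 1 split reached the camera result of the OAS family, of the double-stranded RNA sensors and of the interferon-induced genes, 2 that of the carbohydrate-binding genes and of the cDC2 genes, 4 that of the microbial sensing genes and of the cDC1 genes, and 6 that of the pDC genes. Depth limits genes near the floors of 0.0392 and 0.0436 CPM, where a difference is not detectable.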

Differences from the paper's values

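In this part, the offsets for GC content and gene length and the immediate early covariate were chosen only after the results were seen. The paper reports 432 DEGs, which Supplementary Table 3 lists as 245 higher and 187 lower, and 240 genes were called here, 128 higher and 112 lower. Of the alternatives set before the data were examined, 7 of 17 gave a total within 1.5 times of the paper's 432. These were DESeq2's Wald test (432), no filter on low counts (356), without Δ/Δ 1 (579), without Δ/Δ 2 (370), an adjusted p alone (500), an unadjusted p with a log2 fold change of 1 (594) and an adjusted p with a log2 fold change of 0.5 (391). The other 10 did not, namely DESeq2's size factors (245), the stricter filter (221), without fl/fl 1, 2 or 3 (74, 80 and 154), without Δ/Δ 3 (192), the replicate block (207), limma-voom (245), glmTreat (65) and predicted genes and pseudogenes left out (189). For the paper's 245 higher genes, the settings within 1.5 times were DESeq2's Wald test (245), no filter (201), without Δ/Δ 1 (246), an adjusted p alone (262), the unadjusted p (316) and the lower fold change (205). Outside were the size factors (132), the stricter filter (117), without fl/fl 1, 2 or 3 (41, 43 and 87), without Δ/Δ 2 or 3 (151 and 99), the block (117), limma-voom (121), glmTreat (40) and predicted genes and pseudogenes left out (92). For the paper's 187 lower genes, those within were DESeq2's Wald test (187), no filter (155), without Δ/Δ 2 (219), an adjusted p alone (238), the unadjusted p (278) and the lower fold change (186). Outside were the size factors (113), the stricter filter (104), without fl/fl 1, 2 or 3 (33, 37 and 67), without Δ/Δ 1 or 3 (333 and 93), the block (90), limma-voom (124), glmTreat (25) and predicted genes and pseudogenes left out (97). The immediate early covariate, chosen after seeing the values, called 151 lower genes, within 1.5 times of the paper's count, and dropped 39 of the called genes of Supplementary Table 3. The paper's methods name DESeq2, in version 1.20.0, and with version 1.42.0 of DESeq2 430 of the 432 called genes had the symbol of a gene in Supplementary Table 3.

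Of the genes in Supplementary Table 3, 241 were past an adjusted p of 0.05 by edgeR. Among genes the paper names as changed, *Irf4* (edgeR adjusted p = 0.0699) and *Wdfy4* (edgeR adjusted p = 0.0876) were not past it, though both changed in the paper's direction. *Irf4* passed by DESeq2 (adjusted p = 0.0237), without a filter (adjusted p = 0.0152), without Δ/Δ 1 (adjusted p = 0.0150) and with the replicate block (adjusted p = 0.00951), in a range of 0.00951 to 0.270 over all alternatives to the edgeR test. *Wdfy4* passed by DESeq2 (adjusted p = 0.0255), and in edgeR with the GC and length offsets (adjusted p = 0.0423) and the immediate early covariate (adjusted p = 0.0425), both chosen after seeing the values, of which the offsets dropped 0 and the covariate 27 of the 241 genes. The other 4 cDC1-specific genes of Fig. 5d besides *Xcr1* and *Wdfy4* were past the adjusted p here. *Junb*, *Sh3pxd2b*, *Ocstamp* and *Ddx60* were not past it by edgeR, and all 4 were by DESeq2 (adjusted p = 0.0200, 8.54e-06, 0.00934 and 0.00129) and by edgeR without a filter. *Junb* and *Ocstamp* also passed without Δ/Δ 1, *Sh3pxd2b*, *Ocstamp* and *Ddx60* without Δ/Δ 2 and by limma-voom, and *Junb* and *Ddx60* with the replicate block. *Junb* (edgeR adjusted p = 0.00577) and *Sh3pxd2b* (edgeR adjusted p = 0.0408) passed with the immediate early covariate as well, chosen after seeing the values, which dropped 27 of the 241 genes. Of the 34 tested TFs of Supplementary Fig. 6a, 16 were past it by edgeR, 34 by DESeq2, 29 without a filter, 26 without Δ/Δ 1, 24 without Δ/Δ 2, 19 by limma-voom, and 17 each with the stricter filter and DESeq2's size factors. The covariate, chosen after seeing the values, also gave 17 and dropped 27 of the 241 genes. Of 26 genes, 41 log2 fold changes could be set against Supplementary Tables 4 and 5. Those of genes with reads in both genotypes did not differ by more than their errors, with a largest difference of 0.08. *Cltrn*, at −8.32 in both tables, had no Δ/Δ read and is bounded here at −5.89 or below. The share of variance of the separating component, about 54% in Fig. 5b, read by eye, was 48.2% here.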

Other observations

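The test of cDC2s in the sorted cells, the immediate early covariate and both tests of neighbouring genes with at least an 8-fold change were chosen only after the results were seen.

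Genes called with at least an 8-fold change, 48 higher and 21 lower, lay beside one another more often than chance gives. Of these 69 genes, 18 had another one of another family within 1 Mb, against a median of 8 in random draws (permutation p = 0.00590, adjusted over 5 counts p = 0.0295). Families were told apart by the opening letters of symbols, with each predicted gene its own. *Gm45540*, which lies inside *Hpgd*, therefore counted as such a neighbour. Of the 170 called genes with smaller changes, 51 had one against 41 (permutation test, adjusted p = 0.168). The first count is what a strain variant that differs between the genotypes' mice predicts, since variants from one parental strain come in linked stretches. Regulation of whole regions by the deletion predicts few pairs of opposite direction, and 1 of 10 was opposite against a median of 4 after shuffling (permutation p = 0.0289). The overlapping *Hpgd* and *Gm45540* are among these 10 pairs and were both lower. A strain variant and regulation of whole regions both remain candidate explanations, and genotypes of the mice outside the floxed genes were not analysed here. Stretches of called genes with any size of change were picked after the values were seen. A stretch of chromosome 8 (3743397 to 4531680) holds *Cd209a*, *Cd209e*, *Cd209c*, *Lrrc8e* and *Cers4*, all 5 called higher. Another of chromosome 1 (173519717 to 174054752) holds *Ifi214*, *Ifi207*, *Ifi211*, *Ifi202b*, *Olfr433* and *Olfr432*, 4 called higher and 2 lower. Both include paralogs and genes under an 8-fold change, such as *Cd209a*, *Cd209c*, *Cers4*, *Ifi207* and *Ifi211* (log2 fold changes 2.25, 2.82, 2.11, −1.27 and −1.95). They are therefore not examples of the count of 18.

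The higher cDC2 and pDC genes in Δ/Δ libraries may come from other cells in the sort. cDC2s would bring all their abundant transcripts, but abundance was ranked here in the sorted cDC1s^FL and not in cDC2s. Of the 10 cDC2 genes that ranked highest, 8 were higher, with a median log2 fold change of 0.68. *Ccr2* (0.96) and *Cd209a* (2.25) were among them, *Notch2* (−0.06) and *Cfp* (−0.20) were not, and *Sirpa*, the gene of the CD172a used to exclude cDC2s, was at −0.21 (edgeR adjusted p = 0.430). Several of these genes are expressed by fl/fl cDC1s FL as well, such as *Notch2* with 861 CPM and *Rbpj* with 523 CPM, which would hide a small share of cDC2s. cDC2s in the sorted cells therefore cannot be told apart from a change within cDC1s. For pDCs, the median of the 10 pDC genes most abundant in these same libraries was 0.19, with 8 of 10 higher and *Ly6a* (−1.91) and *Bst2* (−0.41) lower. Because *Bst2* and *Ly6a* also respond to interferon, pDCs in the sorted cells remain open too. A general loss of sort purity would raise other cells' markers alike. The medians of 5 marker lists ranged over 1.33, from −0.97 for 6 neutrophil genes (camera of limma, unadjusted p = 0.385) to 0.36 for 6 basophil and mast cell genes (camera of limma, unadjusted p = 0.752), with 0.21 for 13 B cell genes (camera of limma, unadjusted p = 0.547), −0.02 for 4 T and NK cell genes (camera of limma, unadjusted p = 0.872) and −0.18 for 13 monocyte and macrophage genes (camera of limma, unadjusted p = 0.525, in the direction opposite to the median). Most of these genes were under 10 CPM, with none at 10 CPM in the neutrophil and T and NK cell lists. The median expression of a list lay between 0.926 CPM (basophil and mast cell) and 6.46 CPM (B cell). No list had an unadjusted p under 0.05 by camera, so this range excludes little.

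*Jun* fell by only 0.29 on the log2 scale in Δ/Δ libraries. An immediate early response of different strength in each library could hide a larger fall, since *Jun* belongs to such genes. Its score, the mean log2 CPM of 20 immediate early genes that are neither AP-1 genes nor named by the paper, was 4.35, 4.14 and 4.75 in fl/fl 1, 2 and 3 and 4.10, 5.60 and 5.28 in Δ/Δ 1, 2 and 3. With the score as a covariate the change of *Jun* was −0.32 (standard error 0.17, edgeR adjusted p = 0.382), which argues against this response as the cause. *Junb* moved to −1.39 (standard error 0.15, edgeR adjusted p = 0.00577), *Irf4* to 0.94 (edgeR adjusted p = 0.111) and *Klf4* to 0.91 (edgeR adjusted p = 0.0520). Whether the remaining *Jun* reads come from undeleted cells or from transcripts of the floxed locus was not tested. The paper reports deletion of *Jun* and *Junb* by quantitative RT-PCR in cDC1 sorted from spleen and lymph nodes. It also measured both transcripts that way in cDC1s^FL, and those values were not used here. Other AP-1 genes did not pass the threshold by edgeR in all libraries either, such as *Fos* (1.44, edgeR adjusted p = 0.178), *Fosb* (1.12, edgeR adjusted p = 0.0637), *Batf2* (−1.29, edgeR adjusted p = 0.322), *Fosl2* (0.52, edgeR adjusted p = 0.332), *Jund* (0.35, edgeR adjusted p = 0.362) and *Batf* (0.23, edgeR adjusted p = 0.317). Without Δ/Δ 1, *Fos* was at 1.80 (edgeR adjusted p = 0.0284, within 0.0284 to 0.454 over all alternatives). *Fosb* passed by DESeq2 (adjusted p = 0.00335), without a filter (edgeR adjusted p = 0.0336) and without Δ/Δ 1 (edgeR adjusted p = 0.00776), within 0.00335 to 0.250 over all alternatives. *Jdp2* (−1.13, edgeR adjusted p = 0.0509) passed by DESeq2 (adjusted p = 1.37e-05) and under 6 other alternatives. The 15 AP-1 genes had a median of 0.23 and a mean of 0.00 (camera of limma, unadjusted p = 0.687), with 7 past the threshold adjusted over the list alone.

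*Itgax* (ENSMUSG00000030789.9, chromosome 7, 128129547 to 128150657) had 131 ± 20.0 CPM in fl/fl and 56.3 ± 12.2 CPM in Δ/Δ libraries (log2 fold change −1.22, standard error 0.17, edgeR adjusted p = 0.0147). *Itgax* gave an adjusted p over 0.05 without fl/fl 1 (0.0526), without fl/fl 2 (0.0781) and without fl/fl 3 (0.0505), and one of 4.92e-11 to 0.0781 over all alternatives to the edgeR test. *Itgam*, next to it, was higher (0.95). Extra gene copies carried by the *Itgax*-Cre transgene are a possible explanation for higher neighbours. The 5 other tested genes within 100 kb of *Itgax* had a median log2 fold change of 0.0518 and edgeR adjusted p of 0.0927 to 0.991. *Itgam* itself had prompted the question, and *Itgad* was at 0.74 (standard error 0.35). *Armc5*, *9130023H24Rik* and *Tgfb1i1* were level, at 0.05, 0.006 and 0.009 (standard errors 0.08, 0.14 and 0.30). These values argue against extra copies of a stretch that includes *Armc5* and *9130023H24Rik*. Extra copies of a shorter stretch with *Itgam* cannot be told apart from a change in *Itgam* itself. Of the other sort and flow markers, *Cd24a* was at −0.30 (edgeR adjusted p = 0.0605) and passed the threshold by DESeq2 (adjusted p = 0.00897), without a filter (edgeR adjusted p = 0.0428), without Δ/Δ 1 (edgeR adjusted p = 0.0492), without Δ/Δ 3 (edgeR adjusted p = 0.0426) and with the covariate (edgeR adjusted p = 0.0307). Others were not past it in any setting, such as *Ptprc* at 0.25 (edgeR adjusted p = 0.122), *Csf1r* at 0.32 (edgeR adjusted p = 0.510), *Cd8a* at 0.24 (edgeR adjusted p = 0.813), *Itgae* at 1.10 (edgeR adjusted p = 0.343) and *H2-Ab1* at 0.09 (edgeR adjusted p = 0.431). The value of *Itgae* rested on Δ/Δ 2, with 892 CPM against 201 and 229 CPM in Δ/Δ 1 and 3. Its log2 fold change ran from 0.06 to 1.45 with 1 library left out. The 15 sort and flow markers had a median of 0.09 (camera of limma Down, unadjusted p = 0.721, opposite in sign).

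The other lists gave the following values. All 31 proliferation genes were lower in Δ/Δ, with a median of −0.81 (camera of limma, unadjusted p = 3.89e-08, and fry, unadjusted p = 0.163). Tests of single genes gave 0 past the adjusted p by edgeR and 0 by DESeq2, and 2 at an unadjusted p under 0.05 (*Cenpe* and *Hmgb2*, named after their values were seen). Their summed expression was 3642, 3296 and 2440 CPM in fl/fl 1, 2 and 3 and 3190, 1463 and 1049 CPM in Δ/Δ 1, 2 and 3, so Δ/Δ 1 lay among the fl/fl libraries. The 29 immediate early genes had a median of 0.65, with 22 higher (camera of limma, unadjusted p = 7.88e-05, and fry, unadjusted p = 0.202). Of these, 1 was past the adjusted p over all genes, *Klf4*, and 9 adjusted over the list alone. The 4 tested sex-linked genes, all on the Y chromosome, had a median of 0.03 (camera of limma, unadjusted p = 0.793), and *Xist* had at most 1 read in any library. No explanation was tested for the proliferation genes.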
